# Circadian clock regulator Bmal1 gates axon regeneration via Tet3 epigenetics in mouse sensory neurons

**DOI:** 10.1038/s41467-023-40816-7

**Published:** 2023-08-24

**Authors:** Dalia Halawani, Yiqun Wang, Aarthi Ramakrishnan, Molly Estill, Xijing He, Li Shen, Roland H. Friedel, Hongyan Zou

**Keywords:** Regeneration and repair in the nervous system, Circadian mechanisms, Epigenetics

## Abstract

Axon regeneration of dorsal root ganglia (DRG) neurons after peripheral axotomy involves reconfiguration of gene regulatory circuits to establish regenerative gene programs. However, the underlying mechanisms remain unclear. Here, through an unbiased survey, we show that the binding motif of Bmal1, a central transcription factor of the circadian clock, is enriched in differentially hydroxymethylated regions (DhMRs) of mouse DRG after peripheral lesion. By applying conditional deletion of *Bmal1* in neurons, in vitro and in vivo neurite outgrowth assays, as well as transcriptomic profiling, we demonstrate that Bmal1 inhibits axon regeneration, in part through a functional link with the epigenetic factor Tet3. Mechanistically, we reveal that Bmal1 acts as a gatekeeper of neuroepigenetic responses to axonal injury by limiting Tet3 expression and restricting 5hmC modifications. Bmal1-regulated genes not only concern axon growth, but also stress responses and energy homeostasis. Furthermore, we uncover an epigenetic rhythm of diurnal oscillation of Tet3 and 5hmC levels in DRG neurons, corresponding to time-of-day effect on axon growth potential. Collectively, our studies demonstrate that targeting Bmal1 enhances axon regeneration.

## Abstract (web summary)

Injured peripheral neurons activate pro-growth gene programs, yet the mechanisms remain unclear. Here, the authors show that disruption of circadian clock factor Bmal1 accelerates axon regeneration through augmented epigenetic responses after injury.

## Introduction

Unlike injury in the central nervous system (CNS), peripheral nerve injury triggers axon regeneration, but the repair process is often slow and incomplete. A crucial step for successful nerve repair is to accelerate axon regeneration^1^, but the gene regulatory mechanisms that enable injured neurons to rapidly switch into a growth state remain poorly defined^2^. Emerging evidence also implicates neuroimmune interactions in augmenting axon regeneration;^3–6^ how neuronal intrinsic and extrinsic injury and stress responses are orchestrated is unclear. Such knowledge may help advance new strategies to enhance nerve repair, with translational relevance for CNS injury.

Dorsal root ganglia (DRG) sensory neurons represent a preferred system to study axon regeneration, as their central and peripheral axon branches respond differently to axotomy. While central lesion (CL) after spinal cord injury leaves DRG neurons in a state that is refractory to axon regeneration, peripheral lesion (PL) triggers a regenerative response that enables regeneration of not only peripheral but also central branches^7,8^. This so-called “conditioning lesion” effect is transcription dependent^9^, thus presenting a starting point to investigate regulatory mechanisms of regeneration-associated genes (RAGs)^2,10,11^.

Works from our laboratory and others have demonstrated that conditioning lesion initiates a genome-wide reconfiguration of histone modifications and DNA methylation, thus adding a layer of epigenetic control for robust and fine-tuned gene regulation^2,10,12–15^. Tet methylcytosine dioxygenase 3 (Tet3) has emerged as a critical regulator of axon regeneration in conditioned DRG neurons. Tet3 catalyzes the iterative oxidation of methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), formylcytosine (5fC), and carboxylcytosine (5caC), which is then converted back to 5C by base excision repair (BER)^16^. We previously showed that PL induces an upregulation of Tet3, but not Tet1 or Tet2, in axotomized DRG neurons along with global 5hmC gains^17^. DNA demethylation is required for the conditioning effect, as Tet3 silencing reduces global 5hmC levels and diminishes axon regrowth capacity^18^. Aside from being an intermediate of the DNA demethylation cascade, 5hmC is also a stable DNA base with unique gene regulatory functions in its own right. Notably, 5hmC is highly abundant in the CNS, accounting for ~40% of modified cytosines, mostly in gene body regions^19–22^, and is pivotal for neuronal differentiation^22,23^. While these earlier studies showed the necessity of Tet3 and DNA demethylation for axon regeneration, the regulators of Tet3 induction and how Tet3 selects the target sites for DNA demethylation remain unresolved. It is also unclear if Tet3 augmentation and the resultant 5hmC gain can promote regenerative capacity.

Here, in search for transcription factors (TFs) that may affect Tet3-5hmC responsiveness to axonal injury, we performed an unbiased screen for over-represented TF binding motifs within the differentially hydroxymethylated regions (DhMRs) of conditioned DRG. Intriguingly, we identified an enrichment of the binding motif for Bmal1, a central regulator of the circadian clock^24^. By applying conditional gene deletion in conjunction with in vitro and in vivo models of axon regrowth, we demonstrated that neuronal knockout of *Bmal1* enhanced axon regeneration partly through a Tet3-dependent mechanism. Transcriptomics profiling revealed that the Bmal1 regulon after peripheral axotomy not only concerned axon regrowth, but also stress responses, energy homeostasis, and neuroinflammation. Interestingly, Tet3 and 5hmC displayed diurnal oscillations in DRG neurons, corresponding to a time-of-day effect on axon growth potential. Our study thus raises awareness of the time-of-day effect on neural regenerative responses, with ramifications for experimental designs and translational strategies for neural repair.

## Results

### Bmal1 binding motif is enriched in DhMRs of conditioned DRG

To explore the functional relevance of DNA hydroxymethylation in axon regeneration, we previously performed genome-wide mapping of 5hmC modifications in axotomized DRG, which identified 1,036 DhMRs specific for peripheral lesion (PL, regenerative state) as compared to dorsal column lesion (DCL, non-regenerative state) or no injury^17^ (Fig. 1a). Among the PL-DhMRs (each ~200 bp), 561 (54%) displayed 5hmC gain and 475 (46%) loss, both predominantly localized in gene body and intergenic regions rather than promoters and CpG islands (Fig. 1b), suggesting a complex role in gene regulation.

**Fig. 1:**
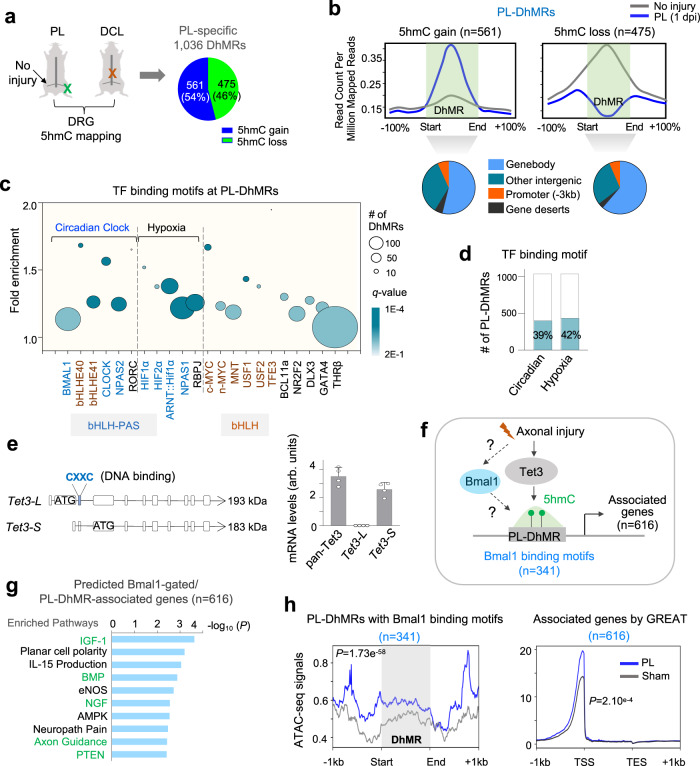
Bmal1 is linked to peripheral lesion of DRG and interacts with Tet3. **a** Graphical summary of genome-wide mapping of 5hmC reconfigurations after PL (peripheral lesion) vs. DCL (dorsal column lesion) or no injury, which identified 1,036 differentially hydroxymethylated regions (DhMRs) after PL^17^. Pie chart shows proportion of PL-DhMRs with 5hmC gain versus loss. **b** Top, normalized 5hmC signals after PL versus no injury across DhMRs^17^. Bottom, pie charts showing distribution of DhMRs in genomic regions. **c** Bubble plot showing enriched TF binding motifs in PL-specific DhMRs. Members of the bHLH-PAS family are labeled in blue and members of the bHLH family in brown. Circle size indicates DhMR numbers and color scale indicates significance of enrichment. **d** Bar graphs showing the number (y-axis) and percentage of PL-specific DhMRs that contain binding motifs for circadian-related or hypoxia-related transcription factors. **e** Left, diagram of the long and short isoforms of *Tet3*. ATG denotes start codon, CXXC indicates DNA binding domain. Right, qRT-PCR shows predominant expression of short isoform Tet3-S in uninjured DRGs. Data represent mean ± SEM. *n* = 4 independent studies, each with 6-9 pooled DRGs. **f** Model of potential Bmal1 and Tet3 interaction at DhMRs that may impact Tet3 targeting and 5hmC reconfigurations after peripheral lesion of DRG. **g** Ingenuity pathway analysis (IPA) highlighting the top enriched pathways for the 616 genes harboring PL-specific DhMRs with Bmal1 binding motif in response to axonal injury. Right-tailed Fisher’s exact test. **h** Analysis of ATAC-seq signals from DRG after sham or PL at 1 dpi (raw data from Palmisano et al.^14^) showed increased chromatin accessibility at PL-specific DhMRs with Bmal1 binding motif and associated genes near transcription start sites (TSS). TES, transcription end site. Welch’s two-sample *t*-test.

To identify transcription factors (TFs) that may collaborate with Tet3 for 5hmC modifications or display methylation-sensitive DNA binding, we searched for statistically significant over-represented TF binding motifs in PL-DhMRs, and found that the top enriched were the binding motifs for bHLH-PAS, a TF family functioning as molecular sensors of physiological and environmental stimuli, including circadian rhythm, hypoxia, and xenometabolites^25,26^ (Fig. 1c). Specifically, 39% of PL-DhMRs harbored binding motifs for TFs associated with circadian clock, including Bmal1, Clock, Npas2 (a Clock homolog), as well as Bhlhe40 and 41, while 42% contained hypoxia-response-elements (HRE) accessible by hypoxia-inducible factors, i.e., HIF1α, 2α, and ARNT (HIF1β) (Figs. 1c, d, S1a; Supplementary Data 1). Other enriched TF binding motifs included Notch (RBPJ)^27^, members of bHLH TF family (e.g., MYC, USF1/2, BCL11a), as well as thyroid hormone receptor (THR), which is known to interact with Tet3^28^ (Fig. 1c).

We next analyzed the PL-DhMRs with 5hmC gain or loss separately, which identified shared (e.g., ARNT, NPAS1) but also distinct enriched bHLH-PAS binding motifs (Fig. S1b). Notably, many of these bHLH-PAS TFs belonged to the RAGs induced by the conditioning lesion, implicating a role in axon regeneration (Fig. S1c). Indeed, activation of HIF1α (a bHLH-PAS TF) through intermittent hypoxia promotes axon regrowth of DRG neurons^29^.

### Conditioning lesion enhances chromatin accessibility at DhMRs

Since DNA methylation alters chromatin landscape^30^, we next examined a recent ATAC-seq dataset on DRG before and after PL^14^. This revealed that PL led to increased chromatin accessibility at DhMRs (more prominent for the ones with 5hmC gain) and transcription start site (TSS) of the associated genes (Fig. S1d). Our previous work has shown that genes harboring PL-DhMRs are enriched for pathways linked to axon regeneration (e.g., CREB and Neurotrophin)^17^, here we analyzed the genes displaying 5hmC gain or loss separately, which showed that the genes in the 5hmC gain category (*n* = 988) concerned epithelial cell proliferation and differentiation, organ regeneration, and lymphocyte co-stimulation, while the genes in the 5hmC loss category (*n* = 834) mainly concerned metabolism (e.g., response to thyroid hormone, amino acid biosynthetic, glucose homeostasis) and cytoskeletal reorganization (Fig. S1d; Supplementary Data 2). In this context, it is noteworthy that as an intermediate of the DNA demethylation cascade, 5hmC gain or loss does not strictly predict transcriptional gain or loss^17^.

Tet3 has two isoforms due to alternative transcriptional start sites^31–33^. We thus examined their relative abundance in DRG, which showed that the short form (*Tet3-S*), which lacks the CXXC DNA-binding domain, is the predominant form (Fig. 1e). Hence, Tet3 recruitment to target genomic loci for DNA hydroxymethylation upon peripheral axotomy might involve cooperation with TFs.

We next focused on Bmal1, an essential and the only nonredundant core regulator of the mammalian circadian clock;^34^ its function in axon regeneration is unknown. We first examined the PL-DhMRs containing Bmal1 binding motifs (*n* = 341) and the associated genes (*n* = 616, identified by GREAT^35^) (Fig. 1f, g, Supplementary Data 3). Pathway enrichment analysis showed that these genes featured well-known pro-regenerative pathways, e.g., IGF-1, BMP, NGF, Axon guidance, and PTEN^36,37^ (Fig. 1g). Bmal1 is known as a pioneer-like TF (i.e., modulating chromatin structure to recruit other TFs)^38,39^, we thus re-examined the DRG ATAC-seq dataset, which indeed revealed that PL resulted in increased chromatin accessibility at these DhMRs and the TSS of the associated genes (Fig. 1h), consistent with epigenetic changes in regenerating DRG (Fig. 1f).

We wondered whether there might be a potential protein-protein interaction between Tet3 and Bmal1. Co-immunoprecipitation (co-IP) with a specific antibody against Tet3^40–42^ demonstrated pull down of Tet3 along with Bmal1 in Neuro-2a cells and in DRG lysates (Fig. S2a, b). Unlike in Neuro-2a lysate with a predominant band of Tet3 at ~185 kDa detected in Western blotting (WB) (Fig. S2c), in whole DRG lysates WB showed a dominant band of Tet3 at ~80 kDa, while Tet3 pull down resulted in a faint band at ~185 kDa and multiple bands at lower molecular weights (Fig. S2b), which may reflect proteolytic processing of Tet3^43^. Attempts to reverse co-IP with a specific antibody against C-terminal region of Bmal1 failed to pull down either endogenous or overexpressed Tet3 in Neuro-2a cells (Fig. S2c), possibly related to antigen masking from Tet3 binding to the C-terminal domain of Bmal1 which contains a conserved transactivation domain involved in binding to transcriptional regulators^44,45^.

### Conditioning lesion downregulates Bmal1 in DRG neurons

To investigate the relevance of Bmal1 in axon regeneration, we first examined how axonal injury might affect the expression of interconnected clock genes of the translational/transcriptional feedback loops that control Bmal1 expression and transcriptional activity (Fig. 2a). To this end, we performed RNA-sequencing (RNA-seq) to profile differentially expressed genes (DEGs) in DRG in response to PL (Supplementary Data 4). We found that *Bmal1* (a.k.a. *Arntl*) was significantly downregulated at 1 day post-injury (1 dpi) relative to no injury (Fig. 2b), in agreement with a published DRG RNA-seq dataset^14^. The result was corroborated by qRT-PCR analysis (Fig. 2c). Surveying a recent single cell RNA-seq dataset^46^ revealed that 8 out of the 9 subclusters of DRG neurons downregulated *Bmal1* at 24 h post-PL (Fig. S3a).

**Fig. 2:**
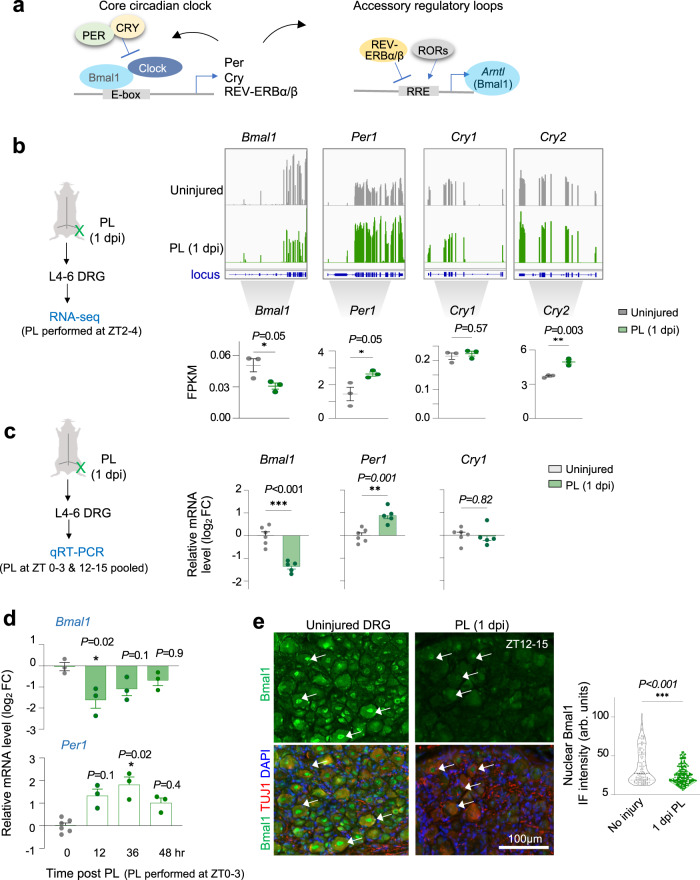
Peripheral lesion of DRG axons results in downregulation of Bmal1. **a** Schematic of core circadian clock components and feedback loops that control Bmal1 expression and activity. E-box, enhancer box; RRE, REV-ERB/ROR response element. **b** Left, experimental paradigm of ipsilateral L4–L6 DRGs analyzed by RNA-seq at 1-day after peripheral lesion (PL at ZT2-4) or no injury. Top right, RNA-seq coverage tracks for differentially expressed circadian genes after PL at 1 dpi pooled from *n* = 3 samples per group. Bottom right, the expression levels of circadian clock genes as fragments-per-kilobase-per-million reads (FPKM). *n* = 3, each pooled from L4–L6 DRGs. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **c** Left, experimental paradigm of peripheral lesion (PL) and collection of ipsilateral L4–L6 DRGs for gene expression analysis. Right, qRT-PCR shows transcriptional changes of circadian clock genes in axotomized DRG at 1 dpi after PL as compared to uninjured DRG. *n* = 5–6 independent samples, each pooled from L4–L6 DRGs. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **d** Time-course analysis of *Bmal1* transcription in L4–6 DRGs after PL by qRT-PCR. *n* = 3 independent DRG samples, pooled from two CD1 mice. Data represent mean ± SEM. Kruskal–Wallis with Dunn’s multiple comparison’s test. **e** Representative IF images and quantification of L5 DRGs show diminished nuclear signal of Bmal1 in axotomized DRG neurons (TUJ1^+^) at 1 dpi after PL. Violin plots of *n* = 100 uninjured and 183 axotomized neurons from 4 DRGs from 4 mice per group. Median is shown by black line. Mann–Whitney test.

Bmal1 (the β subunit) heterodimerizes with Clock (the α subunit) to form a transcriptional complex that binds to Enhancer (E)-box motifs to regulate a large repertoire of clock-controlled genes (CCGs) as well as its own feedback regulators (Fig. 2a). These include CRY and PER, both negative regulators of Bmal1 transcriptional activity^47^, as well as REV-ERBα/β, two orphan nuclear receptors constituting a second feedback loop, exerting negative effect on *Bmal1* transcription^48^. We found that *Per1 and Cry2*, but not *Cry1*, were upregulated after PL (Fig. 2b, c). Time course analysis showed that *Bmal1* expression was downregulated at 12 h post-injury, but returned to baseline level by 36 h, while *Per1* was upregulated at both time points (Fig. 2d).

We next conducted immunofluorescence (IF) staining, which confirmed diminished Bmal1 nuclear immunosignals in conditioned DRG neurons at 1 dpi as compared to no injury (Fig. 2e). Of note, WB did not reveal a significant reduction of Bmal1 protein levels in DRG tissue lysates at 12 or 24 h post-injury (Fig. S3b), possibly due to a high abundance of glial cells (neurons representing only 12.5% of total cells in DRG^6^). IF for Tet3 and 5hmC showed that both were increased in axotomized DRG neurons at 1 dpi (Fig. S3c–e), in agreement with previous works from the Ming laboratory and our own^17,18^. Concordantly, *Tet3* mRNA levels were higher after PL, and scRNA-seq confirmed *Tet3* induction in all DRG neuronal subtypes (Fig. S3a, c). Hence, conditioning lesion of DRG affects the expression of molecular oscillators, with Bmal1 activity transiently suppressed as evidenced by its reduced nuclear levels and induction of *Per1* and *Cry2*, both negative regulators of Bmal1 transcriptional activity^47^.

### Bmal1 inhibition enhances neurite outgrowth

To understand the functional significance of *Bmal1* downregulation by the conditioning lesion, we first tested the effect of silencing *Bmal1* in Neuro-2a cells (Fig. S4a), which led to enhanced neurite outgrowth (Fig. 3a), whereas forced over-expression of Bmal1 reduced neurite elongation but not neurite initiation, evidenced by comparable proportions of axon-bearing cells (Figs. 3b, S4b). Likewise, in induced neurons derived from human embryonic stem (hES) cells wherein the clock was operational^49^, pharmacological stabilization of PER and CRY (both negative regulators of Bmal1)^50,51^ also enhanced neurite outgrowth (Figs. 3c, S4c, d). These culture results support an inhibitory role of Bmal1 for axon growth.

**Fig. 3:**
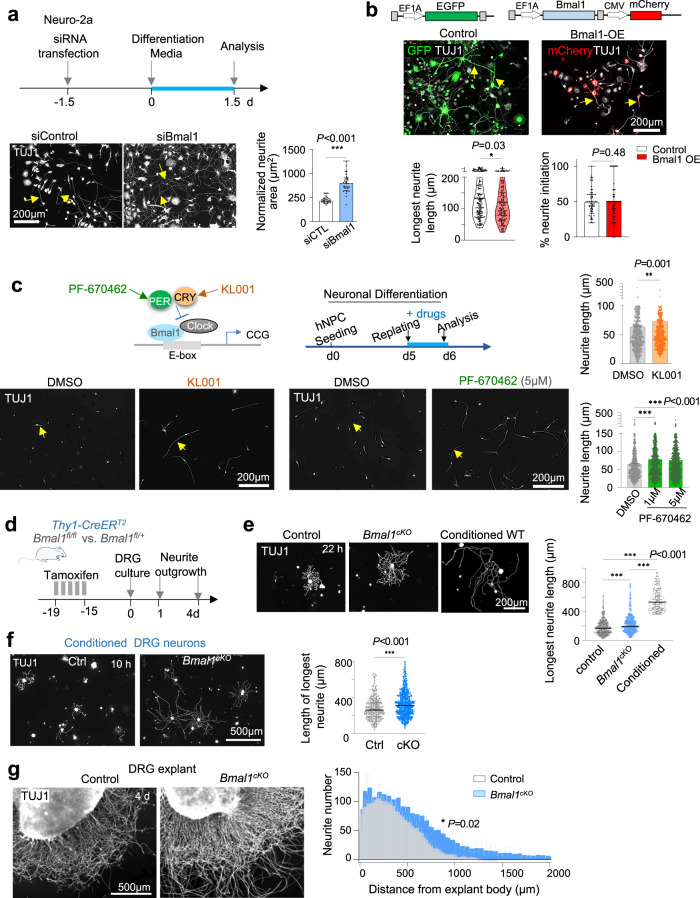
Bmal1 inhibition enhances axon outgrowth. **a** Top, experimental paradigm. Bottom, representative IF images and quantification of TUJ1^+^ area normalized to the number of soma per image, *n* = 39 images from 2 independent experiment. Data represent mean ± SEM, Mann–Whitney test. **b** Top, schematic of lentiviral vectors. Bottom, representative IF images and quantification of neurite length and percentage of neurite initiation of control (EGFP^+^) or Bmal1 overexpression (mCherry^+^) in Neuro-2a cells. n > 140 neurons for neurite length, and 60 images per group for percentage of neurite initiation. Data represent mean ± SEM. Mann–Whitney test. **c** Top left, diagram of pharmacological drugs stabilizing negative regulators of Bmal1 transcriptional activity. Top right, paradigm of neurite outgrowth assay of iNeurons. Bottom, representative IF images show longer neurite outgrowth from drug-treated iNeurons. Arrows point to neurites. Quantification: *n* = 600–900 neurons pooled from 3 independent cultures. Data represent mean ± SEM. Mann–Whitney test for KL001 vs. DMSO. Kruskal–Wallis with Dunn’s multiple comparison test for PF-670462 vs. DMSO. **d** Experimental paradigm for tamoxifen administration to adult mice for neuron specific *Bmal1* cKO. **e** IF images and quantification of neurite outgrowth of primary DRG neurons. Violin plots of *n* = 348 control, 305 *Bmal1*^*cKO*^, and 148 conditioned neurons from *n* = 3 mice. Median is shown by black line. Kruskal–Wallis with Dunn’s multiple comparison test. **f** IF images show that *Bmal1* cKO could augment DRG conditioning lesion effect (with PL 3 days prior) in enhancing neurite outgrowth. Note early time point at 10 h after plating due to exuberant neurite outgrowth from the conditioning effect. Violin plots of *n* = 375 control and 626 *Bmal1*^*cKO*^ neurons collected from *n* = 3 mice per group. Data represent mean ± SEM. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **g** IF images of adult DRG explants show longer neurite outgrowth from *Bmal1*^*cKO*^ DRGs compared to control at 4 d of culture. Quantification of 8 images collected from *n* = 6 DRGs (L4–L6) from *n* = 2 mice per group. Two-way ANOVA followed by Bonferroni’s multiple comparison test.

To study the function of Bmal1 in vivo, we generated *Bmal1*^*fl/fl*^ *Thy1-CreER*^*T2*^ mice for neuron-specific, tamoxifen-inducible conditional knockout (cKO) of *Bmal1*. This strategy circumvents developmental phenotypes of *Bmal1* deletion with the Nestin-Cre line, which results in neurodegeneration^52^. As the *Thy1-CRE*^*ERT2*^*/EYFP* (SLICK-H) transgenic line drives pan-neuronal expression of both CreER^T2^ recombinase and EYFP^53,54^, we first confirmed uniform expression of EYFP in DRG neurons with fluorescence imaging of DRG tissue sections and primary DRG neuron cultures (Fig. S5a, b).

We then administered tamoxifen to adult (8–12 weeks) *Bmal1*^*cKO*^ mice and littermate controls (*Bmal1*^*fl/fl*^ or *Bmal1*^*fl/+*^) and analyzed DRGs two weeks later. Genotyping of DRGs confirmed excision of the floxed region of the *Bmal1* gene, with *Bmal1*^*fl/fl*^ *Nestin-Cre* (*Bmal1*^*Nes-Cre*^) mice serving as positive control^52^ (Fig. S5c). qRT-PCR verified a significant downregulation of *Bmal1* and its target genes *Nr1d1* and *Nr1d2* (encoding REV-ERBα and β, respectively) in *Bmal1*^*cKO*^ DRGs relative to controls, while *Fabp7*, a target gene of REV-ERB transcriptional repression^55–57^, was upregulated (Fig. S5d). The transcriptional changes of REV-ERBs as a readout of *Bmal1* ablation agreed with previous studies using the Nestin-Cre *Bmal1* cKO^52,55^. Other clock components such as *Clock*, *Per1*, *Per2*, and *Cry1* did not show significant transcriptional changes in DRG tissues with neuron-specific *Bmal1* cKO (Fig. S5d). IF staining further confirmed reduced Bmal1 immunosignals in DRG neurons in both *Bmal1*^*Thy1-CreERT2*^ and *Bmal1*^*Nes-Cre*^ cKO mice (Fig. S5e, f).

Next, we conducted neurite outgrowth assays with primary DRG neurons, which gauge axon regrowth potential, as the dissociation process results in axotomy (Fig. 3d). Aligned with the above results, DRG neurons from *Bmal1*^*cKO*^ mice extended longer neurites than controls at 22 h in vitro (mean 311 ± 10 vs. 260 ± 7 µm) (Fig. 3e). Similar results were also obtained with primary DRG neurons from *Bmal1*^*Nes-Cre*^ mice (Fig. S6a). The proportion of neurite-bearing neurons was not different between genotypes, signifying comparable axon initiation capacity (Fig. S6b).

The neurite length of *Bmal1*-deficient DRG neurons did not reach that of conditioned DRG neurons with prior PL (Fig. 3e). This indicated that the conditioning effect also operates through Bmal1-independent mechanisms. However, *Bmal1* deletion could further augment the conditioning effect, evidenced by even longer axons of conditioned *Bmal1*^*cKO*^ DRG neurons than conditioned controls at 10 h post-seeding (mean 329 ± 144 vs. 278 ± 121 µm) (Fig. 3f). On the other hand, Bmal1 over-expression in primary DRG neurons did not cause significant reduction of neurite outgrowth, unlike in Neuro-2a cells (Fig. S6c, and see Fig. 3b), suggesting that the conditioning effect can bypass or overcome the Bmal1 block. The growth promoting effects of *Bmal1* deletion were also confirmed in adult DRG explant cultures, which allow analysis after a longer growth period of 4 days after seeding (Fig. 3g).

We next compared in vivo axon regeneration in a sciatic nerve crush injury model (Fig. 4a). IF staining for SCG10, a well-established axon regeneration marker that specifically labels regenerating but not uninjured sensory axons^14,18,29,58^, showed that *Bmal1*^*cKO*^ mice displayed accelerated axonal regrowth at 1 dpi and 3 dpi, with ~50% longer SCG10^+^ axons than in control (*Bmal1*^*fl/fl*^ or *Bmal1*^*fl/+*^) that received identical tamoxifen injection (Fig. 4b–e). Regeneration index calculation confirmed the enhanced axon regenerative phenotype of *Bmal1*^*cKO*^ animals (Fig. 4c, e). These results were corroborated in *Bmal1*^*Nes-Cre*^ cKO mice (Fig. S6d, e). We also examined re-innervation of the epidermal layer of the glabrous skin of the foot pad after sciatic nerve injury (Fig. 4f). By 21 dpi, whole mount IF for the neuronal marker PGP9.5 revealed that cutaneous reinnervation area reached over twice as large in *Bmal1*^*cKO*^ mice as in controls (Fig. 4f, g). This also held true for regenerated axon branches labeled by neurofilament-H (NF-H)^+^ (Fig. 4h), signifying a higher abundance of maturing axons in the reinnervated epidermis^59^. Together, these results supported an inhibitory role of Bmal1 in axon regeneration and that the conditioning lesion operates partly by suppressing the Bmal1 blockade (Fig. 4i).

**Fig. 4:**
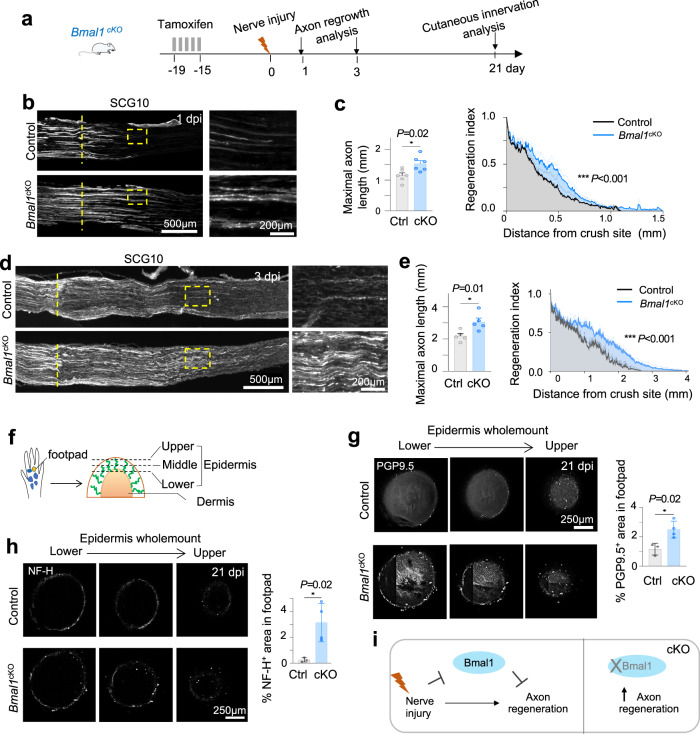
Neuronal deletion of *Bmal1* accelerates axon regeneration after sciatic nerve injury. **a** Experimental paradigm of in vivo axon regeneration analysis at 1, 3, and 21 d after sciatic nerve injury. Representative IF images and quantifications of axon regeneration (SCG10^+^) at sciatic nerve crush site at 1 dpi (**b**, **c**) or 3 dpi (**d**, **e**). Note enhanced axon regeneration in *Bmal1* cKO as compared to littermate controls. Dashed vertical lines denote lesion center defined by maximal SCG10 immunointensity. Right panels show enlarged images of boxed areas. Data represent mean ± SEM and unpaired two-tailed Student’s *t* test for maximal axon length. Two-way ANOVA for regeneration index, measured by SCG10 immunointensity normalized to value at lesion center. *n* = 5–6 mice per genotype. **f** Diagram of analysis of innervation of footpad epidermis. Representative images and quantifications of whole mount IF staining for pan-neuronal marker PGP9.5 (**g**) or axon marker NF-H (**h**) show improved footpad epidermis innervation in *Bmal1* cKO at 21 dpi. Micrographs are representative confocal scans of a 400 µm segment, spanning the top, middle, and lower portion of the epidermis. *n* = 3 control and 4 *Bmal1*^*cKO*^ mice per group. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **i** Working model for a role of Bmal1 as repressor of axon regeneration; removing this brake augments axon regeneration after peripheral nerve injury.

### Bmal1 ablation augments Tet3 and 5hmC induction in conditioned DRG neurons

To pinpoint the mechanisms by which Bmal1 restricts axon regeneration, we tested the hypothesis that Bmal1 gates 5hmC responsiveness to axonal injury. We first examined uninjured DRG neurons and observed higher baseline levels of Tet3 and 5hmC in Bmal1-deficient DRG neurons relative to controls (Fig. S7a, b). Upon PL, their upregulation appeared more pronounced in *Bmal1*^*cKO*^ DRG neurons than controls at 3 dpi (Fig. 5a, b), a finding also observed in primary DRG neurons (axotomized during dissociation) (Fig. S7c). The phenotypes were sustained at 21 dpi after PL, signifying long-lasting epigenetic changes with *Bmal1* deletion (Fig. S7d, e).

**Fig. 5:**
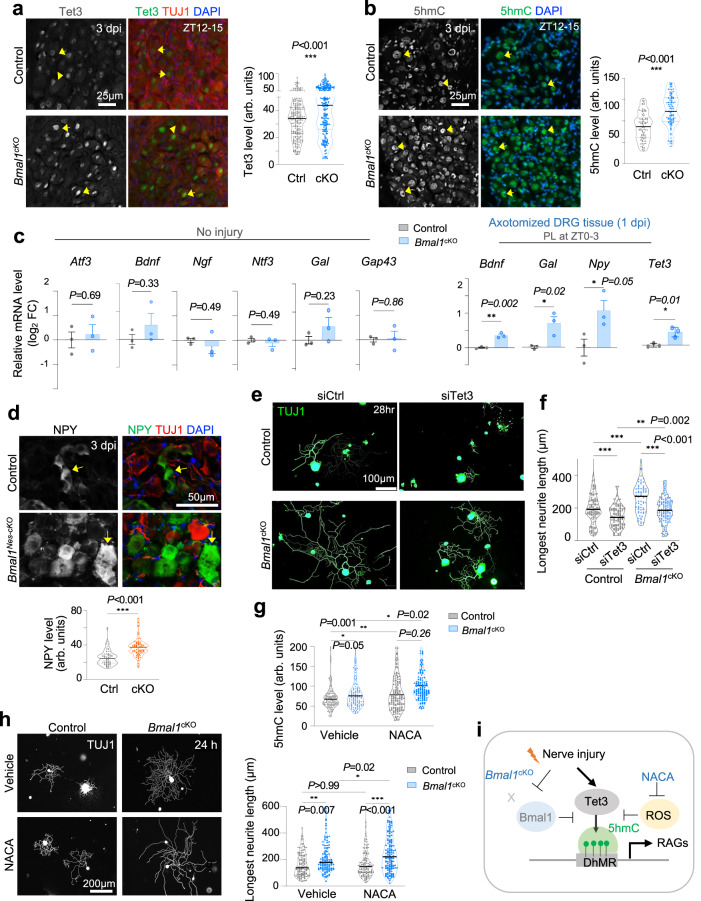
Bmal1 affects Tet3-5hmC induction and RAGs expression after peripheral lesion of DRG. Representative IF images of Tet3 (**a**) and 5hmC (**b**) expression in lumbar DRGs at 3 dpi after PL (ZT12–15). Violin plots of *n* = 225 control and 250 *Bmal1*^*cKO*^ (Tet3) and *n* = 90 (5hmC) DRG neurons from *n* = 9 L4–6 DRGs of 3 mice per genotype. Median is shown by black line. Mann–Whitney test. **c** qRT-PCR of gene expression in lumbar DRGs with no injury (left) or PL at 1 dpi (right panel). *Bmal1* cKO augmented RAGs expression only after PL. *n* = 3 independent studies at ZT0–3, each with 6 L4–6 DRGs pooled from 2 mice. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **d** IF images of NPY expression in L4–L6 DRGs at 3 dpi after PL. *n* = ~70 neurons from *n* = 9 L4–6 DRGs of 3 mice per genotype. Median is shown by black line. Mann–Whitney test. **e**, **f** IF images of primary DRG neurons at 28 h after plating show that siTet3 reversed the growth advantage of *Bmal1* deletion. *n* = 70–124 DRG neurons pooled from 2 mice per condition. Median is shown by black line. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **g** Quantification of 5hmC immunointensity in individual DRG neurons. Violin plots of *n* = 150–170 DRG neurons (L4–L6) from 2 mice for each condition. Black lines represent median. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **h** IF images of neurite outgrowth and quantification. Violin plots of *n* = 115–145 DRG neurons (L4–6) from 2 mice for each condition. Median is shown by black line. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **i** Model of Bmal1 and DNA hydroxymethylation in conditioned DRG neurons. Bmal1 deletion augments Tet3 induction, but elevated ROS inhibits Tet3 activity. NACA alleviates ROS inhibition, leading to further 5hmC gains and axon regeneration. ROS Reactive oxygen species, NACA N-acetyl-cysteine amide.

Given the global 5hmC elevation in Bmal1-deficient DRG neurons, we initially anticipated induction of a wide range of RAGs, but surveying RAGs in uninjured DRGs from *Bmal1*^*cKO*^ vs. control mice revealed no significant upregulation of well-known RAGs such as *Atf3* (a marker of conditioning lesion^60^), neurotrophins (*Bdnf, Ngf, Ntf3*), *Gal*, or *Gap43* (Fig. 5c). We thus posited that *Bmal1* deletion and the concomitant Tet3-5hmC epigenetic changes may prime DRGs for regenerative responses to axonal injury. Indeed, in axotomized DRGs at 1 day after PL, we detected increased transcription of *Bdnf, Gal*, and *Npy* in *Bmal1*^*cKO*^ DRGs relative to controls (Fig. 5c), while IF staining verified higher protein level of NPY in mutant DRG neurons at 3 dpi (Fig. 5d). In line with the IF results shown in Fig. 5a, *Tet3* transcription was higher in *Bmal1*^*cKO*^ DRG (Fig. 5c). Of note, not all RAGs were affected, e.g., GAP43 or ATF3 immunosignals appeared comparable between genotypes at baseline or 3 dpi (Fig. S8a–c).

To assess if Tet3 is required for the axon promoting effect of *Bmal1* deletion, we first took advantage of C35, a newly characterized cell-permeable inhibitor of Tet catalytic activity^61^. Exposure to C35 reduced 5hmC levels in DRG neurons (Fig. S8d) and attenuated axon elongation phenotype of *Bmal1*^*cKO*^ neurons in a dose-dependent manner (Fig. S8e, f). We next tested *Tet3* knockdown by siRNA (Fig. S8g), which similarly reduced 5hmC levels and the growth advantage of *Bmal1*^*cKO*^ DRG neurons (Figs. 5e, f, S8h). Hence, the promoting effect of *Bmal1* deletion requires Tet3.

Since *Bmal1* ablation can increase reactive oxygen species (ROS)^52^, which may restrict Fe^2+^ availability required for Tet3 catalytic activity^62–64^, we tested the effect of N-acetylcysteine amide (NACA), a ROS inhibitor with free radical scavenging property^65^. We found that while NACA treatment led to a modest increase of 5hmC in control DRG neurons, the effect was more pronounced in *Bmal1*^*cKO*^ neurons (Fig. 5g). This suggested that even though Tet3 was upregulated in *Bmal1*^*cKO*^ DRG neurons, there appears to be a built-in safeguard mechanism via ROS-mediated inhibition of Tet3 catalytic activity. Neurite outgrowth assay showed that NACA treatment further augmented the pro-growth phenotype of *Bmal1*^*cKO*^ (Fig. 5h). In aggregate, Bmal1 acts as an inhibitor of axon regeneration by limiting Tet3-5hmC gains; Bmal1 ablation mimics the conditioning lesion in lifting this epigenetic block partly in a Tet3-dependent manner, and the promoting effect can be potentiated by anti-ROS scavenger to unleash Tet3 catalytic activity (Fig. 5i).

### Tet3-5hmC regulon concerns axon growth, metabolism, and immune signaling

To identify the regenerative gene programs potentially impacted by Tet3-5hmC, we performed RNA-seq of naive DRG or conditioned DRG at 1 dpi (the same time point as in 5hmC mapping^17^), which identified 3,022 DEGs (cutoff: 0.25 log_2_ fold change, *P* < 0.01) (Supplementary Data 4). Intersection with PL-DhMR associated genes revealed 346 overlapping genes, with 222 upregulated after PL, including well-established RAGs such as *Gadd45a, Bdnf, Npy*, and 124 downregulated (Fig. 6a; Supplementary Data 5). Enrichr analysis showed the predicted Tet3-5hmC regulon featured axon growth (e.g., Axon guidance, Axonogenesis, Neuron projection), metabolism (Aminoglycan Biosynthesis), and Wnt signaling (β-catenin TCF complex) (Fig. 6b). Ingenuity Pathway Analysis (IPA) further revealed that enriched pathways included Circadian Rhythm (verifying Bmal1 involvement), DNA Methylation/Transcriptional Repression (consistent with Tet3-5hmC epigenetics), GADD45 (linked to DNA demethylation and repair), Neurotrophin/TRK signaling, and notably immune signaling (IL-7, IL-3, JAK family kinase in IL-6-type Cytokine), all with a positive z-score, while those with negative z-scores featured WNT/β-catenin and lipid metabolism (PPARα /RXRα activation) (Fig. 6c).

**Fig. 6:**
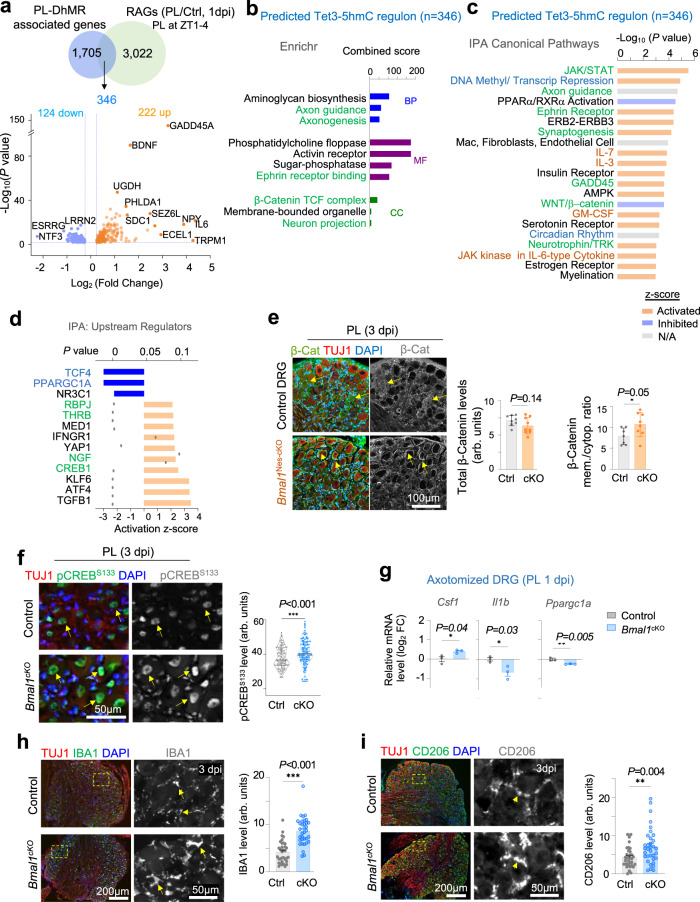
Tet3-5hmC regulon governs axon growth and immune response after peripheral lesion of DRG. **a** Top, Venn diagram showing the overlap of genes associated with PL-DhMRs (*n* = 1705) and differentially regulated genes (DEGs) at 1-day post sciatic nerve crush injury compared to no injury (RAGs), identified by RNA-seq. Bottom, volcano plot of the 346 overlapping PL RAGs, with labeled top DEGs. Welch’s two-sample *t*-test. **b** Enrichr analysis showing top enriched ontologies of the 346 RAGs identified in (**a**). **c** IPA showing the top enriched canonical pathways of the 346 RAGs. Bar color indicates predicted activation (orange), and inhibition (blue) of pathways, and gray bars indicate insufficient evidence for prediction of activation state. Right-tailed Fisher’s exact test. **d** IPA analysis for top upstream transcriptional regulators of the 346 RAGs. Bar color indicates predicted activation (orange) or inhibition (blue) of pathways. Right-tailed Fisher’s exact test. **e** Representative IF images and quantifications show higher membrane association of β-catenin in axotomized lumbar Bmal1^*cKO*^ DRG neurons than in controls (TUJ1^+^) at 3 dpi after PL, but overall levels were comparable. Quantification of images from *n* = 2-3 DRGs from 3 mice for each genotype. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **f** Representative IF images and quantifications show higher levels of nuclear pCreb^S133^ in axotomized Bmal1^*cKO*^ DRG neurons than controls (TUJ1^+^) at 3 dpi after PL. Violin plots of *n* = 150 control and 170 *Bmal1*^*cKO*^ neurons from *n* = 8 DRGs from *n* = 3 mice for each genotype. Median shown by black line. Mann-Whitney test. **g**. qRT-PCR validation of the effect of *Bmal1* ablation on gene expression related to immune or metabolism in axotomized lumbar DRGs at 1 dpi after PL. *n* = 3 independent samples of L4–L6 DRGs, each pooled from 2 mice for each genotype. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. Representative IF images and quantifications show increased expression of immune cell markers IBA1 (**h**) and CD206 (**i**) in axotomized lumbar DRGs at 3 d after sciatic nerve injury in *Bmal1* cKO than control mice. *n* = 17 DRGs collected from 6 pairs of mice. Data represent mean ± SEM. Mann–Whitney test.

The upstream regulators of the Tet3-5hmC regulon as predicted by IPA with positive activation z-scores included CREB1, NGF, as well as RBPJ and THRB (the two TFs with binding motifs enriched in PL-DhMRs, see Fig. 1c), while those with negative activation z-scores included TCF4 (Wnt pathway), PPARGC1A (an integrator of energy metabolism and circadian clock^66^), and NR3C1 (a novel circadian regulator^67^) (Fig. 6d). For validation, we examined the expression of β-catenin, a transcription factor in the Wnt pathway and TCF4 interacting protein^68^. We found that at 3 dpi, while the overall expression levels appeared comparable, the membrane localization of β-catenin appeared higher in *Bmal1*^*cKO*^ DRG neurons than in controls, signifying inactivation of Wnt pathway, in line with bioinformatic results (Fig. 6e) and reported inhibitory role of Wnt in axon regeneration^69^. IF also verified that at 3 dpi, *Bmal1*^*cKO*^ DRG neurons contained higher nuclear levels of pCREB^S133^, a converging effector downstream of cAMP, MAPK, PI3K/ATK, and mTOR signaling (Fig. 6f).

We next analyzed PL-DhMRs with or without Bmal1 binding motif separately (Figs. S9a, S10a; Supplementary Data 6–8). For both categories, close to half displayed 5hmC gain, 40% 5hmC loss, and 10% both. The two groups of PL-DhMRs both showed increased chromatin accessibility after PL, as did the associated genes near TSS (see Fig. 1h and Fig. S10b). Of the predicted Tet3-5hmC regulon containing Bmal1 binding motif (*n* = 129 RAGs, possibly direct targets of Bmal1) or not (*n* = 223 RAGs, likely indirect targets of Bmal1 via Tet3), both shared enriched pathways for axon growth, circadian rhythm, and DNA methylation/transcriptional repression^69^ (Figs. S9b, c, S10c, d), further supporting a link of circadian clock and genome-wide reconfiguration of DNA methylome after axonal injury. Top enriched pathways for those containing Bmal1 binding motif included HIF1α, mTOR, and autophagy (Fig. S9c). We further conducted IPA graphical summary analyses, which applies machine learning to prioritize and connect biological pathways and infer novel relationships^70^. This highlighted that the Tet3-5hmC regulon with Bmal1 binding motif featured cytoskeletal organization, formation of cellular protrusion, KLF6 (a known axon regeneration promoting TF^71–74^), while those without Bmal1 binding motif featured CREB1, IL1B, and immune response of macrophages (Figs. S9d, S10e). Of note, *Bmal1* itself was part of the downregulated Tet3-5hmC regulon with Bmal1 binding motif, while *Tet3* was part the regulon without Bmal1 binding motif, suggesting self-regulatory loops in response to PL (Supplementary Data 6 and 7).

### Neuronal Bmal1 ablation affects immune response in axotomized DRG

Immune pathways enrichment in the predicted Tet3-5hmC regulon in conditioning lesion implies potential non-autonomous effects of neuroepigenetics. We thus first surveyed the expression of immune-associated genes in uninjured DRGs. Consistent with only a priming effect of *Bmal1* deletion, qRT-PCR showed no significant change of *Ccl2*, *Il1b*, *Fcgr3a* (encoding CD16), *Mrc1* (CD206), *Mki67* (proliferation marker) or *Fn1* (matrix protein fibronectin) transcription in uninjured DRGs between genotypes (Fig. S11a). One exception was *Il6*, which was upregulated in mutant DRG. Since IL6 is a target of REV-ERB repressive activity^75^, its upregulation aligned with the observed downregulation of REV-ERBs in Bmal1-deficient DRGs (see Fig. S5d). By contrast, conditioned *Bmal1*^*cKO*^ DRGs at 1 dpi showed higher expression of *Csf1* (colony stimulating factor 1, a potent regulator of macrophage activation), but lower expression of *Il1b*, while metabolism related gene *Ppargc1a* was slightly downregulated (Fig. 6g).

We observed higher levels of IBA1 (a marker upregulated in activated macrophages) and CD206 (a marker of pro-repair/anti-inflammatory macrophages) in conditioned but not uninjured *Bmal1*^*cKO*^ DRGs than control counterparts, but phagocytosis marker CD68 showed no overt changes between genotypes (Figs. 6h, i, S11a–c). Taken together, *Bmal1* cKO appeared to affect neuroimmune interactions after axotomy.

### Bmal1 regulon concerns xenobiotic, lipid, and energy metabolism

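Primary neuron cultures from dorsal root ganglia (DRG) of 3 control mice and 3 *Bmal1* cKO mice were sequenced, with 1 RNA-seq library per culture. The cKO mice carried floxed *Bmal1* alleles together with a Thy1-CreERT2/EYFP transgene, which expresses a tamoxifen-dependent recombinase and a yellow fluorescent protein in neurons. The sample labels give this transgene for the 3 cKO samples alone. Control replicate 2 had 1 floxed and 1 wild-type allele, and the other 2 control samples had floxed alleles only. All mice received tamoxifen at 100 mg/kg for 5 days. The paper gives tamoxifen at an age of 8 to 12 weeks and experiments 2 weeks later unless otherwise specified, whereas the description deposited with these samples gives tamoxifen at an age of 19 weeks and isolation 5 weeks later. Cells were isolated at ZT 2 to 4 and RNA was collected at 28 h after seeding. The authors aligned the reads to the mouse genome (mm10) with Bowtie2, removed duplicate read pairs and counted reads over whole gene bodies, introns included, so the counts hold unspliced as well as spliced RNA. The counting does not state whether strand was used, and reads of overlapping genes are therefore uncertain. The deposited counts are whole numbers without normalization. They sum to 34658158, 33885784 and 34705730 in control replicates 1, 2 and 3, and to 32764190, 35467771 and 32606575 in cKO replicates 1, 2 and 3. The 10 most abundant genes took between 1.91% and 2.15% of the counts of each sample. Genes with at least 2 counts in at least 5 samples, the filter given by the paper, were tested, which left 24232 of 55401 gene identifiers. Normalization used edgeR's TMM method and testing used its quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. The paper's methods name DESeq2, which was run as an alternative. Standard errors of log2 fold changes were taken as the size of the fold change over the square root of the test's F value. Gene symbols and coordinates (GRCm38, the same assembly as mm10) came from a RefSeq gene table, and 19438 of the tested identifiers had a symbol. On simulated counts for the same 24232 genes, 200 genes were changed. At adjusted P below 0.05 the test recovered 95.5% of the changed genes, and 7.3% of its calls were unchanged genes. Changes were planted in more abundant genes only, 136 of them at least 2-fold, with dispersions that edgeR estimated from the real counts. Of the 845 genes called in the real counts at a log2 fold change beyond 0.25, 124 changed at least 2-fold. Recovery may therefore be lower in the real counts, which hold smaller changes and scarcer genes.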

To gain a more comprehensive view of Bmal1-regulated genes during axon regeneration, we performed additional RNA-seq on semi-purified primary DRG neurons (axotomized during dissociation) at 28 h after seeding. Principal component analysis (PCA) showed a clear segregation of three samples from *Bmal1* cKO vs. control cohorts (both received tamoxifen) (Fig. 7a). 

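On log2 CPM of all 24232 tested genes, PC1 held 27.9% and PC2 21.2% of the variance. PC1 scores were -6.6, -19.3 and -31.2 in control replicates 1, 2 and 3, and 23.2, 19.1 and 14.8 in cKO replicates 1, 2 and 3, so the groups did not overlap on PC1. On PC2, control replicate 1 (20.3) and cKO replicate 1 (26.4) lay apart from the other samples, which scored between -20.7 and -2.5. The distance between the group means on both components was 1.36 times the mean distance within groups. Of the 10 splits of the samples into 3 and 3, the real split gave the largest ratio (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). The alternative that moved this ratio most was leaving out cKO replicate 3, which gave 1.09.

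**Figure D1:**
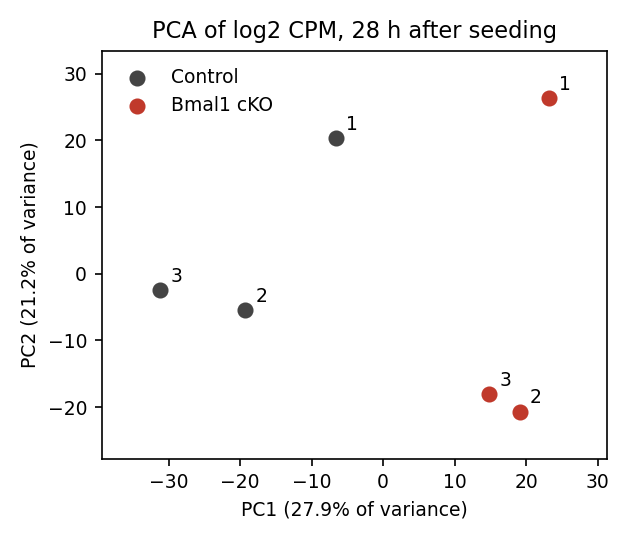
Scores of the 6 samples on PC1 (horizontal axis) and PC2 (vertical axis), in log2 CPM units, with the share of variance on each axis label and the replicate number beside each point. The control samples sit between -31.2 and -6.6 on PC1, and the *Bmal1* cKO samples between 14.8 and 23.2.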

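*Bmal1*, listed as Arntl (ENSMUSG00000055116.8), lies on chromosome 7 of GRCm38 from 113178471 to 113314126. Its count was 430, 473 and 505 in control replicates 1, 2 and 3, and 334, 353 and 379 in cKO replicates 1, 2 and 3. Normalized for library size, it was 13.7 ± 1.19 CPM (SD, n = 3) in control cultures and 10.5 ± 0.919 CPM (SD, n = 3) in cKO cultures. Every cKO sample was below every control sample (exact permutation test, two-sided, p = 0.1, the smallest p for 3 against 3). The log2 fold change was -0.39 (standard error 0.09, unadjusted p = 0.00232 and adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the alternatives the adjusted p ranged from 0.0257 to 0.429, and it was 0.0411 with DESeq2. With each sample left out in turn, the log2 fold change stayed between -0.46 and -0.33. These counts cover the whole gene body and all cells of the culture, so they are not limited to the floxed exon or to neurons.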

We confirmed a significant downregulation of *Bmal1* in mutant samples (Fig. S12a). Hierarchical clustering revealed more upregulated than downregulated DEGs in *Bmal1* cKO vs. control (Figs. 7b, S12b), in line with global Tet3-5hmC elevation and thereby transcriptional activation by *Bmal1* ablation. 

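At the cutoff of Fig. 7b, a log2 fold change beyond 0.38 with unadjusted P below 0.01, edgeR's quasi-likelihood test called 565 genes, of which 367 were higher and 198 were lower in *Bmal1* cKO, a ratio of 1.85. With DESeq2, 413 genes passed, 250 higher and 163 lower, a ratio of 1.53. With each sample left out in turn, the ratio lay between 1.41 and 2.36. With limma on log2(FPKM + 1) it was 1.02 (48 higher, 47 lower), and with limma on log2(FPKM + 0.1) at a mean FPKM of at least 1 it was 1.21 (81 higher, 67 lower). Adding 1 to the FPKM pulls the log2 fold changes of genes of low FPKM toward 0, so a fixed cutoff passes fewer of them. Among the 190 genes with adjusted P below 0.05, 91 were higher and 99 were lower. Over all tested genes, 2612 were higher in every cKO sample than in every control sample and 2337 were lower, together 20.4% of the genes tested, where chance gives 10% for 3 samples against 3. At adjusted P below 0.05, 212 were higher and 174 lower without a filter on low counts, and 78 and 49 without cKO replicate 1, so whether higher genes are in excess there depends on these choices. The paper describes its excess of upregulated genes as in keeping with raised Tet3 and 5hmC, and so with activation of transcription on loss of Bmal1.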

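At a log2 fold change beyond 0.25 with unadjusted P below 0.01, 845 genes were called by edgeR's quasi-likelihood test, 511 higher and 334 lower in *Bmal1* cKO. Their median absolute log2 fold change was 0.50, and 124 changed at least 2-fold, 83 higher and 41 lower. By chance alone, 242 of the 24232 genes are expected at unadjusted P below 0.01, where 1264 were found. The alternative that moved the count most was limma on log2(FPKM + 1), which called 218 genes.

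Of the 625 genes in Supplementary Data 9, 618 matched a tested gene, 617 changed in the same direction as in the paper and 505 were called, against 562 with DESeq2. The median absolute difference in log2 fold change from the paper was 0.0096. After adjustment over all genes tested, 154 of them had adjusted P below 0.05, and 613 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples.

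Among genes with adjusted P below 0.05 whose groups do not overlap, the largest decreases were in *Tfpi2* (chromosome 6, 3962589 to 3988978), at 12.7 ± 2.15 CPM in control and 2.08 ± 0.146 CPM in cKO cultures (SD, n = 3 each), and *Pdk4* (chromosome 6, 5483351 to 5496278), at 30.7 ± 2.83 and 6.05 ± 0.18 CPM (SD, n = 3 each). Their log2 fold changes were -2.60 (adjusted p = 0.000116) and -2.34 (adjusted p = 1.04e-05) from edgeR's quasi-likelihood test. The largest increase among these genes was in *Saa3* (chromosome 7, 46711998 to 46719615), from 1.31 ± 0.596 to 8.34 ± 2.97 CPM (SD, n = 3 each), a log2 fold change of 2.67 (standard error 0.32, adjusted p = 0.00784 from the same test). *Saa3* belongs to a gene family whose members can share reads.

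Gene lists for the themes of Fig. 7d were tested with camera, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 24 lists. The lists were written with Supplementary Data 9 at hand and share genes with it, so they are not independent of the paper's result. PPAR target genes, which serve fatty acid use, had a median log2 fold change of -0.27 over 19 genes (adjusted p = 1.15e-38), and 11 of these are among the 625. The 21 xenobiotic detoxification genes had a median of 0.39 (adjusted p = 3.2e-05), with 15 among the 625, and the 25 immune genes a median of 0.65 (adjusted p = 5.67e-07), with 21 among the 625. The unfolded protein response list had a median of -0.14 over 20 genes, with 18 lower in cKO (adjusted p = 1.13e-07). The oxidative stress list had a median of -0.04 over 18 genes (adjusted p = 0.000424). Of these 5 lists, the adjusted p stayed below 0.05 with fry for PPAR targets (0.000382) and xenobiotic detoxification (0.00941), and with an estimated correlation for PPAR targets alone (0.00591).

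**Figure D2:**
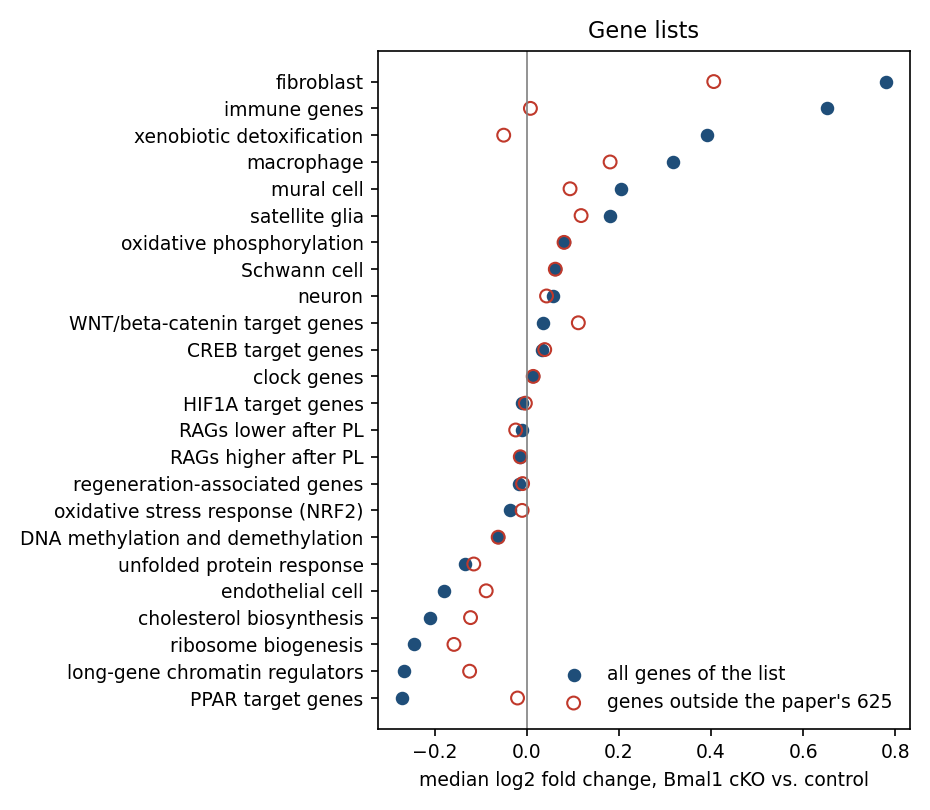
Median log2 fold change between *Bmal1* cKO and control (horizontal axis, log2 units) of each gene list (vertical axis), over all its tested genes (filled) and over its genes outside the paper's 625 (open). The 625 genes were chosen as changed on these samples, so leaving them out pulls the open values toward 0. An open value near 0, as for PPAR targets (-0.02) and immune genes (0.008), therefore does not argue against a shift of the list. Open values further from 0 include fibroblast markers (0.41), macrophage markers (0.18) and ribosome biogenesis (-0.16). Over all genes, PPAR targets lie at -0.27 and immune genes at 0.65.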

The Bmal1 regulon in regenerating DRG neurons (*n* = 625 DEGs, cutoff log_2_FC of 0.25, *P* < 0.01, Supplementary Data 9) included cytoplasmic proteins, membrane proteins, secreted factors, and nuclear factors (Fig. 7c), and they concerned not only axon growth (axon guidance, growth factor signaling), but also stress responses (e.g., Xenobiotic detoxification, Oxidative stress response, DNA damage repair, Autophagy, Unfolded protein response), lipid metabolism, and notably immune signaling (Fig. 7d).

**Fig. 7:**
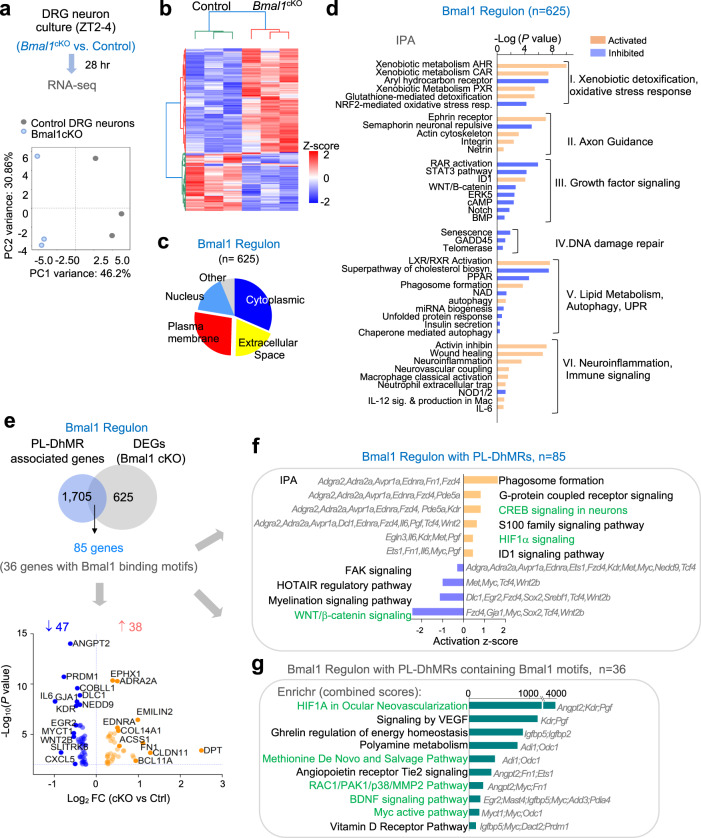
Bmal1 regulon concerns stress responses and energy homeostasis during axon regeneration. **a** Top, schematic of experimental paradigm for RNA-seq analysis on primary DRG neurons isolated from *Bmal1* cKO or control mice at ZT2–4 and cultured for 28 h. Bottom, principal component analysis of RNA-seq data shows segregation of samples from *Bmal1* cKO vs. control DRG neurons. **b** Heatmap of DEGs between *Bmal1* cKO and control neurons, cutoff: abs (log_2_ FC) > 0.38 and *P* < 0.01. **c** Pie chart of subcellular localization of *n* = 625 Bmal1-regulated genes computed by IPA, cutoff: abs (log_2_ FC) > 0.25 and *P* < 0.01. **d** IPA showing the top enriched canonical pathways of Bmal1 regulon, with color of bars indicating predicted activation (orange) or inhibition (blue) of pathways. Right-tailed Fisher’s exact test. **e** Top, Venn diagram showing the overlap between genes associated with PL-DhMRs (*n* = 1705) and Bmal1 regulated genes (*n* = 625). Bottom, volcano plot of the 85 overlapping genes, with top DEGs labeled. **f** IPA highlights top canonical pathways of 85 Bmal1-regulated genes containing PL-DhMRs. Bar color indicates predicted activation (orange) or inhibition (blue). Pathway associated genes are labeled. Note, predicted activation of CREB and repression of Wnt/β-catenin signaling with *Bmal1* cKO. Right-tailed Fisher’s exact test. **g**. Enrichr result of top pathways enriched in 36 Bmal1 regulated genes with Bmal1-motif in DhMRs.

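Of the 85 genes in Supplementary Data 10, 84 matched a tested gene. In *Bmal1* cKO 38 were higher and 46 lower, with log2 fold changes from -0.99 to 1.88. The 3 cKO and 3 control values did not overlap in 74 of them. At the cutoff of 0.25 and unadjusted P below 0.01, 67 were called by edgeR's quasi-likelihood test and 74 by DESeq2. After Benjamini-Hochberg adjustment over all genes tested, 18 had adjusted P below 0.05, 9 of them higher, and 82 did when adjusted over the list alone, which was chosen on these samples. *Il6* was 19.2 ± 3.27 CPM in control and 9.67 ± 2.63 CPM in cKO cultures (SD, n = 3 each; log2 fold change -0.99, adjusted p = 0.0538 from edgeR's quasi-likelihood test), and *Angpt2* was 56.4 ± 5.89 and 37.1 ± 0.376 CPM (SD, n = 3 each; log2 fold change -0.60, adjusted p = 0.0079 from the same test). *Fn1* rose from 53.6 ± 11.5 to 116 ± 29.9 CPM (SD, n = 3 each; log2 fold change 1.11, adjusted p = 0.0369 from the same test). *Dpt*, the gene with the highest fold change, was at 0.108 ± 0.046 and 0.405 ± 0.129 CPM (SD, n = 3 each; log2 fold change 1.88, adjusted p = 0.0817 from the same test). With DESeq2 the adjusted p of *Il6* was 1.21e-06. The list of genes with PL-DhMRs holds 1703 names in the copy used here, so no overlap with it was tested.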

To identify Bmal1 regulon potentially regulated via Tet3-5hmC epigenetics, we intersected the DEGs with PL-DhMR associated genes, yielding 85 overlapping genes (Fig. 7e; Supplementary Data 10). IPA of these genes showed positive activation z-scores for the canonical pathways of Phagosome formation, G-protein coupled receptor signaling, CREB signaling in neurons, HIF1α, and ID1 signaling, while Wnt/β-catenin showed a negative activation z-score (Fig. 7e, f). 

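Lists of target genes were tested in place of the IPA pathways, whose gene sets were not used here. CREB target genes had a median log2 fold change of 0.03 over 21 genes, with 11 higher and 10 lower (camera, adjusted p = 0.814). HIF1A target genes had a median of -0.01 over 26 genes, with 12 higher and 14 lower (camera, adjusted p = 0.127); they were lower at adjusted p = 0.0012 without cKO replicate 2 and 0.0187 without control replicate 3. WNT/β-catenin target genes had a median of 0.04 over 20 genes, with 10 in each direction (camera, adjusted p = 0.532). No shift of these 3 lists was detected over all 6 samples with fry or an estimated correlation either. These tests look for a shared direction and can miss changes in both directions. At the cutoff of 0.25 and unadjusted P below 0.01, 8 of the 20 WNT/β-catenin targets were called, 5 of the HIF1A targets and 1 of the CREB targets. The lists were written with Supplementary Data 9 at hand, and 9, 4 and 1 of their genes are among its 625. Among the genes labelled in Fig. 7f, 22 were tested, 10 were higher and 12 lower in *Bmal1* cKO, and 8 had adjusted P below 0.05 by edgeR's quasi-likelihood test. *Wnt2b* was lower (log2 fold change -0.52, adjusted p = 0.11), as were *Fzd4* (-0.24, adjusted p = 0.206) and *Tcf4* (-0.30, adjusted p = 0.0815), all from the same test. With DESeq2 the adjusted p was 0.00165 for *Wnt2b*, 0.177 for *Fzd4* and 0.00261 for *Tcf4*.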

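Of the 36 genes in Supplementary Data 11, 35 were tested, 15 higher and 20 lower in *Bmal1* cKO, and 29 were called at the cutoff of 0.25 and unadjusted P below 0.01 (33 with DESeq2). After adjustment, 8 had adjusted P below 0.05 by edgeR's quasi-likelihood test over all genes tested, and 35 did when adjusted over the list alone. Among them, *Myc* was at 102 ± 5.67 CPM in control and 82 ± 7.65 CPM in cKO cultures (SD, n = 3 each; log2 fold change -0.32, adjusted p = 0.0942 from that test), and *Kdr*, also a marker of endothelial cells, at 129 ± 12.8 and 93.2 ± 7.63 CPM (SD, n = 3 each; log2 fold change -0.47, adjusted p = 0.0385 from that test). *Odc1*, of polyamine metabolism, had a log2 fold change of -0.28 (adjusted p = 0.0872), and *Adi1*, of the methionine salvage pathway, 0.40 (adjusted p = 0.16). With DESeq2 the adjusted p was 0.00384 for *Myc*, 0.00369 for *Odc1* and 0.0569 for *Adi1*. Of all 616 genes associated with PL-DhMRs that hold a Bmal1 motif (Supplementary Data 3), 566 were tested and 34 were called, where 19.7 are expected over all tested genes (Fisher's exact test, two-sided, odds ratio 1.80, p = 0.00232). For called genes among genes with Bmal1-motif PL-DhMRs against protein-coding genes only, a background chosen after the data were seen, the odds ratio was 1.42 (Fisher's exact test, two-sided, p = 0.0587).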

About 42% of them (36 genes) harbored Bmal1 binding motif (Supplementary Data 11), and they concerned axon growth (BDNF, Myc, RAC/PAK/p38), vascularization (HIF1α, VEGF, Angiopoietin receptor Tie2), as well as energy homeostasis and metabolism (Ghrelin regulation of energy homeostasis, Polyamine metabolism, Methionine De Novo and Salvage pathway, Vitamin D Receptor pathway) (Fig. 7g). Altogether, through Tet3-5hmC dependent and -independent mechanisms, Bmal1 regulates a large repertoire of genes related to axon guidance and growth, but also pathways not well studied in the context of conditioning lesion.

### Tet3 and 5hmC display diurnal rhythmicity in DRG neurons

Since Bmal1 is a core circadian regulator, we next asked whether expression of Bmal1 or Tet3-5hmC exhibited rhythmicity in DRG. We first compared two zeitgeber time (ZT) points: ZT0–3, corresponding to early resting phase for mice (ZT0: lights on), and ZT12–15, early active phase (Fig. 8a). qRT-PCR analysis revealed that *Bmal1* transcription exhibited diurnal oscillation in DRG, lower at ZT12–15 than ZT0–3 (Fig. 8a). In contrast, *Per1*, *Per2*, *Cry1*, and *Nr1d2*, all negative feedback regulators of Bmal1, were transcribed at higher levels at ZT12–15 than ZT0–3, while *Clock* and *Nr1d1* did not show overt diurnal differences (Fig. 8a).

**Fig. 8:**
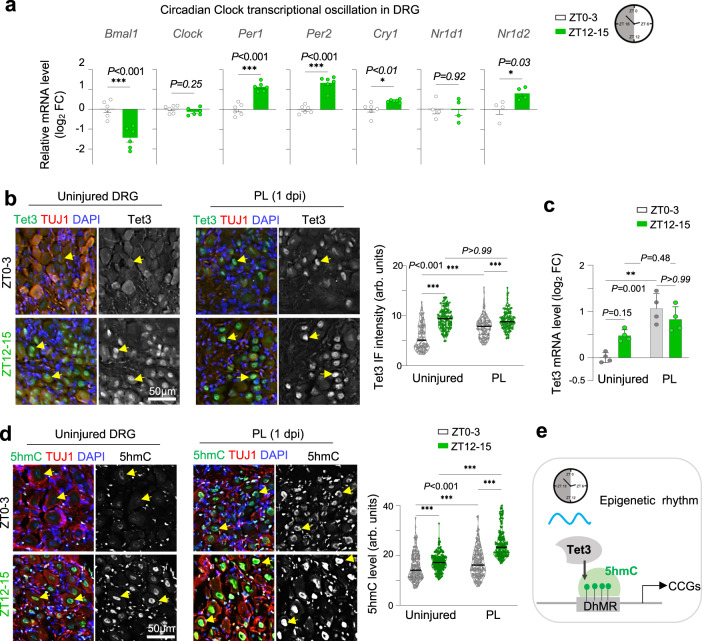
Diurnal expression changes of Tet3 and 5hmC in DRG neurons. **a** qRT-PCR reveals diurnal transcriptional changes of circadian clock genes in DRGs. Note the anti-phasic expression of *Bmal1* and circadian genes of the translation/transcription feedback loops that control Bmal1 rhythmicity. *n* = 6 independent samples for *Bmal1*, *Clock*, *Per1*, *Per2*, *Cry1* and *n* = 4 for *Nr1d1* and *Nr1d2*, each sample pooled from *n* = 2 mice. Samples were collected on consecutive days at the indicated ZT. Data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test. **b** Representative IF images and quantifications show higher nuclear levels of Tet3 in uninjured DRG neurons at ZT12–15 than ZT0–3. Note the time-of-day effect persisted on Tet3 upregulation after PL, with higher level at 1 dpi when injury occurred at ZT12–15. *n* = 9 DRGs isolated from 3 mice per condition. Data represent mean ± SEM. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **c** qRT-PCR shows diurnal changes of *Tet3* transcription in uninjured DRGs, higher at ZT12–15 than ZT0–3. PL resulted in a robust *Tet3* induction for ZT0–3, and no further gain for ZT12–15 (which has a high baseline level of Tet3). *n* = 4 independent samples from 4 mice for each condition. Data represent mean ± SEM, Two-way ANOVA followed by Bonferroni’s multiple comparison test. **d** Representative IF images and quantifications show diurnal changes of 5hmC in uninjured or axotomized DRG neurons (TUJ1^+^). Note more pronounced 5hmC elevation for PL at ZT12–15 than ZT0–3. *n* = 9 DRGs (L4–L6) isolated from 3 mice per condition. Median is shown by black line. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **e**. Schematic model of epigenetic rhythm of Tet3-5hmC in DRG neurons.

Resonating with a repressive role of Bmal1 on Tet3 expression, we observed diurnal changes of Tet3 and 5hmC in DRG neurons, higher at ZT12–15 than ZT0–3 (Fig. 8b–d). The time-of-day effect persisted for Tet3 expression in conditioned DRG neurons at 1 dpi, higher when injury occurred at ZT12–15 (Fig. 8b, c). This also applied to 5hmC responsiveness to PL, with augmented 5hmC induction by PL at ZT12–15 than at ZT0–3 (Fig. 8d). We also examined transcriptional rhythmicity of the enzymes involved in DNA (de)methylation, and only *Tet3* and *Gadd45g* displayed diurnal changes (Fig. S13a, b), both containing promoter binding motifs for circadian clock TFs (Fig. S13c). Gadd45g is implicated in locus-specific DNA demethylation by serving as an adapter for BER factors^76^; its higher expression level at ZT0–3 thus aligns with lower 5hmC accumulation at this ZT phase.

We further examined rhythmicity of Tet3-5hmC expression in DRG neurons by performing IF at 4-hour intervals along the ZT cycle, which revealed zenith of Tet3 levels at ZT20 and 5hmC at ZT12, while nadir of Tet3 expression at ZT0 and 5hmC at ZT4 and ZT20 (Fig. S14a). Interestingly, Bmal1 protein levels as assessed by IF appeared higher at ZT12 than ZT0, opposite that of *Bmal1* transcriptional oscillation, echoing reported lag time between Bmal1 mRNA and protein levels^77,78^ (Fig. S14b). In this context, it is noteworthy that Bmal1 protein level does not equate to Bmal1 DNA binding or transcriptional activity as Bmal1 activity is additionally controlled by regulators of the feedback loops such as Per and Cry^47,77,79^. Indeed, highest Bmal1 activity has been reported when Bmal1 protein level is at its lowest^79^. Of note, in whole DRG lysates (from either male or female mice), WB did not reveal significant changes of Bmal1 protein levels between ZT0–3 and ZT12–15, although we detected a slight shift to higher molecular weight at ZT12–15 (Fig. S14c), likely reflecting post-translational modifications^79,80^. We also performed WB on DRG tissue lysates collected at ZT0–3 from *Bmal1*^*cKO*^ or control mice, which revealed only a slight but not statistically significant reduction of Bmal1 in mutant samples, likely due to neuronal-specific cKO that spared glial cells (Fig. S14d).

To understand whether the circadian rhythm in DRG may be connected to axon growth potential, we first leveraged a recent RNA-seq study on CCGs in DRG (Fig. S15a; Supplementary Data 12)^81^. We found that CCGs in DRG (*n* = 832) were enriched for WNT/β-catenin, Axon guidance, PTEN, CREB, Rac, Calcium signaling, as well as neuronal circuit homeostasis (Neuregulin, Synaptogenesis) and immune activity (IL-15 production, Phagosome formation, Neuroinflammation, Macropinocytosis) (Fig. S15b). We validated diurnal patterns of nuclear pCREB^S133^ and membrane associated β-catenin in DRG neurons by IF, both appeared higher at ZT12–15 than ZT0–3 (Fig. S15c, d). Moreover, we confirmed diurnal transcriptional rhythm of axon guidance molecules and repair-related genes (*Bmp2, Smad4, Sema5a, Fn1, Mki67*, and *Col4a1)* in uninjured DRGs (Fig. S15e).

### Time-of-day effect on axon regrowth potential in vitro and in vivo

Having revealed diurnal oscillation of Bmal1 and Tet3-5hmC in DRG neurons (Fig. 8e), we next examined a potential time-of-day effect on axon growth potential by comparing primary DRG neurons collected at ZT0–3 and ZT12–15 (Fig. 9a). While the initial phase of axon elongation at 12 h after plating did not show differences, by 22 h, DRG neurons collected at ZT12–15 extended longer neurites than those from ZT0–3 (Fig. 9b). This applied for DRG neurons from both female and male mice, indicating a sex-independent diurnal effect on axon growth (Fig. 9c). We further conducted neurite outgrowth assay on primary DRG neurons isolated every 6 h, wherein the ones isolated at ZT12 extended the longest neurites while those isolated at ZT0 extended the shortest neurites (Fig. S16a).

**Fig. 9:**
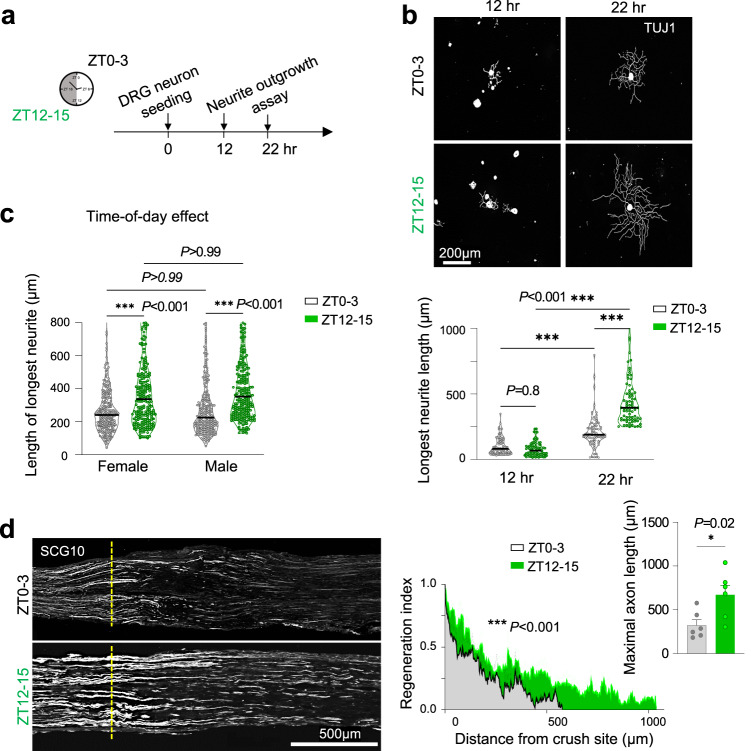
Time-of-day effect on axon regeneration after conditioning lesion. **a** Experimental scheme of neurite outgrowth assay with primary DRG neurons isolated at ZT0–3 or ZT12–15. **b** Representative IF images and quantification show DRG neurons from ZT12–15 extended longer neurites than those from ZT0–3 at 22 h but not 12 h in vitro. Violin plots of *n* = 77 neurons, pooled from 3 independent cultures isolated from 3 mice per group. Median shown by black line. Kruskal–Wallis with Dunn’s multiple comparison’s test. **c** Quantifications show time-of-day effect on neurite outgrowth from DRG neurons isolated from both male and female mice. *n* = 250 neurons from 3 mice per group. Median shown by black line. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **d** Representative IF images and quantifications show faster axonal regeneration (SCG10^+^) at 1 d after sciatic nerve crush injury at ZT12–15 compared to ZT0–3. For regeneration index, Two-way ANOVA. *n* = 6 mice per group. For maximal axon length, data represent mean ± SEM. Unpaired two-tailed Student’s *t*-test.

We next conducted in vivo nerve regeneration studies. In congruence with the neurite outgrowth results, axonal regrowth appeared more robust for PL occurring at ZT12–15 than at ZT0–3, with SCG10^+^ axon length reaching twice as long at 1 dpi (Fig. 9d). Altogether, axonal injury at the onset of the active phase of animals appears to be associated with more robust axon regrowth.

### *Bmal1* cKO mimics the conditioning lesion in augmenting axon growth potential at different ZT

Our above studies showing that PL triggers *Bmal1* downregulation and that *Bmal1* deletion leads to enhanced axon regeneration were conducted mostly at ZT0–3. This prompted us to ask if these results would be affected by different ZTs (Fig. 10a). We found that *Bmal1* downregulation at 1 dpi was more pronounced for PL at ZT12–15 than ZT0–3 (Fig. 10a, b). Consistently, conditioned DRGs with a prior PL at ZT12–15 extended longer axons than the ZT0–3 group (Fig. 10c), indicating a time-of-day influence on the conditioning lesion effect, more pronounced at the onset of active phase of animals.

**Fig. 10:**
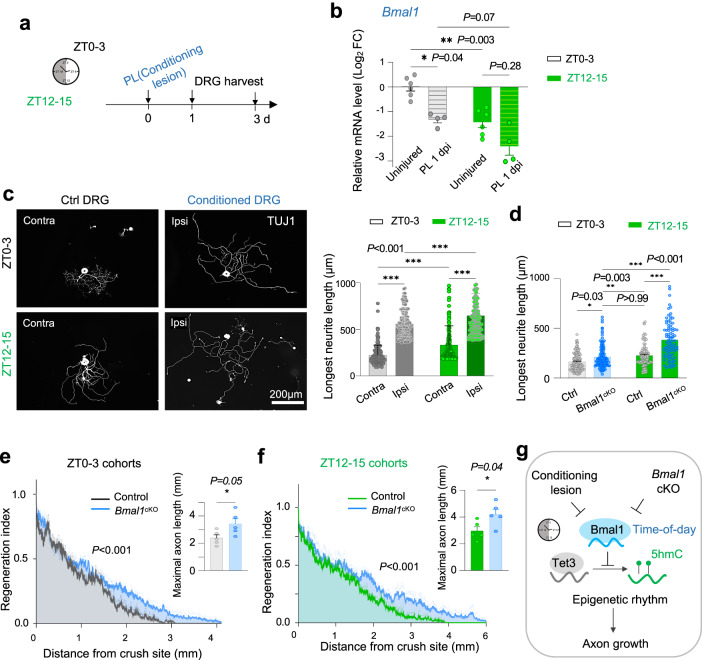
Time-of-day impact on conditioning lesion effect for axonal regrowth. **a** Experimental scheme to evaluate time-of-day effect on the conditioning effect from PL. Mice were subjected to sciatic nerve lesion (PL) at ZT12–15 or ZT0–3, and DRGs were dissociated at 1 dpi for neurite outgrowth assay. **b** qRT-PCR shows that *Bmal1* downregulation at 1 dpi was more pronounced when the sciatic nerve injury occurred at ZT12–15 than ZT0–3 (uninjured DRG data were also shown in Fig. 8a). Each sample pooled from 3 ipsilateral lumbar DRGs from *n* = 4 mice per group. Data represent mean ± SEM. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **c** Representative IF images and quantification of neurite outgrowth of DRG neurons 24 h after plating. A conditioning lesion was performed 1 day prior at either ZT12–15 or ZT0–3. Quantification of 149 neurons collected from *n* = 4 mice per group. Data represent mean ± SEM. Two-way ANOVA followed by Bonferroni’s multiple comparison test. **d** Quantification of time-of day effect on neurite outgrowth from *Bmal1*^*cKO*^ or control DRG neurons. *n* = 115–135 DRG neurons for ZT0–3 and *n* = ~90 for ZT12–15 per group (ZT0–3 for control mice were shown in Fig. 5h). Data represent mean ± SEM. Two-way ANOVA followed by Bonferroni’s multiple comparison test. Quantifications of in vivo axon regrowth show that *Bmal1* cKO resulted in enhanced axon regeneration (SCG10^+^) at 3 dpi for ZT0–3 (**e**) and ZT12–15 (**f**) injury groups. Two-way ANOVA. Bar graphs of maximal axon length are shown on right. Data represent mean ± SEM. Unpaired two-tailed Student’s *t* test. *n* = 5 mice per genotype. **g** Working model of how *Bmal1* ablation mimics the conditioning lesion in lifting the circadian block, leading to enhanced axon growth capacity, in part through augmented Tet3-5hmC reconfiguration.

Perhaps reflecting light entrainment or “masking”, a response to light overriding the absence of circadian clock^34,52,82^, DRG neurons from *Bmal1*^*cKO*^ mice (maintained in regular light-dark (LD) cycle) continued to show time-of-day effect on neurite outgrowth, with longer neurites at ZT12 than ZT0 (Fig. S16b). Likewise, neurite outgrowth advantage of *Bmal1*^*cKO*^ also appeared more pronounced for the ZT12–15 group than ZT0–3 (Fig. 10d).

Resonating with the above results, when we examined in vivo axon regrowth after sciatic nerve crush injury at different ZTs, the axon promoting effect from *Bmal1* ablation was evident for both ZT cohorts, but more pronounced for the ZT12–15 cohort, with maximal axon length reaching 4.2 ± 0.39 mm at 3 dpi for ZT12–15 vs. 3.4 ± 0.84 mm for ZT0–3 (Fig. 10e, f).

Since the conditioning lesion operates partly through CREB activation^83,84^ and p-CREB^S133^ expression displays diurnal changes in uninjured DRG neurons (see Fig. S15c), we next examined p-CREB^S133^ levels in axotomized DRG neurons, which showed higher levels at ZT12–15 than ZT0–3 for both 1 dpi and 3 dpi (Fig. S16c, d). Aligned with highly elevated p-CREB^S133^ in *Bmal1*^*cKO*^ DRGs (see Fig. 6f), treatment with db-cAMP, a cell permeable synthetic analog of cAMP which activates CREB, did not further enhance neurite outgrowth (Fig. S16e). Hence, while DRG neurons display diurnal changes of axon growth capacity, attenuating Bmal1 by either conditioning lesion or genetic ablation can further augment axon regeneration even for ZT12–15 (Figs. 10g, S16f).

Lastly, as another indicator of the time-of-day effect, we compared the DEGs profiled in conditioned DRG with PL performed at ZT0–3 or at undefined ZT time^14,85^ (Fig. S17a). This revealed 815 shared genes with similar directionality of expression (Pearson correlation coefficient of 0.89) and featuring Circadian Rhythm, Axonal guidance, cAMP-mediated pathway, CREB, HIF, and Xenobiotic metabolism, as well as immune signaling (Fig. S17b, c; Supplementary Data 13). But notably, there was a large fraction of non-overlapping DEGs: 73% of the DEGs from this study and 58% of the published study^14,85^.

## Discussion

Axon regeneration requires epigenetic reconfigurations to rewire the gene regulatory circuits. Here, we identified Bmal1 as a regulator of axon regeneration: *Bmal1* deletion led to enhanced axon regeneration, in part through augmenting Tet3-5hmC induction in response to axotomy. We also revealed diurnal oscillation of Tet3-5hmC in DRG and a time-of-day effect on axon growth potential.

Peripheral axotomy of DRG induces Tet3 expression to adjust epigenetic states in favor of axon regeneration^17^. Our unbiased survey of the PL-specific DhMRs revealed an enrichment of Bmal1 binding motif, thus implicating a link of Bmal1 with epigenetic regulation of axon regeneration. Interestingly, our data supported an antagonistic relationship between Bmal1 and Tet3 in gating axon regenerative responses: (i) rapid downregulation of Bmal1 after conditioning lesion of DRG, coinciding with Tet3-5hmC upregulation; (ii) augmented Tet3 upregulation and 5hmC gains with *Bmal1* ablation. Tet3 may be under the direct control of Bmal1-Clock or other molecular oscillators (*Tet3* promoter contains binding motifs for Clock and Bhlhe41). Tet3 recruitment to PL-DhMRs may also involve Bmal1 or other bHLH-PAS TFs. Alternatively, a recent study revealed that the Tet3 catalytic domain displays an intrinsic sequence preference for E-box motifs to establish DNA (de)methylation patterns;^86^ thus, by occupying the E-box motifs, Bmal1 may sterically restrict access of Tet3 to these sites. The potential dual mechanism of limiting Tet3 expression and controlling Tet3 access to E-box motifs may ensure swift and robust gene regulation by the Bmal1 circadian machinery in response to axotomy. While our data demonstrated a transcriptional as well as a functional link of Bmal1 and Tet3 (as the growth advantage of Bmal1-deficient DRG neurons requires Tet3), future analysis of a possible protein-protein interaction is needed.

By enhancing Tet3 expression and global 5hmC gains, *Bmal1* deletion likely exerts a wide-spread influence on the DNA methylome and thereby transcriptional output. This may also underlie how Bmal1 operates as a pioneer-like TF^38,39^ in the setting of axon regeneration. A pioneer-like function of Bmal1 for Tet3-5hmC epigenetic reconfigurations also fits with our findings that *Bmal1* deletion alone seems insufficient to trigger large-scale pro-growth gene programs, but it primes DRGs for regenerative responses. The signal that triggers RAGs induction upon axotomy awaits future study, but may involve axonal retrograde transport of injury signals back to soma^87^.

While global 5hmC gains were observed with *Bmal1* deletion, on the level of individual DhMRs and associated genes, either 5hmC gain or loss may occur, depending on the step along the DNA demethylation cascade^88,89^. Of note, although DNA methylation primarily occurs near TSS and generally leads to gene silencing^90^, 5hmC modifications typically occur at introns and intergenic regions rather than at promoters and CpG islands^17^, and may be associated with neuronal enhancer regions^91,92^. In congruence, CpG island DNA methylation analyses revealed only minor changes after PL vs. CL of DRG^15^.

How *Bmal1* is downregulated after PL requires further study. In this regard, it is notable that *Per1* is upregulated after PL; since *Per1* is an immediate early gene^93^, it may participate in further suppressing Bmal1 transcriptional activity after PL. The numerous feedback loops of the circadian clock preclude a clear demarcation of the hierarchy of Bmal1 and Tet3 regulation at this point. Indeed, both *Tet3* and *Bmal1* genes contain PL-DhMRs, suggesting auto-regulatory loops and sensitivity to DNA methylation changes.

Our transcriptional profiling revealed a large repertoire of Bmal1-regulated genes in conditioned DRG, with partial overlap with PL-DhMR associated genes. Hence, Bmal1 operates through Tet3-dependent and -independent mechanisms in response to axotomy. It is noteworthy that the Bmal1 regulon not only concerns axon growth/axon guidance, but also immune signaling, stress responses, lipid metabolism, and energy homeostasis, thereby pointing to additional pathways with potential impact on axon regeneration. Intriguingly, 46% of the Bmal1 regulon in injured DRG neurons encoded proteins located at plasma membrane or extracellular space, supporting non-autonomous interactions. Also of interest is whether Bmal1 activity in glial cells influences regeneration; in non-CNS, the beneficial effects of Bmal1 deletion for tissue repair have been attributed to immune or vascular changes^94–97^.

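Among the 505 genes of Supplementary Data 9 that were also called here, 236 (46.7%) carry the paper's location plasma membrane or extracellular space. Of the 154 with adjusted P below 0.05 by edgeR's quasi-likelihood test, 90 (58.4%) do. Over all 288 tested genes with these locations, 175 were higher and 113 lower in *Bmal1* cKO, whereas the 330 genes of other locations split into 165 and 165. Genes for extracellular proteins were higher in 79 of 118 cases, and those for nuclear proteins in 36 of 100. The cultures were semi-purified, and the counts do not show which cell type the transcripts came from.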

Circadian rhythm is governed not only by the central clock located in the suprachiasmatic nucleus, but also by interactions with peripheral clocks, which exist in every organ system including DRGs^81,98^. In our studies, we utilized the SLICK-H Thy1-CreER^T2^ line for *Bmal1* cKO, which may potentially ablate Bmal1 in the suprachiasmatic nucleus, affecting the central clock. However, earlier studies using constitutive deletion of *Bmal1* showed that behavioral rhythms and activity are maintained in knockout mice entrained by light:dark cycle^34,52,82^. As our mouse cohorts were kept in regular light:dark cycle, we expect that perturbation of the central clock is not a major factor for the observed phenotypes of axon regeneration in *Bmal1*^*cKO*^ animals. Bmal1 notably also has circadian-independent functions, e.g., in aging and tissue homeostasis^99^.

The circadian clock affects a wide range of systems, including metabolism, inflammation, and stress responses^100^. Our study uncovered Tet3-5hmC rhythmicity in connection with a time-of-day effect on axon regrowth potential. In echo, recent studies revealed changes of cytosine modifications in a circadian manner in mouse liver and lung, particularly at E-box elements of circadian transcripts in gene body region^101,102^. Tet3-5hmC diurnal changes in DRG neurons may be controlled not just by peripheral circadian clock, but also reflect light entrainment, sleep cycle, or neuronal activity. In the current study, the *Bma1*^*cKO*^ mice were maintained in regular light:dark cycle, thus the continued time-of-day differences of axon growth potential of DRG neurons from *Bmal1*^*cKO*^ mice might reflect “masking” or that the glial circadian clock remained intact in the cKO mice. To tease out whether the Tet3-5hmC epigenetic oscillation or axon growth potential is truly circadian or a result of light entrainment or neuronal activity requires further studies in animals kept in constant darkness. In addition, increasing neuronal activity by electrical stimulation or by exercise can improve regeneration^103^; since exercise affects circadian rhythms and alters the amplitude of the clock^104^, its regenerative effect may partly operate through circadian modulation. It is also worth future exploration if other epigenetic mechanisms such as histone modifications display diurnal rhythmicity. Since conditioned DRG neurons extended longer axons than *Bmal1*^*cKO*^ neurons, Bmal1 circadian rhythm is only one factor at play for axon regeneration.

From an evolutionary point-of-view, faster initiation of the regenerative response in active phase may reflect an anticipation by neurons for heightened regenerative need during the active phase. Alternatively, gene expression program at the active phase may simply coincide with a large set of genes controlling axon regeneration. Since most rodent experiments are conducted during daytime with lights on (resting phase of rodents), our study underscores the importance of experimental setups in a circadian-informed manner^105,106^.

In sum, our study identifies a role of the circadian oscillator Bmal1 in the regulation of neural repair and provides a proof of principle that suppression of circadian TF such as Bmal1 can foster a sustained regenerative injury response. As a growing arsenal of pharmacological agents targeting circadian pathways are available^107^, the understanding of the connection between Bmal1 and Tet3/5hmC epigenetics, as well as regenerative and stress responses, provides a starting point to explore strategies to enhance axon regeneration.

## Methods

### Mouse strains

Animal procedures were conducted according to the protocol (IPROTO202200000184) approved by the Institutional Animal Care and Use Committee (IACUC) at Mount Sinai. C57BL/6J (JAX stock #000664), Tg(Thy1-cre/ERT2,-EYFP)HGfng (also known as SLICK-H; stock #012708)^54^, B6.Cg-Tg(Nes-cre)1Kln/J (stock #003771)^108^, and *Bmal1*^*fl/fl*^ (stock #007668)^109^ mice were obtained from The Jackson Laboratory. All mice were bred onto C57BL/6J genetic background for at least three generations. Animals were housed under 12:12 h light:dark cycle with ad libitum access to food and water and were habituated to the facility for at least 2 weeks prior to conducting experiments. Tamoxifen (Sigma) dissolved in corn oil (Sigma) was administered at a dose of 100 mg/kg by intraperitoneal injection once a day for 5 consecutive days. Experiments were conducted 2 weeks after tamoxifen injections and within the first 3 h of light-on in animal facility (ZT0–3) unless otherwise specified.

Genotyping was performed by PCR using DNA prepared from tail tips or DRGs with the following primers:

For *Bmal1* floxed allele: L1: ACTGGAAGTAACTTTATCAAACTG, L2: CTGACCAACTTGCTAACAATTA, R4: CTCCTAACTTGGTTTTTGTCTGT; floxed allele band size is 431 bp, excised allele 570 bp, and wild-type allele 327 bp.

For Thy1-Cre^ERT2/EYFP^ (SLICK-H): Thy1F1: TCTGAGTGGCAAAGGACCTTAGG, EYFPR1: CGCTGAACTTGTGGCCGTTTACG, Int-F: CAAATGTTGCTTGTCTGGTG, Int-R: GTCAGTCGAGTGCACAGTTT; Transgene band is ~200 bp and internal positive control 324 bp.

For Nestin-Cre: Nestin-F: CCGCTTCCGCTGGGTCACTGT, Nestin-R: TGAGCAGCTGGTTCTGCTCCT, Cre-R: ACCGGCAAACGGACAGAAGCA; transgene band is 229 bp and wild-type band 379 bp.

### Sciatic nerve lesion injury

Sciatic nerve crush injury was performed on anesthetized mice with isoflurane under aseptic conditions. After shaving the leg fur and sterile prepping, a skin incision was made on right mid-thigh region, and the fascia between the gluteus superficialis and biceps femoris muscles was gently opened to expose the sciatic nerve, which was then carefully freed from surrounding connective tissue. Crush injury was performed approximately 5 mm distal to the bifurcation point of the sural nerve, applying pressure with ultra-fine hemostats (FST, #13020-12) for 15 seconds. Wound area was closed with two reflex 9 mm clips (Braintree Scientific, EZC-2PK). Sciatic nerve transection injury was performed with 3 mm Vannas spring scissors (FST, #15000-00).

### DRG isolation procedure

Dissections were performed under a Nikon SMZ645 stereo microscope. Mice were euthanized by carbon dioxide inhalation followed by cervical dislocation. Mice were laid on the dorsal side and immobilized on a dissection pad. Skin covering the ventral thorax and abdomen was removed together with internal organs to fully expose the ventral spinal column using surgical scissors (Fine Science Tools, #14054-13), supported by tissue forceps (Fine Science Tools, #11021-12). Muscles covering ventral side of the spinal column were removed using Spring Scissors (Fine Science Tools, #15751-11) to expose the lumbosacral peripheral nerves. To expose the lumbosacral DRGs, the ventral vertebrae were removed using the aforementioned Spring scissors, aided by Octagon forceps (Fine Science Tools, #11042-08) with care taken not to sever nerves. DRGs were gently picked starting with the lower lumbar level (L6) using a Dumont #3 forceps (World Precision Instruments, #50037) and isolated by cutting connecting nerves with Vannas Spring scissors (Fine Science Tools, #15000-00).

### Lentiviral production and DRG transduction experiments

HEK293T producer cells were subjected to multiple passaging steps and then seeded at density of 1 × 10^6^ in a T75 flask containing 15 ml of complete media, DMEM (Invitrogen, #10569044), 1× NEAA (Invitrogen, #11140-050), and 10% FBS. Two days later, 3.8 × 10^6^ cells were seeded in PLO coated 10 cm plate. Next day, cells were washed with DPBS and incubated with 10 ml OPTI-MEM (Invitrogen, #31985070). Transfection mix containing 1.3 pmol psPAX2 (Addgene #12260), 0.72 pmol pMD.2G (Addgene #12259), and 1.64 pmol pEGIP or Bmal1-OE plasmids and PEI (1:3 µg DNA to PEI ratio) was added to cells for 6 h. Cells were washed twice with DPBS and incubated in complete media. Media containing the virus was collected at 48 h, 72 h, and 96 h post-transfection. To concentrate virus, media was spun at 500 g for 5 min, filtered through 0.45 micron PES filter (Thermofisher, #725-2545), and spun at 24,000 rpm for 2 h using SW41 Beckman rotor. Media was aspirated carefully and pellet containing virus was suspended in 100 μl serum free DMEM per 10 ml initial volume. Virus was stored at 4 °C and used within 1 week of preparation.

For viral transduction of adult DRG neurons, neurons freshly isolated from thoracic and lumbar DRGs of one mouse were suspended in 1 ml of 2x complete DRG media without antibiotic/antimycotic. 30 μl virus was mixed with 970 μl Neurobasal-A media and added to the 1 ml neuronal suspension. The resulting 2 ml neuron-virus mix was added to a 6-well plate precoated with PLO/laminin, spun down at 900 rpm for 90 min at room-temperature, and incubated at 37 °C overnight. Next day, media was changed to 1x complete DRG media with antibiotic and antimycotic. For neurite outgrowth analysis, transduced DRG neurons were washed once with DPBS, trypsinized for 3 min at 37 °C, and resuspended in DRG media by gentle pipetting. Neurons were split from one 6-well plate to six wells of a 24-well plate with PLO/laminin precoated coverslips for analysis.

### DRG neuron culture

For culture of primary DRG neurons, isolated DRGs were placed in DMEM/F12 solution on ice, washed 3x with ice-cold HBSS-HEPES buffer, and incubated in 3% collagenase (Worthington, #LS004196) for 90 min at 37 °C. Subsequently, collagenase was removed and DRGs were washed three times with HBSS-HEPES at room-temperature and incubated with 0.25% trypsin-EDTA containing 50 mg/ml DNase I (Worthington, #LS002138) for 30 min at 37 °C. Trypsin was removed and DRGs were triturated in 0.5 ml medium containing DMEM high-glucose Glutamax (Gibco, #10569-044), 10% fetal bovine serum, 1× nonessential amino acids, and 50 mg/ml DNase I by pipetting fifteen times through an unpolished and fifteen times through a fire-polished pasture pipette. Triturated DRGs were suspended in 8 ml of Neurobasal-A media and cleared from myelin debris using 2 ml of 5% BSA in HBSS-HEPES as cushion. Finally, neuronal pellet was resuspended in DRG medium containing 2% B27 (Gibco, #12587-010), 0.5 mg/ml glucose, 0.5 mM L-glutamine, 0.4% antibiotic-antimycotic agent (Gibco, #15240062) in Neurocult NB-A media (Stemcell technologies, #5750). For seeding of DRG neurons, glass coverslips (Fisher Scientific, #50-143-822) were preprepared by inserting coverslips in a 24-well plate and coating them with 30% poly-L-ornithine (Sigma, P4957) at 37 °C for 1 h. Coverslips were washed two times with PBS (with calcium and magnesium), and coated with 10 mg/ml laminin (Gibco, #23017-015) in DMEM/F12 (Gibco, #11330-057) for 1 hr at 37 °C. Before seeding of neurons, slides were washed once with Neurocult NB-A media. For neurite outgrowth assay, ~1200 DRG neurons were seeded per cm^2^ and analyzed at the indicated times. Pan-Tet inhibitor C35 (Aobious, AOB11121) was used at a concentration of 8.3 μM in DMSO. N-acetylcysteine amide (NACA, Selleckchem S5804) and db-cAMP were freshly prepared and used at 400 μM and 1 mM, respectively. Circadian drugs, KL001 (Cayman, #13878) or PF-670462 (Cayman, #14588) were used at 5 and 1 μM, respectively. Both drugs were prepared in DMSO and stored at −80 °C at stock concentrations of at least 50 mM. siRNA-mediated knockdown studies were performed as previously described with slight modification^110^. Briefly, for each condition, ~4000 DRG neurons were resuspended in 1.5 ml of titration media (without DNase I) and gently mixed with 0.5 mL of transfection complex containing 2 μl of DharmaFECT 2.0 (Dharmacon, #T-2002-02) and 2 μl of siRNA at 20 μM stock concentration in Neurocult NB-A media. Cells were seeded on PLO/laminin coated plates and analyzed as indicated. ON-TARGETplus SMART pool siRNA oligos were ordered from Dharmacon (siTet3, L-054156-0005 and non-targeting pool, D-001810-10-05).

### DRG explant culture

DRGs were isolated from adult mice and placed individually in DMEM/F12 solution on ice, washed twice with ice-cold HBSS-HEPES buffer, and incubated in 9% collagenase (Worthington, #LS004196) for 30 min at 37 °C. Subsequently, collagenase was removed and DRGs were washed twice with HBSS-HEPES. DRGs were picked and placed individually on laminin-coated coverslips in 0.5 ml medium containing DMEM high-glucose with Glutamax (Gibco, #10569-044), 10% fetal bovine serum, and 1× non-essential amino acids. A centrifugation step at 500 × *g* for 5 min was used to promote adherence. Explants were cultured at 37 °C for 4 days followed by fixation with 4% paraformaldehyde containing 4% sucrose for 20 min for immunofluorescence analysis.

### Neuro-2a culture

Neuro-2a cells (ATCC CCL-131) were maintained in complete medium containing DMEM (Gibco, #11885084), 10% FBS, and 0.4% antibiotic/antimycotic (Gibco, #15240062).

For knockdown studies, a reverse transfection approach was used. A mix of 500 ml/well of OPTI-MEM (Gibco, 31985062), 5 ml DharmaFECT 1.0 (Dharmacon, #T-2001-02), and 25 nM siRNA was prepared and applied to a 6-well plate. Cells were dissociated by trypsinization and prepared as suspension of 350,000 cells/ml in complete medium without antibiotic/antimycotic. Cells were then added to the well and incubated at 37 °C before analysis by qRT-PCR. For Bmal1 overexpression, 350,000 cells were transfected with Bmal1 OE lentivirus (VectorBuilder #VB221206-1193ges, encoding Bmal1 NM_001411976.1 transcript) or pEGIP control lentivirus (Addgene #26777) as previously described^111^. For neurite outgrowth analysis, cells were replated on laminin/PLO coated coverslips in differentiation media containing serum-free DMEM supplemented with 0.5 mM dibutyryl cyclic-AMP (Sigma, D0260). ON-TARGETplus SMART pool siRNA oligos were ordered from Dharmacon (siBmal1, L-040483-01-0005, and non-targeting pool, D-001810-10-05).

### Generation of induced neurons and replating assay

H9 human embryonic stem (hES) cells were obtained from the stem cell core at Mount Sinai, maintained and passaged in mTeSR1 media (Stem Cell Technologies, #85850) using aggregate passaging with ReLeSR (Stem Cell Technologies). 0.4% of antibiotic-antimycotic agent was added to all media used in these studies (Gibco, 15240062). The study was approved by the Embryonic Stem Cell Research Oversight Committee (ESCRO) at Icahn School of Medicine at Mount Sinai.

Induction of neuroprogenitor cells (NPCs) was started on day 4-5 after passaging by dual-Smad inhibition^112^, using STEMDiff SMADi neural induction kit (Stem Cell Technologies, #08581). Stem cell colonies were dissociated with Gentle Cell Dissociation Reagent (Stem Cell Technologies, #07174) and resuspended to a final concentration of 3 × 10^6^ cells/ml in STEMDiff SMADi media supplemented with 2.5 mM thiazovivin (Calbiochem, #420220). One ml of cell suspension was applied to one well of a preprepared AggreWell 800 plate (Stem Cell Technologies, 34850), and cultured with daily partial (3/4) media changes using STEMDiff SMADi complete media (without thiazovivin) for 4 days. On day 5, EBs were replated on matrigel (Corning, #356238) coated 6-well plate and full media change was performed daily. On day 12, neural rosette selection was performed using STEMdiff Neural Rosette Selection Reagent (Stem Cell Technologies, #05832) and replated in matrigel-coated 6-well plate containing 2 ml of STEMDiff SMADi complete media with daily full media changes until 80% confluence. NPCs were then expanded by passaging with accutase on matrigel-coated 6-well plate at a density of 1.2 × 10^6^ in 2 ml in STEMdiff Neural Progenitor Medium (Stem Cell Technologies, #05833). NPCs were characterized by immunostaining with anti-Nestin (R&D, IC1259G, 1:200) and anti-Pax6 (Biolegend, 901303, 1:100), and frozen at a density of 4.0 × 10^6^ cells per ml in STEMdiff Neural Progenitor Medium including 10% DMSO.

Induction of NPCs into mixed cortical culture was performed as previously described^113^. Briefly, NPCs were seeded in a 6-well plate at a density of 360,000 cell/well in BrainPhys media (StemCell Technologies, #05790) supplemented with 1x N2 (Gibco, #17502048), 1× B27 (Invitrogen, 12587-010), 20 ng/ml brain-derived neurotrophic factor (BDNF, Peprotech, #450-02), 20 ng/ml glia-derived neurotrophic factor (GDNF, Peprotech, #450-10), 250 µg/ml dibutyryl cyclic AMP sodium salt (db-cAMP, Stem Cell Technologies, #73884) and 200 µM L-ascorbic acid (Stem cell technologies, #72132). Media changes were performed every other day until indicated. A replating assay was performed as previously described^114^. Briefly, cells were washed twice with PBS and incubated in 0.025% trypsin for 5 min at 37 °C. While cells were still attached, trypsin was gentle removed and differentiation media was added. Cells were subsequently dissociated by pipetting, counted, and seeded in 4-well chamber slides at a density of 55,000 cells/well in differentiation media containing circadian drugs, KL001 (Cayman, #13878) or PF-670462 (Cayman, #14588) at indicated concentrations.

### Immunofluorescence imaging

For immunofluorescence cytochemistry, cultured DRG neurons or induced neurons derived from hES cells were washed once with PBS and fixed in 4% paraformaldehyde containing 4% sucrose in PBS for 15 min at room temperature. NPC fixation was performed in 4% formalin in PBS for 10 min at room temperature. After three 5 min washes with PBS, cells were incubated in blocking buffering (5% donkey serum, 0.3% Triton X-100 in PBS) for 45 min. Primary antibody incubation was performed overnight at 4 °C in antibody dilution buffer (1% BSA, 0.3% Triton X-100 in PBS), followed by 3×5 min washes with PBS. Secondary antibody incubation was performed together with DAPI (Invitrogen, D1306) at room temperature for 1 h, followed by 3x 5 min washes with PBS. Glass coverslips were mounted with Fluoromount-G (SouthernBiotech).

For immunofluorescence histochemistry, dissected DRGs or sciatic nerves were fixed in 4% paraformaldehyde at 4 °C, cryopreserved in 30% sucrose for 24 h at 4 °C, and embedded in Tissue-plus OCT compound (Fisher Healthcare, 4585). 12 µm thick sections were prepared on a cryostat. For immunofluorescence for the 5hmC mark, DRG sections were permeabilized with 0.5% Triton-X for 30 min, washed twice with PBS for 5 min, and incubated with 100 µg/ml RNase A (Thermo Scientific, EN0531) in PBS at 37 °C. After two 5 min washes in PBS, DRG sections were denatured in 2 N HCl for 30 min and then neutralized with 100 mM Tris pH8.5 for 30 min. Sections were then washed three times for 5 min with PBS, blocked for 1 h, and immunostained as described above.

For wholemount immunofluorescence of paw pads, hind paw skin (ipsilateral to injury) was dissected, cleaned from fat and connective tissue, washed three times for 5 min with PBS, and post-fixed in 4% PFA at 4 °C. Tissue was rinsed thrice for 5 min in PBS and washed ten times for 30 min each with PBS containing 0.3% Triton X-100 (0.3% PBST). Primary antibody incubation was performed in blocking buffer (0.3% PBST containing 5% goat serum and 20% DMSO) at room-temperature for 5 days with gentle shaking. Tissue was washed ten times for 30 min each with 0.3% PBST and incubated with secondary antibodies in blocking buffer at room-temperature for 3 days with gentle shaking. After washing ten times for 30 min with 0.3% PBST, tissue was dehydrated in 50% methanol for 5 min, 100% methanol for 20 min, and finally cleared in benzyl alcohol: benzyl benzoate mix (1:2 ratio) overnight at room temperature. Tissue was imaged in clearance solution with a Zeiss LSM 780 confocal microscope.

Immunofluorescence images were captured with a Zeiss Axio Imager.A2 microscope with AxioCam MRm camera. For β-catenin imaging and whole mount nerve reinnervation imaging, maximal intensity projections of z-stacks that were captured with a Zeiss LSM 710 confocal microscope were used. Brightfield imaging was performed using an Olympus CKX53 microscope.

Primary antibodies used were as follows: anti- Bmal1 (Novus, NB100-2288, 1:250), TET3 (Active Motif, #61744, 1:300), 5hmC (Active Motif, #39769, 1:500), Tet3 (Active motif, #61743, 1:300), pCreb^S133^(Cell Signaling, #9198, 1:300), β-catenin (BD Biosciences, #610153, 1:200), TUJ1/β3 tubulin (Biolegend, #801202, 1:1000; Cell Signaling, #5568, 1:300), SCG10 (Novus, NBP1-49461, 1:1000), CD206 (R&D systems, AF2535, 1:200), CD68 (Bio-Rad, MCA1957GA, 1:200), IBA1 (Wako, #019-19741, 1:2000), ATF3 (Santa Cruz, sc-188, 1:300), PGP9.5 (Neuromics, RA12103), NFH (EMD Millipore, AB5539, 1:1000), and GFP (AVES, AB5541, 1:1000), NPY (Santa Cruz, sc-133080, 1:100), GAP43 (Millipore, AB5220, 1:300), mCherry (Invitrogen, M11240, 1:500). Antibody validation information including citations are available on the manufacturer’s website. Secondary cross-adsorbed and Alexa-coupled donkey anti-IgG antibodies (Jackson Immunoresearch) were used at a dilution of 1:300.

### RNA isolation and qRT-PCR analysis

DRGs were isolated and immediately placed in RNAlater stabilizing solution (Thermo Scientific, AM7024). Total RNA isolation was performed using the RNeasy plus micro kit (Qiagen, 74034). Briefly, DRGs were completely lysed in 80 µl of RLT buffer supplemented with β-mercaptoethanol using RNase-free pestles (Fisher, #12-141-368). Subsequently, additional RLT buffer was added to a final volume of 350 µl and samples were vigorously pipetted before proceeding with RNA isolation. RNA isolation from H9 hES cells, NPCs, and neurons was performed using standard TRIzol extraction (Invitrogen, #15596026). Reverse transcription was performed using Superscript III reverse transcriptase (Invitrogen, #18080051). Real-time qRT-PCR was performed using ABI Prism 7900HT Sequence Detection instrument and SYBR green master mix (QuantaBio, #95073-012). Gene specific primers (Supplementary Data 14) were purchased from Integrated DNA Technologies. Melting curves were performed for each run to ensure specificity of the product and the housekeeping genes *Hprt* and *GAPDH* were used for normalization of mouse and human samples, respectively. Relative gene expression was analyzed according to the ΔΔCt method. For conditioned DRG analysis, ipsilateral L4–L6 DRGs were pooled from 2 mice for each sample.

### Co-immunoprecipitation assay and Western blot analysis

Co-immunoprecipitation was performed based on protocols from the Longworth laboratory^115^. Neuro-2a cells were cultured in low glucose DMEM (Gibco, 11885084) containing 10% FBS. On the first day, Neuro-2a cells were seeded at a density of 8.5 × 10^6^ cells in a T75 flask for each immunoprecipitation sample. On day3, cells were washed once with PBS and serum-starved for 24 hrs. For each sample, lysis was performed in 1 ml of ice-cold high salt lysis buffer containing 300 mM NaCl, 50 mM Tris pH 7.5, 1 mM EDTA, 0.1% Triton, 10% glycerol, 1 mM DTT, 1× complete mini protease inhibitors (Sigma, 11836170001) for 1 h at 4 °C. Lysate was cleared by centrifugation at 13,000 g for 15 min at 4 °C. 50 ml of protein G Dynabeads (Thermo scientific, 10003D) were used for each immunoprecipitation sample. Beads were washed two times with blocking buffer (0.5% BSA, 0.2% sodium azide in PBS) and blocked for 30 min at room-temperature under shaking. Anti-Tet3 antibody (Active motif, #61743, 1:100) or IgG control (Millipore, NI04-100UG) was conjugated to the beads in blocking buffer for 4 h at room-temperature. Beads were washed twice with blocking buffer and lysate was applied and incubated overnight at 4 °C. Next day, beads were washed four times 5 min each with ice-cold 1× PBS at 4 °C, then suspended in 60 ml of 2× NuPAGE LDS buffer (Invitrogen, NP0007) with β-mercaptoethanol. For DRG analysis, extraction was performed in RIPA buffer containing 1× complete mini protease inhibitors (Sigma, 11836170001) and 1× PhosSTOP phosphatase inhibitor (Sigma, 4906845001) by homogenization on ice with pestles and rotating at 4 °C for 30 min. Subsequently, lysate was centrifuged at 13,000 × *g* for 10 min at 4 °C, boiled in 1× NuPAGE LDS sample buffer, and used for analysis. Western blot detection was performed using anti-Tet3 (Active motif, #61743, 1:1,000), anti-Bmal1 (Novus, NB100-2288, 1:1000), or anti-β-actin (Sigma, A1978, 1:10,000) antibodies as previously described^116^ and membranes were scanned with LI-COR Odyssey Classic system.

### Image analysis

Image analysis was performed with the Fiji package of ImageJ^117^. Prior to importing the Tiff image into ImageJ, the global scale was set according to the magnification used. For measurement of neurite length, a simple neurite tracer (SNT) tool was used to determine the length of longest neurite for each DRG neuron^118^. Explant cultures were analyzed with Neurite J 1.1 plugin as previously described^119^. For analysis of axon regrowth in injured nerve, micrographs of nerves were stitched together using Microsoft Paint. Images were then imported into ImageJ and a rectangle was drawn to outline the length of the nerve. The SCG10 immunointensity profile along the length of the nerve was determined using the Plot Profile tool. Finally, the intensity profile plot values were normalized to the highest intensity value, representing the beginning of the crush site.

Micrographs of footpads were analyzed with maximum intensity projections of z-stack images. PGP9.5 or NFH positive areas were measured by thresholding and using the Analyze Particle (with limit to threshold) summary tool. Total footpad area was measured by manual tracing and using the ‘Measurement’ tool.

5hmC, Tet3, pCREB^S133^, and ATF3 immunofluorescence intensities in DRG neurons were analyzed by thresholding and using the Analyze Particle tool by setting the minimal particle size limit to 50 µm and the circularity value to 0.8-1 to exclude staining of the smaller satellite cells. Quantification of the expression of macrophage markers was performed on two randomly selected 100 mm^2^ areas of DRG images, using the Analyze Particle tool. For all analyses, thresholding values were kept constant between groups. Analysis of β-catenin localization was performed by measuring the average IF intensity of randomly selected areas of membrane or cytoplasm and calculating the ratio of membrane to cytoplasm localization.

### RNA-seq analysis

RNA samples of DRG tissue and dissociated neurons were collected with the QIAGEN RNeasy plus mini kit and sent to Psomagen, Inc for next-generation sequencing on the Illumina NovaSeq platform. The NGS-Data-Charmer pipeline was used for preprocessing, QC, and alignment of the FASTQ files (https://github.com/shenlab-sinai/NGS-Data-Charmer). In brief, adapter trimming was achieved by using the Trim-Galore tool^120^ (v0.6.5), followed by alignment of trimmed reads to the mouse mm10 genome assembly using Bowtie2^121^ (v2.4.1), and duplicated read pairs were further removed using the ‘rmdup’ module of SAMtools^122^ (v1.10). featureCounts was used to obtain a gene expression matrix, using the parameters “--fraction -t gene” on the GENCODE annotation (vM25). Genes were filtered to remove lowly expressed genes, defined as fewer than 5 samples showing a minimum read count of 2 reads, prior to performing differential analysis with DESeq2.

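The filter left 24232 genes. Without it, 34642 genes could be tested and 1029 passed the cutoff of 0.25 and unadjusted P below 0.01 by edgeR's quasi-likelihood test. Requiring 10 counts in every sample left 19248 genes, of which 747 passed. DESeq2, on the genes of the paper's filter, called 706 at the same cutoff, and 601 of these were also called by edgeR. It gave 534 genes with adjusted P below 0.05, against 190 with edgeR's quasi-likelihood test, and 186 were shared. On simulated counts with 200 changed genes, 14.2% of DESeq2's calls at that level were unchanged genes. Those counts were drawn with edgeR's own dispersion estimates, so this share may differ in the real counts.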

### Bioinformatics

Unbiased transcription factor (TF) binding motif enrichment analysis of DhMRs from DRGs after sciatic nerve lesion (previously reported in our study^17^) was performed with the Homer package^123^, using the Perl script findMotifsGenome.pl. Background sequences were chosen at random from the mouse mm9 genome. Targeted enrichment analysis of motifs was performed with the Perl script annotatePeaks.pl. Chromatin accessibility of DhMRs and associated genes after nerve injury (using ATAC-seq data from study^14^) was determined by deepTools software^124^. Regeneration associated genes (RAGs) identified by bulk RNA-seq from whole DRGs were obtained from data of previously published RNA-seq studies using a cutoff criterion of FDR < 0.2^14,85^. Genes that are associated with DhMRs were determined using the Genomic Regions Enrichment of Annotations Tool (GREAT)^35^, using the mouse mm9 genome build and whole genome background and default settings for analysis, yielding approximately two associated genes per DhMR. Pathway enrichment analysis of gene sets was performed with the Enrichr platform^125^, the Gene Ontology platform^126^, and Ingenuity Pathway Analysis (Qiagen)^127^. *Tet3* promoter analysis was performed using the Eukaryotic Promoter Database platform^128^.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 9. For comparison between two groups, unpaired two-tailed *t*-test was performed on samples with normal distribution, while Mann-Whitney test was applied to samples that did not display normal distribution. Kruskal-Wallis test with Dunn’s multiple comparisons test was used for multigroup comparison. For repeated measures, Two-way ANOVA with Bonferroni’s multiple comparison test was performed. Bar graphs in all figures represent mean ± SEM. Differences were considered as significant with *P* values *P < 0.05, **P < 0.01, ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review file

Supplementary Information

Description of Additional Supplementary Files Document

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided with this paper. The RNA-seq data has been deposited at the NCBI GEO database under accession number GSE233367. The DRG 5hmC sequencing dataset^17^ is available under accession code GSE85972. Published RNA-seq and ATAC-seq datasets^14^ are available under accession codes GSE97090 and GSE132382. Source data are provided with this paper.

# Supplementary material for: Circadian clock regulator Bmal1 gates axon regeneration via Tet3 epigenetics in mouse sensory neurons
**Source:** Nat Commun. 2023 Aug 24;14:5165. doi: 10.1038/s41467-023-40816-7

## **SUPPLEMENTARY FIGURES**

Halawani et al.

**Circadian clock regulator Bmal1 gates axon regeneration via Tet3 epigenetics in mouse sensory neurons**

**Supplementary Figures S1-S17.**

On following pages (including uncropped Western blots of supplementary figures).

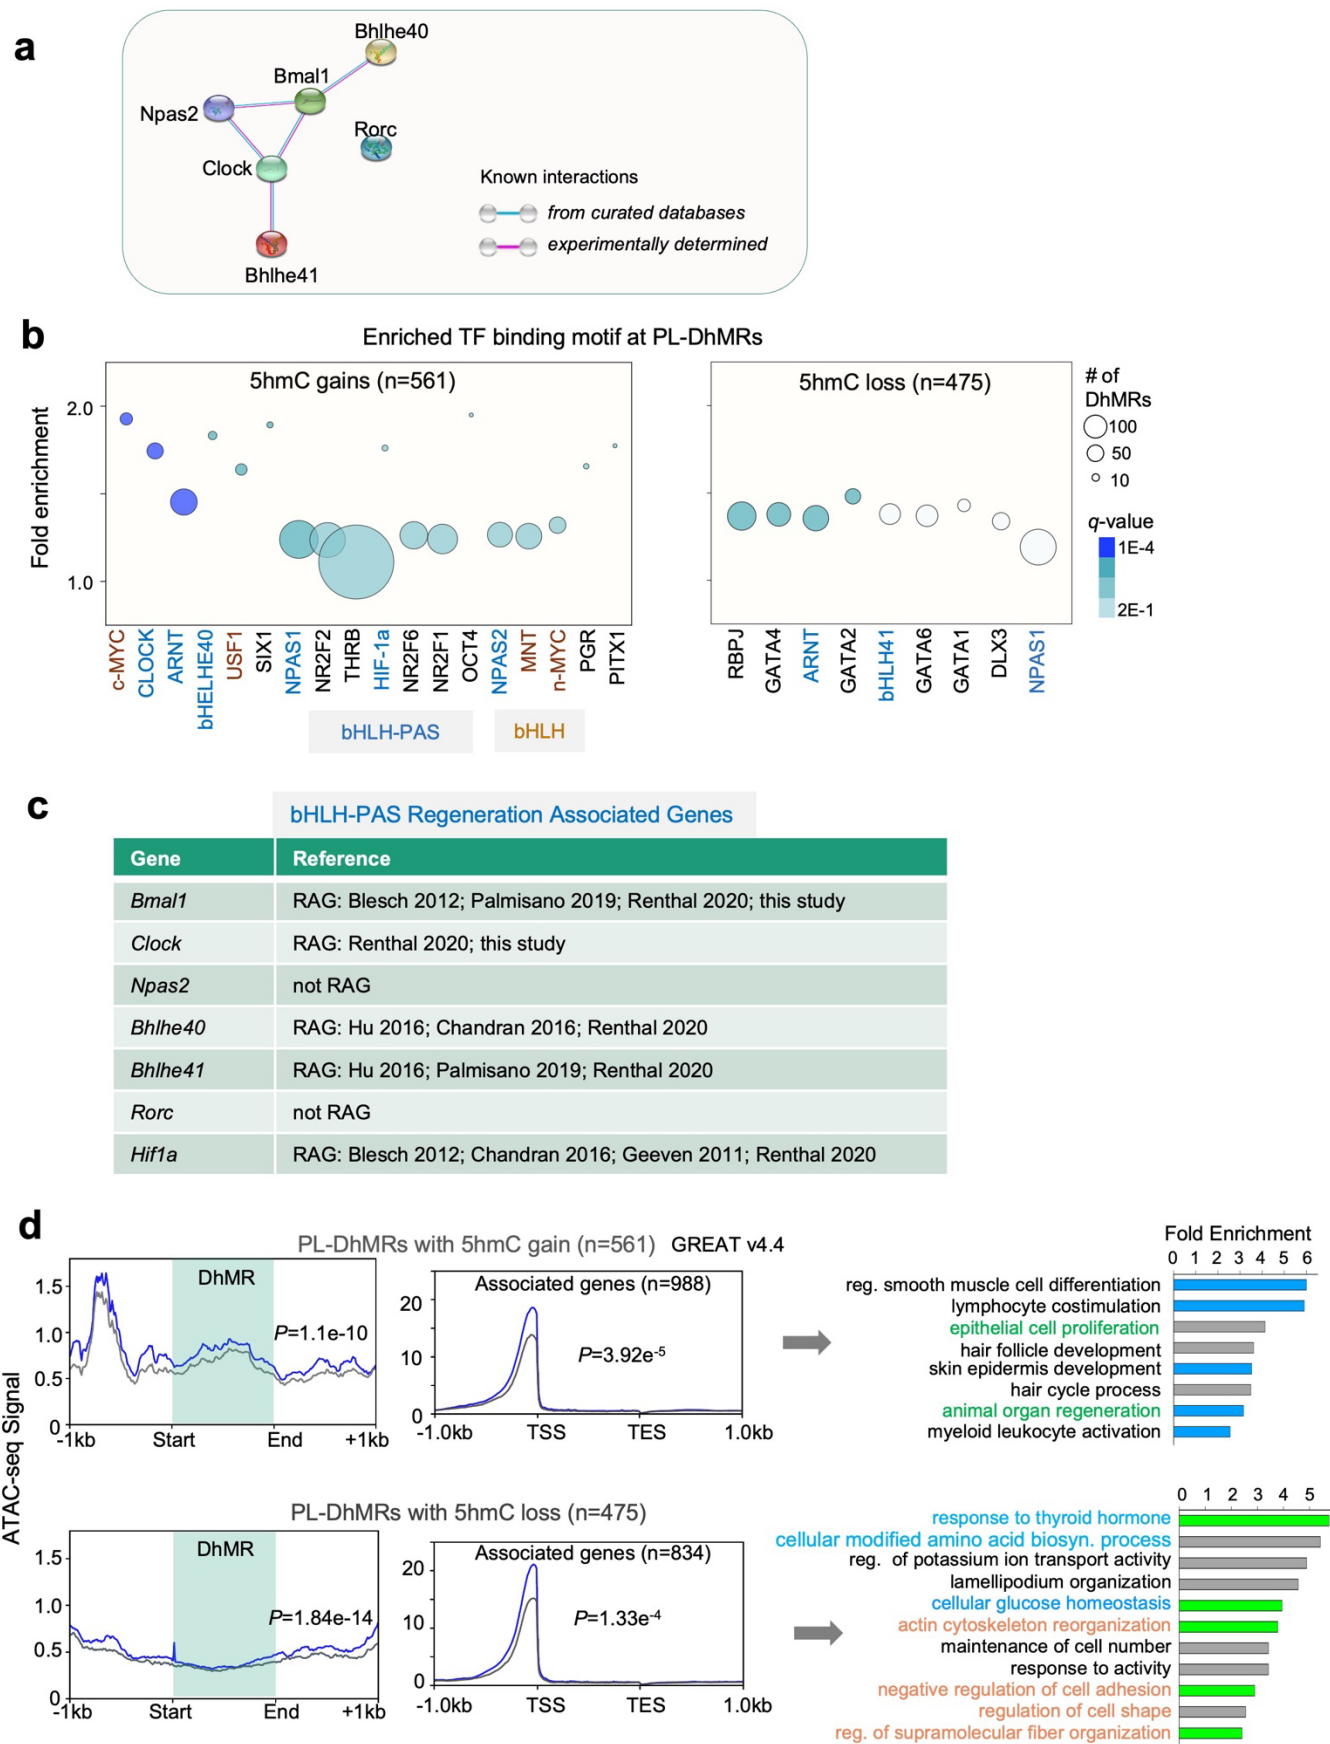

**Figure S1. Enrichment of bHLH-PAS TFs in DhMRs displaying enhanced chromatin accessibility after peripheral lesion of DRG.**

- a.** STRING protein association network analysis of circadian transcription factors whose binding motifs were found to be enriched in PL-DhMRs. Analysis was performed using default settings of medium confidence (0.4).
- b.** Bubble plots show enriched TF binding motifs in PL-specific DhMRs with 5hmC gain (n=561) or loss (n=475) analyzed separately. Members of the bHLH-PAS family are labeled in blue and members of the bHLH family in brown. Circle size denotes DhMR numbers and color scale significance of enrichment.
- c.** Tabular summary showing that most members of the bHLH-PAS transcription factors with enriched binding motifs in PL-DhMRs have been previously identified as regeneration associated genes (RAGs).
- d.** Left, analysis of ATAC-seq signals from DRGs after sham or PL at 1 dpi (Palmisano et al., 2019) shows increased chromatin accessibility at PL-specific DhMRs, more so for those with 5hmC gain. TSS, transcription start site; TES, transcription end site. Welch's two-sample t-test. Right, enriched GO terms of biological processes for the associated genes.

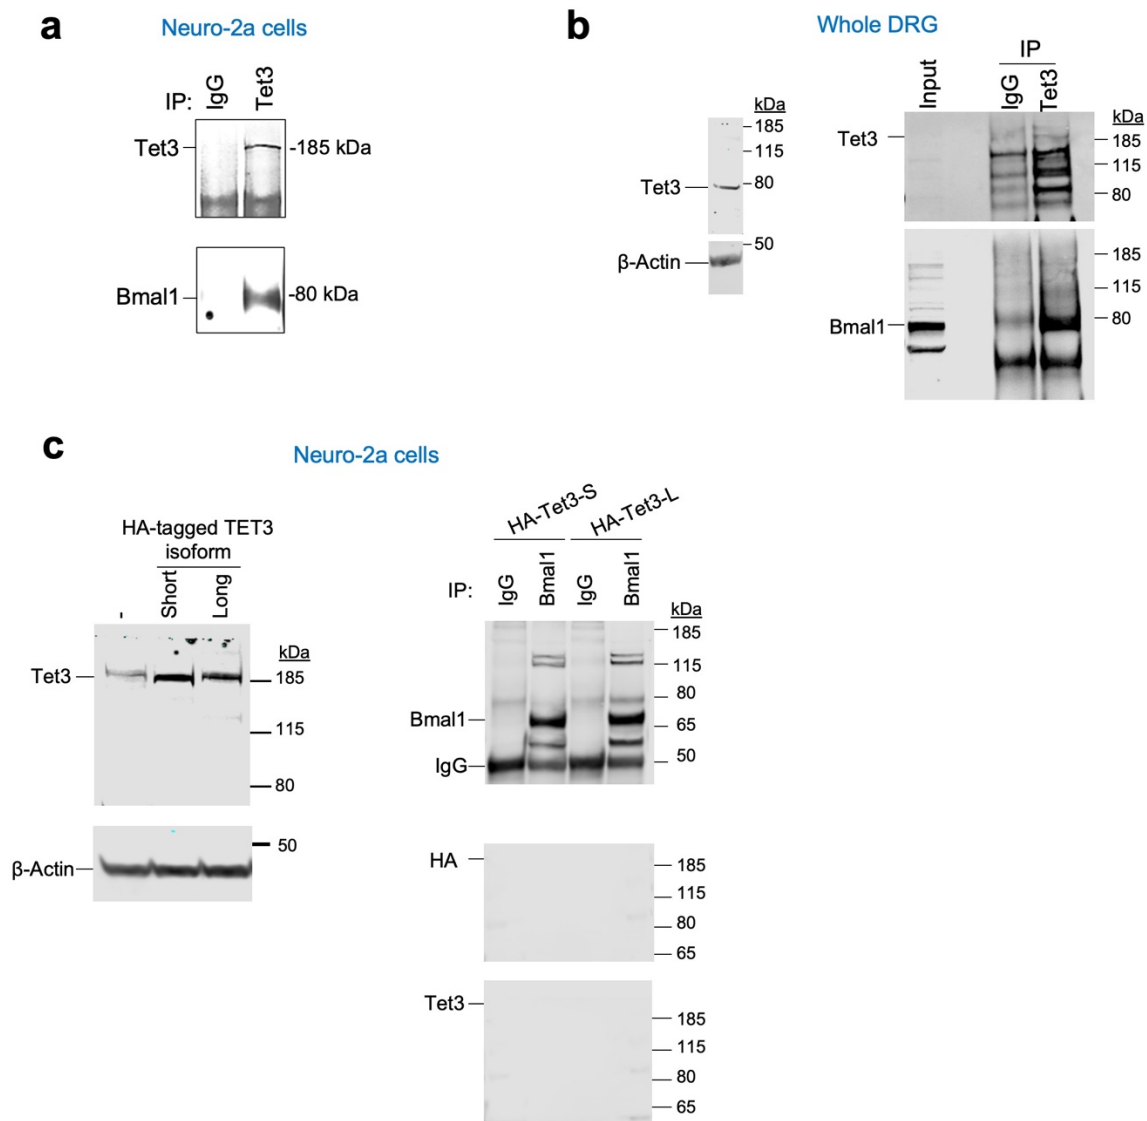

**Figure S2. Tet3 interacts with Bmal1.**

**a.** Co-immunoprecipitation (IP) results show interaction of endogenous Bmal1 with Tet3 in Neuro-2a cells. Data representative of three independent experiments.

**b.** Left, immunoblot of DRG lysate with anti-Tet3 antibody reveals a lower than expected molecular weight fragment of ~80 kDa. Right, Co-immunoprecipitation (co-IP) using anti-Tet3 antibody can pull down Bmal1 in DRG lysate. Note a faint band of Tet3 at 185 kDa, but also multiple bands of smaller weights. Data representative of three independent co-IP experiments.

**c.** Left, immunoblot of transfected Neuro-2a cells shows overexpression of HA-tagged TET3L or TET3S isoforms. Right, immunoprecipitation (IP) analysis shows that pull-down of Bmal1 fails to co-IP HA-tagged or endogenous TET3 from Neuro-2a lysates.

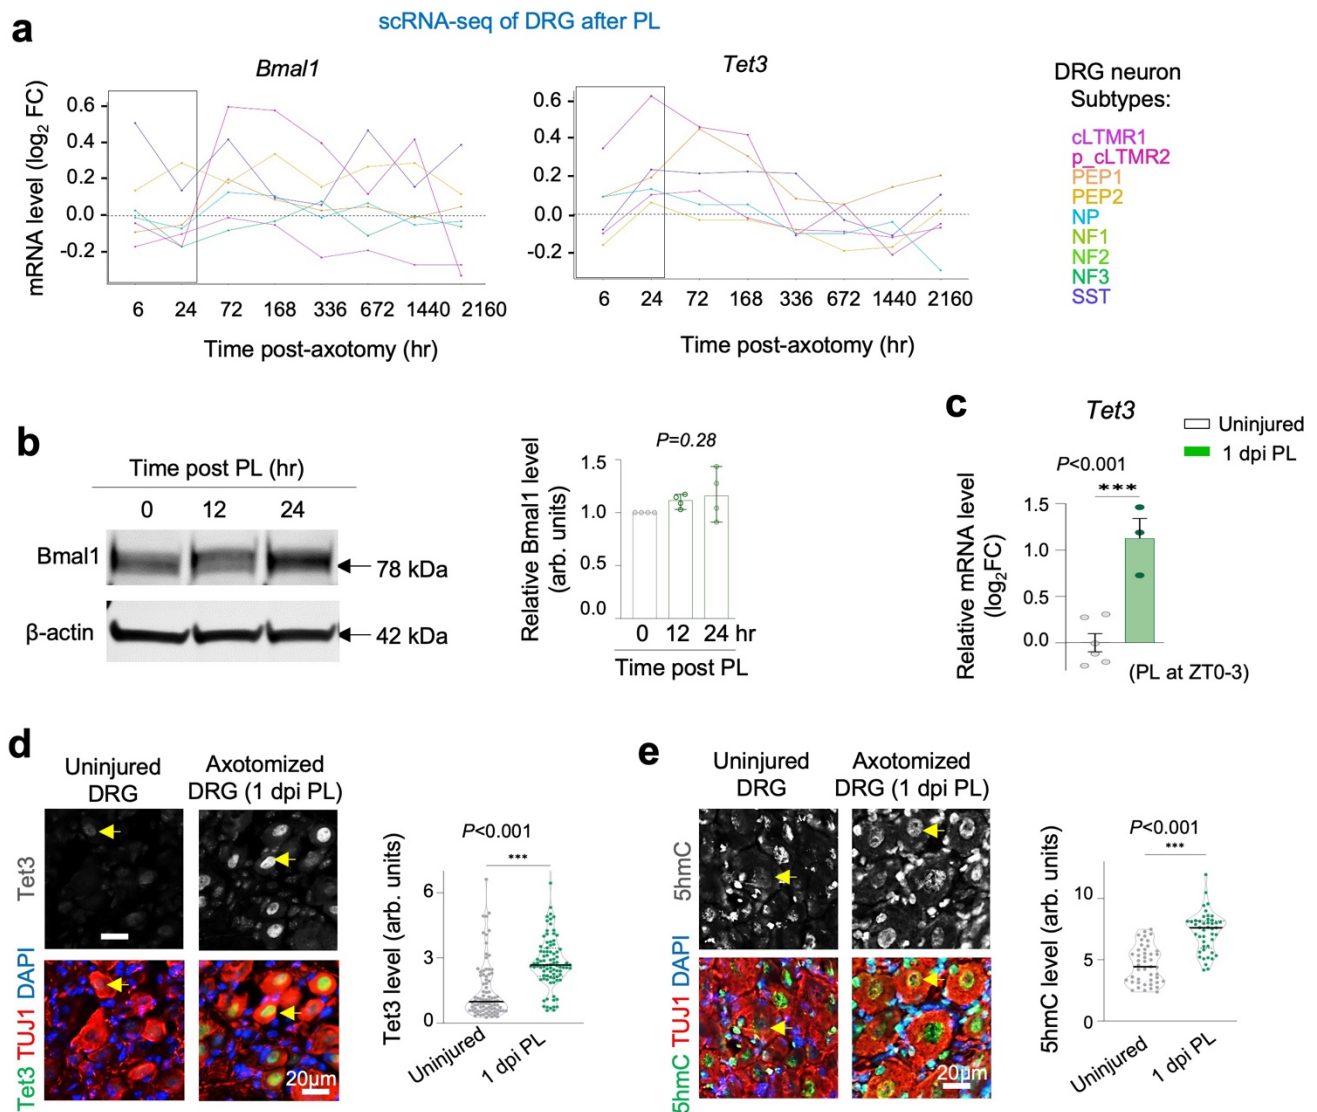

**Figure S3. Bmal1 and Tet3 expression are altered in axotomized DRGs.**

**a.** Survey of scRNAseq database of axotomized DRG (Renthal et al. 2019) reveals down-regulation of *Bmal1* (Bmal1) and upregulation of *Tet3* by the majority of neuronal subtypes at 24 hr after PL.

**b.** Western blot analysis and quantification of Bmal1 protein levels in lumbar DRG tissue lysates at the indicated times post-injury.  $n=4$  DRG samples (L4-6) collected from  $n=2$  mice per group. One-way ANOVA.

**c.** qRT-PCR shows upregulation of *Tet3* mRNA in lumbar DRGs at 1 d after sciatic nerve crush injury relative to no injury.  $n=4-6$  independent DRG samples per group. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

**d, e.** IF images and quantifications confirm Tet3 and global 5hmC increase in axotomized DRG neurons at 1 dpi after PL. Violin plots of  $n=88$  (TET3) and  $n=45$  (5hmC) neurons quantified from L4-L6 DRGs of  $n=3-4$  mice per group. Black lines indicate median. Mann-Whitney test.

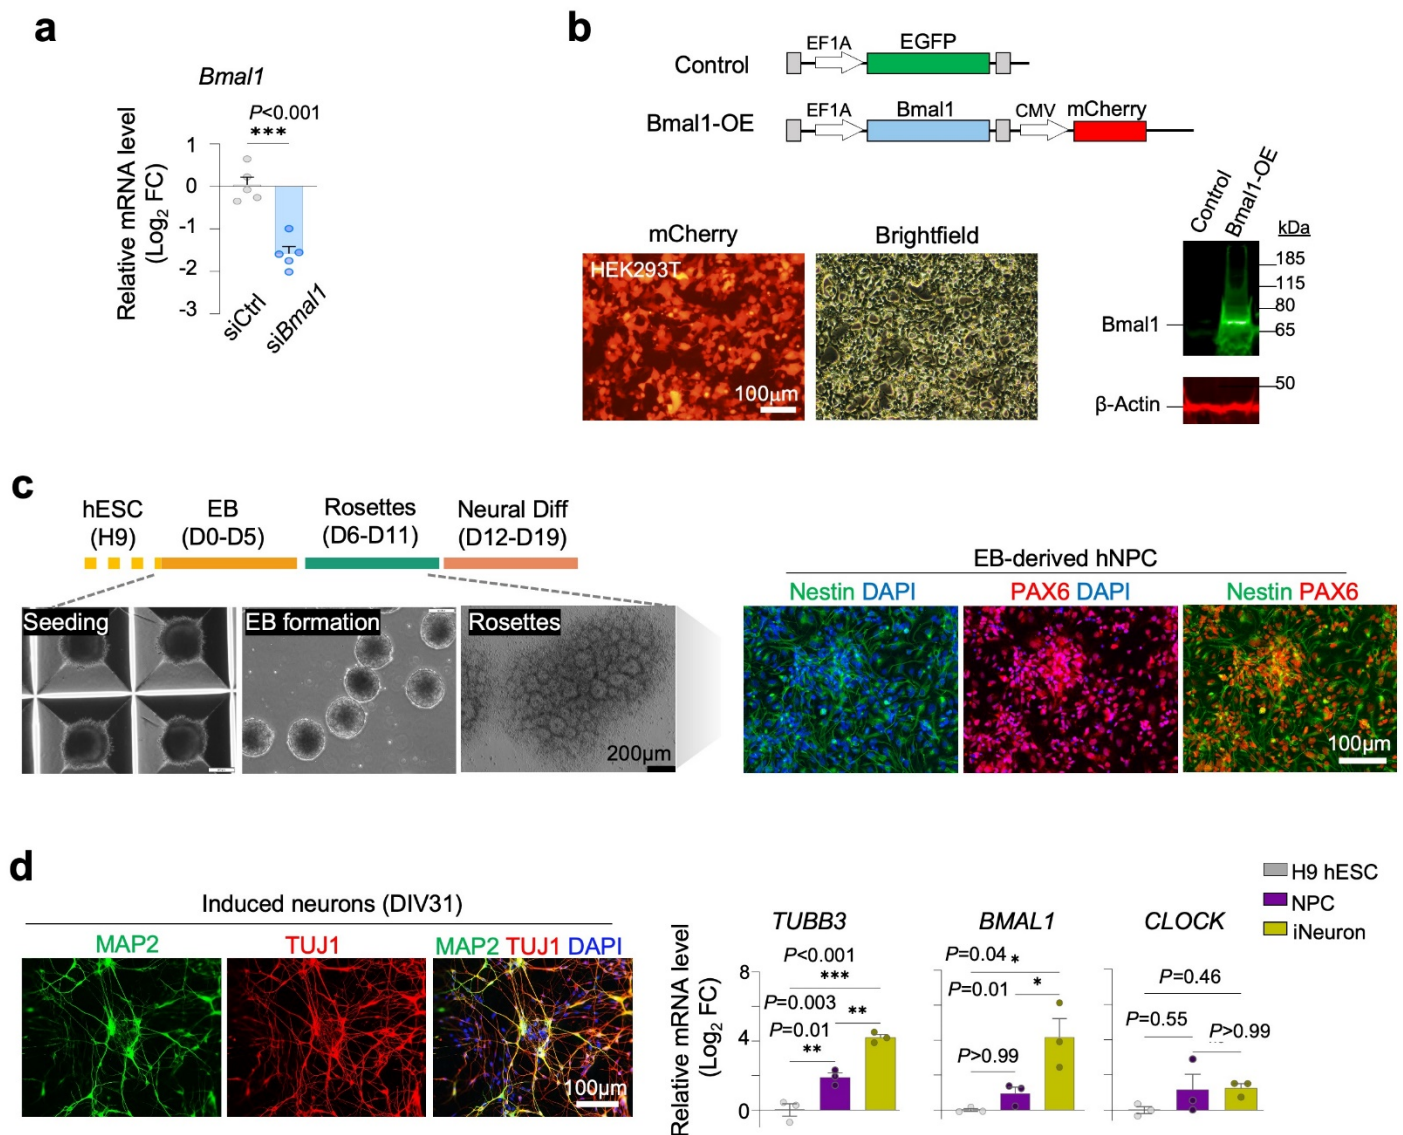

**Figure S4. Expression of *Bmal1* in induced neurons derived from hES cells.**

**a.** Top, qRT-PCR results demonstrate knockdown of *Bmal1* mRNA by siRNA in Neuro-2a cells.  $n=5$  experiments. Mean  $\pm$  SEM. Unpaired two-tailed Student's t-test.

**b.** Left, schematic of lentiviral control vector and vector used to over-express *Bmal1*. Middle, images of HEK293T cells transfected with *Bmal1*-OE lentiviral vector. Right, immunoblot analysis of HEK293T lysate confirms *Bmal1* overexpression.

**c.** Top, schematics of generation of induced neurons from hES cells. Middle, bright field images of embryoid body (EB) and Rosette formation. Bottom, IF images confirm expression of markers for NPCs.

**d.** Representative IF images and qRT-PCR reveal expression of neuronal markers and circadian clock genes in induced neurons, in agreement with a report that circadian clock is operational in NPCs and iNeurons (Mishra et al., 2021).  $n=3$  independent studies. Data represent mean  $\pm$  SEM. One-way ANOVA with Bonferroni's multiple comparison test.

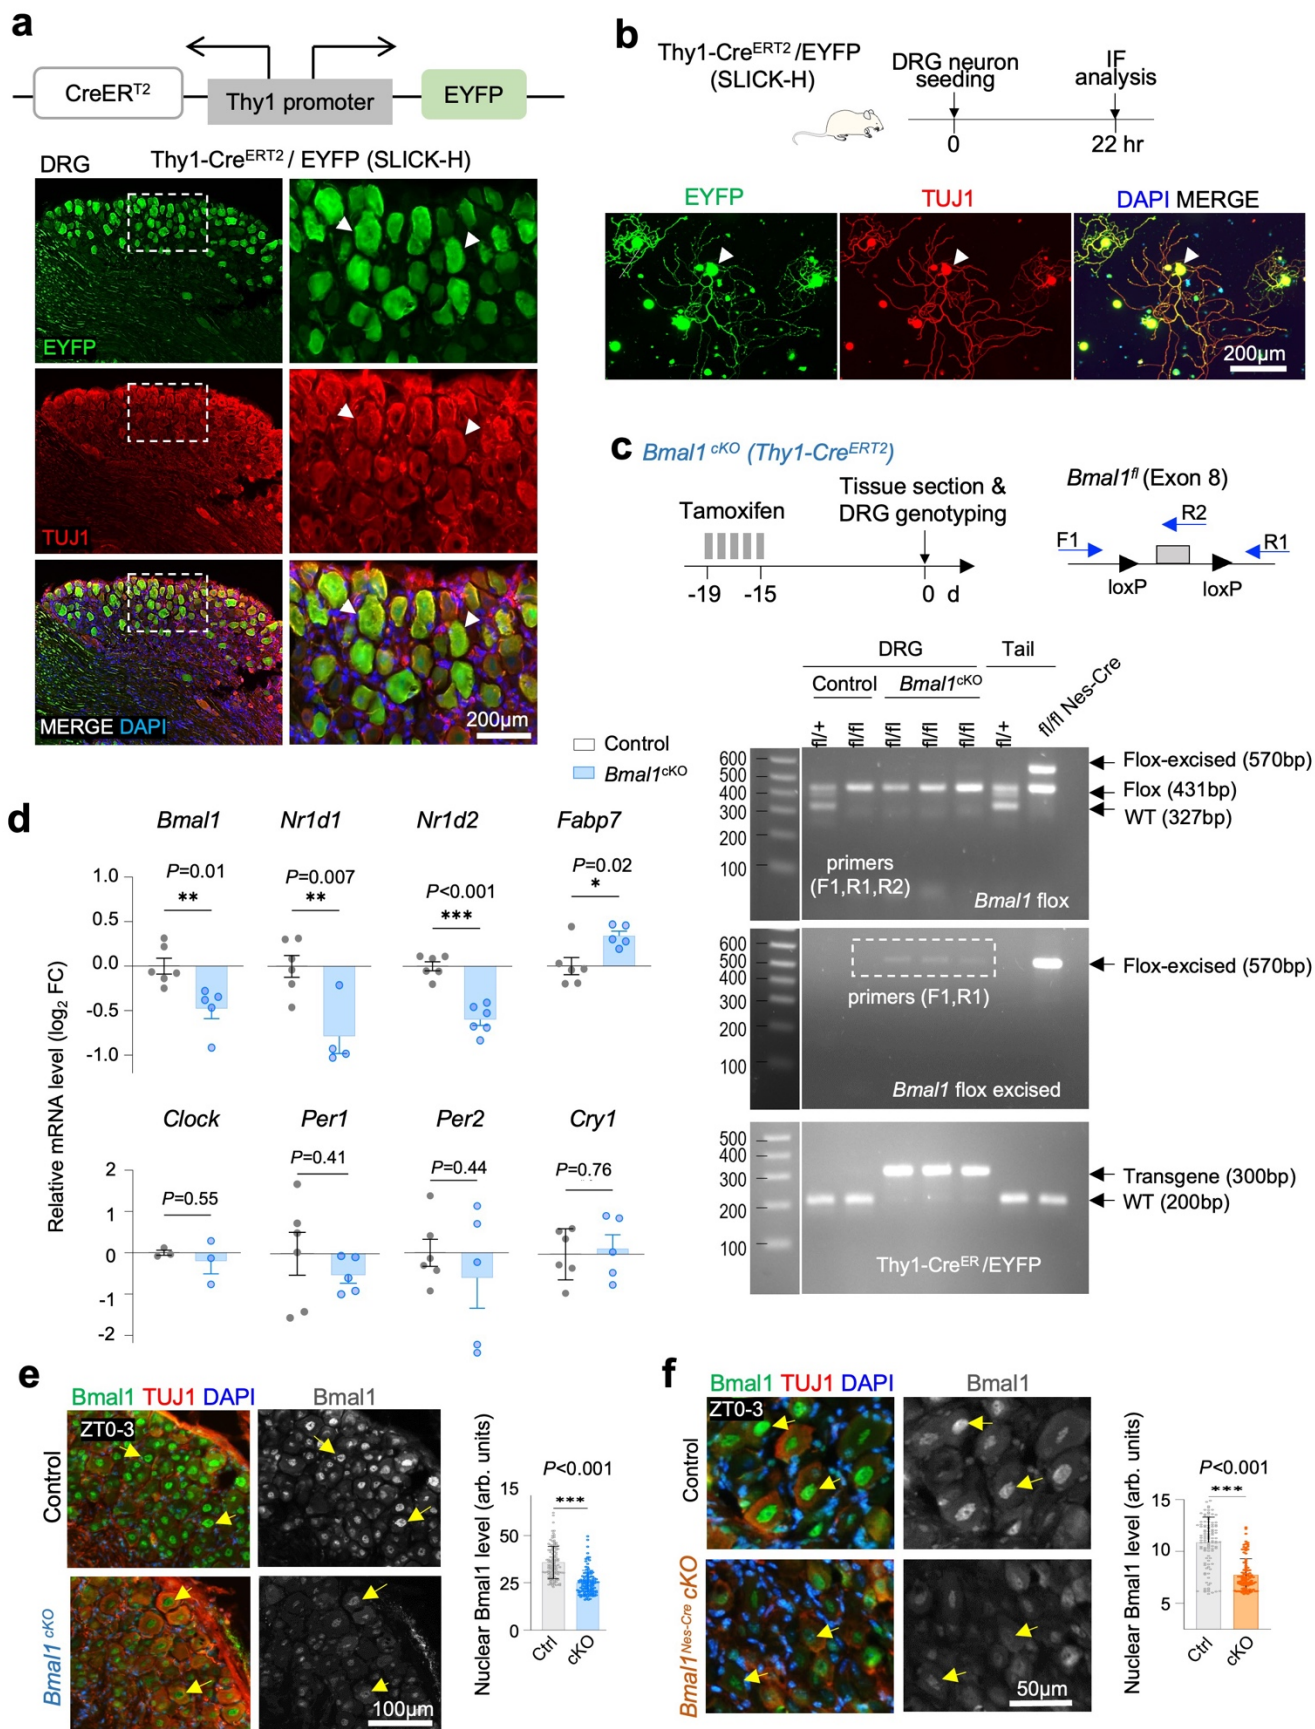

**Figure S5. Generation of mutant mice with tamoxifen inducible neuron-specific deletion of *Bmal1*.**

**a.** Top, illustration of bidirectional Thy1 promoter driving the expression of enhanced yellow fluorescent

protein (EYFP) and tamoxifen-inducible Cre-recombinase (CreER<sup>T2</sup>) in the Thy1-CreER<sup>T2</sup>/EYFP (SLICK-H) transgenic line. Bottom, representative IF images of lumbar DRGs demonstrate overlap of EYFP and TUJ1 in DRG neurons from Thy1-CreER<sup>T2</sup>/EYFP mice.

**b.** Top, experimental paradigm of dissociated DRG neuron culture. Bottom, IF images show overlap of EYFP and TUJ1, validating Thy1 promoter activity in primary DRG neurons.

**c.** Top left, experimental paradigm to generate *Bmal1* conditional KO (cKO) mice: Tamoxifen injections (on 5 consecutive days; i.p.) were carried out ~2 weeks prior to analysis of DRGs. Top right, diagram of genotyping primers to detect excision of floxed region. Bottom, genotyping results from DRGs, confirming excision of floxed region (primers F1, R1) in *Bmal1* cKO mice. Excision of floxed region in DNA from mouse tail of Nestin-Cre *Bmal1* cKO was used as a positive control. Note that DRG neurons expressing Thy1-CreER<sup>T2</sup>/EYFP transgene represent ~12% of all cells in DRG tissues (Avraham et al., 2020), while other glial cell types are not affected by Cre activity, explaining the weak PCR signal.

**d.** qRT-PCR analysis of circadian clock genes in uninjured DRGs neurons. Note expected reduction of *Bmal1* and target genes *Nr1d1* concomitant with increased *Fabp7* in cKO DRGs as previously reported (Musiek et al., 2013). n=3-5 independent studies. Data represent mean ± SEM. Unpaired two-tailed Student's *t*-test.

**e, f.** Representative IF images and quantification of lumbar DRGs show reduced Bmal1 nuclear protein levels in DRG neurons (TUJ1<sup>+</sup>) in *Bmal1* cKO mice (both *Bmal1*<sup>Thy1-CreERT2</sup> and *Bmal1*<sup>Nes-Cre</sup>) compared to control. Quantification of top n=110-120 neurons from L5 DRGs isolated from n=3 mice per group at ZT0-3. Data represent mean ± SEM. Mann-Whitney test.

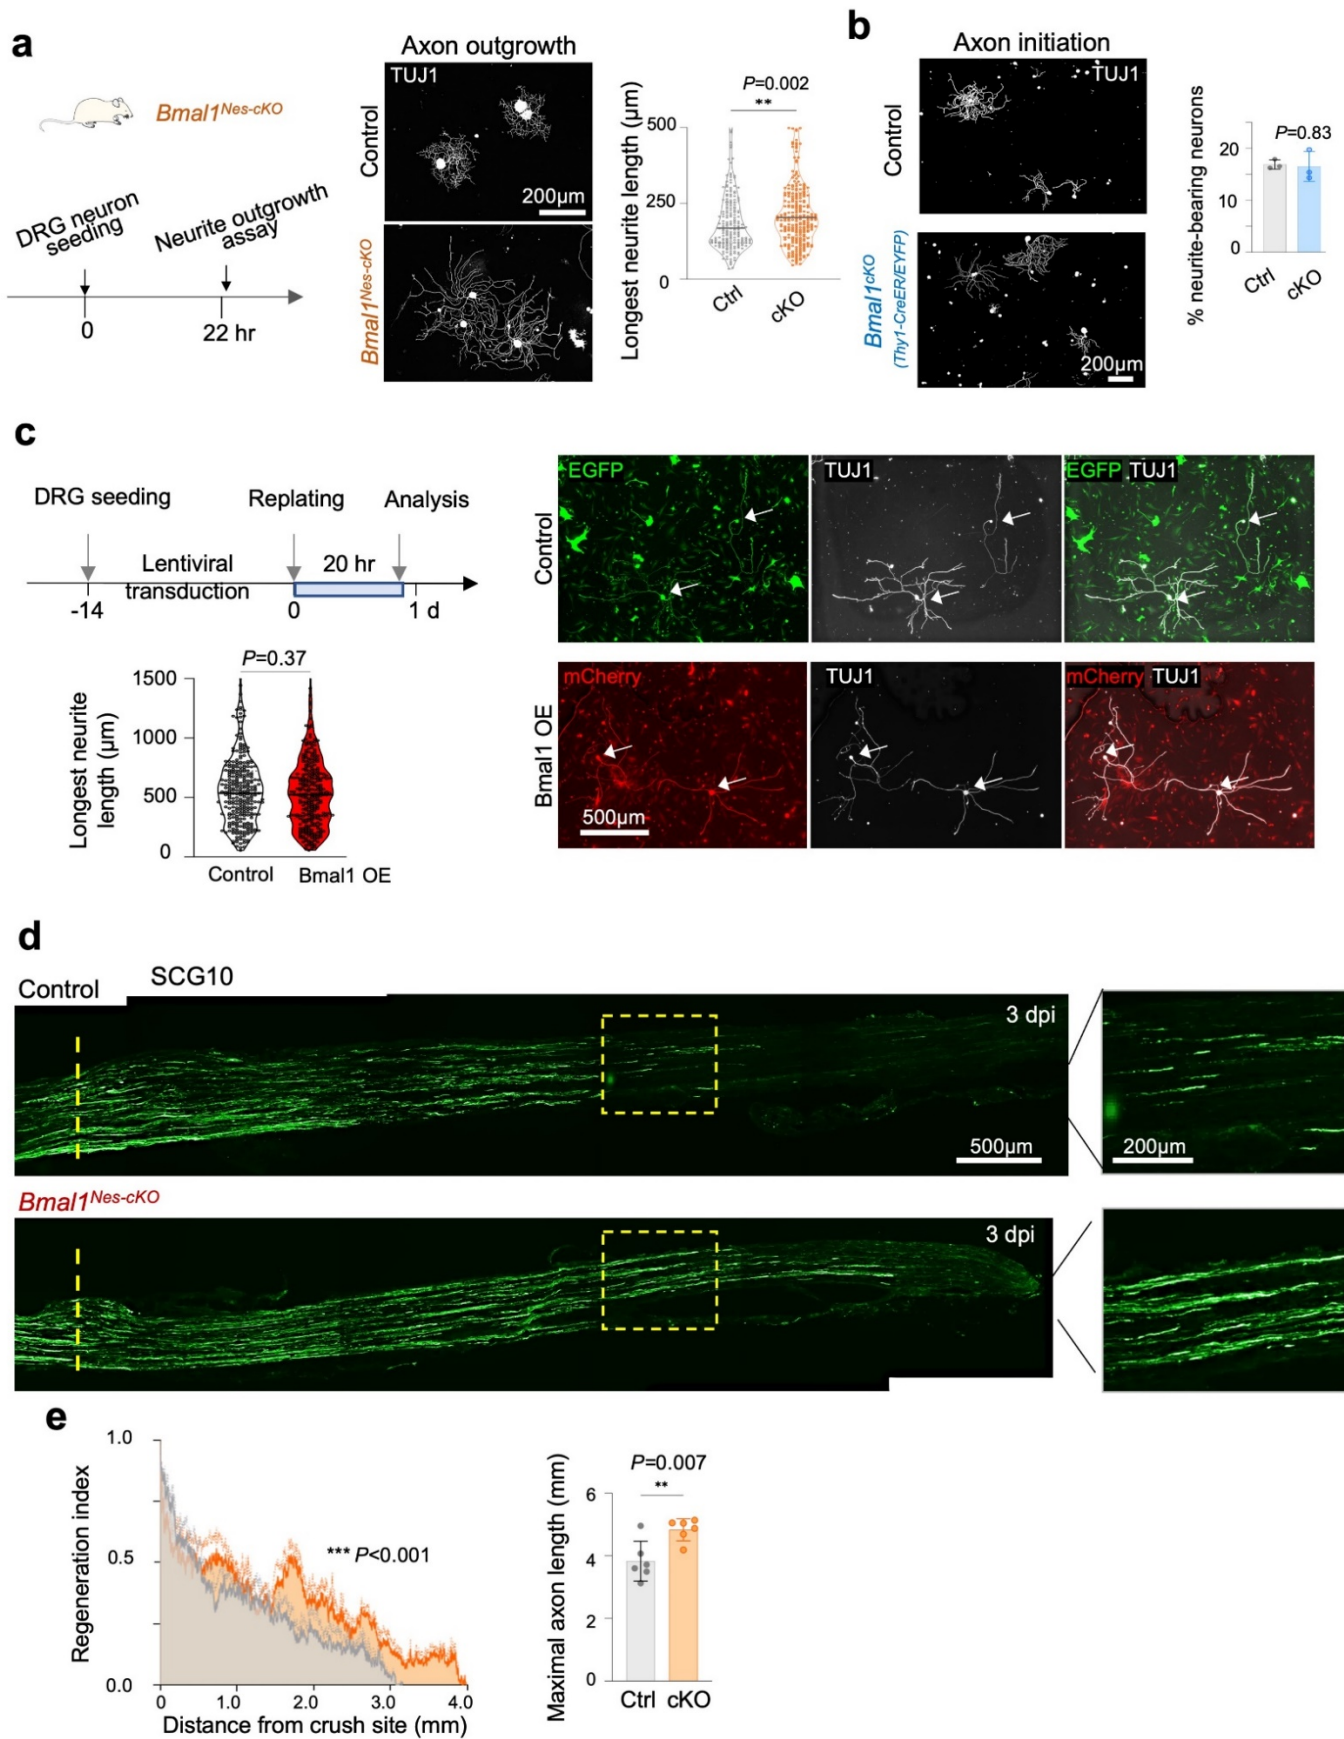

**Figure S6. *Bmal1* deletion leads to enhanced neurite outgrowth.**

**a.** Left, experimental paradigm. Right, representative images and quantifications show longer neurite

outgrowth of DRG neurons from *Bmal1<sup>Nes-CKO</sup>* mice than controls. Violin plots of n=200-270 neurons from n=3 mice per group. Black lines represent median. Mann-Whitney test.

**b.** Representative IF images and quantification show comparable proportions of neurite-bearing DRG neurons between genotypes at 22 hr in vitro. n=3 independent cultures per group. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

**c.** Left experimental paradigm and quantifications of neurite length of DRG neurons overexpressing Bmal1 compared to control. Violin plots of n=280-290 neurons from n=1 mouse per group. Black lines represent median. Mann-Whitney test.

**d, e.** Representative IF images and quantifications show enhanced axon regeneration (SCG10<sup>+</sup>) at 3 dpi after sciatic nerve crush injury in *Bmal1<sup>Nes-CKO</sup>* as compared to littermate controls. Dashed vertical lines denote lesion center defined by maximal SCG10 immunointensity. Two-way ANOVA for regeneration index. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t* test for maximal axon length. n=6 mice per genotype.

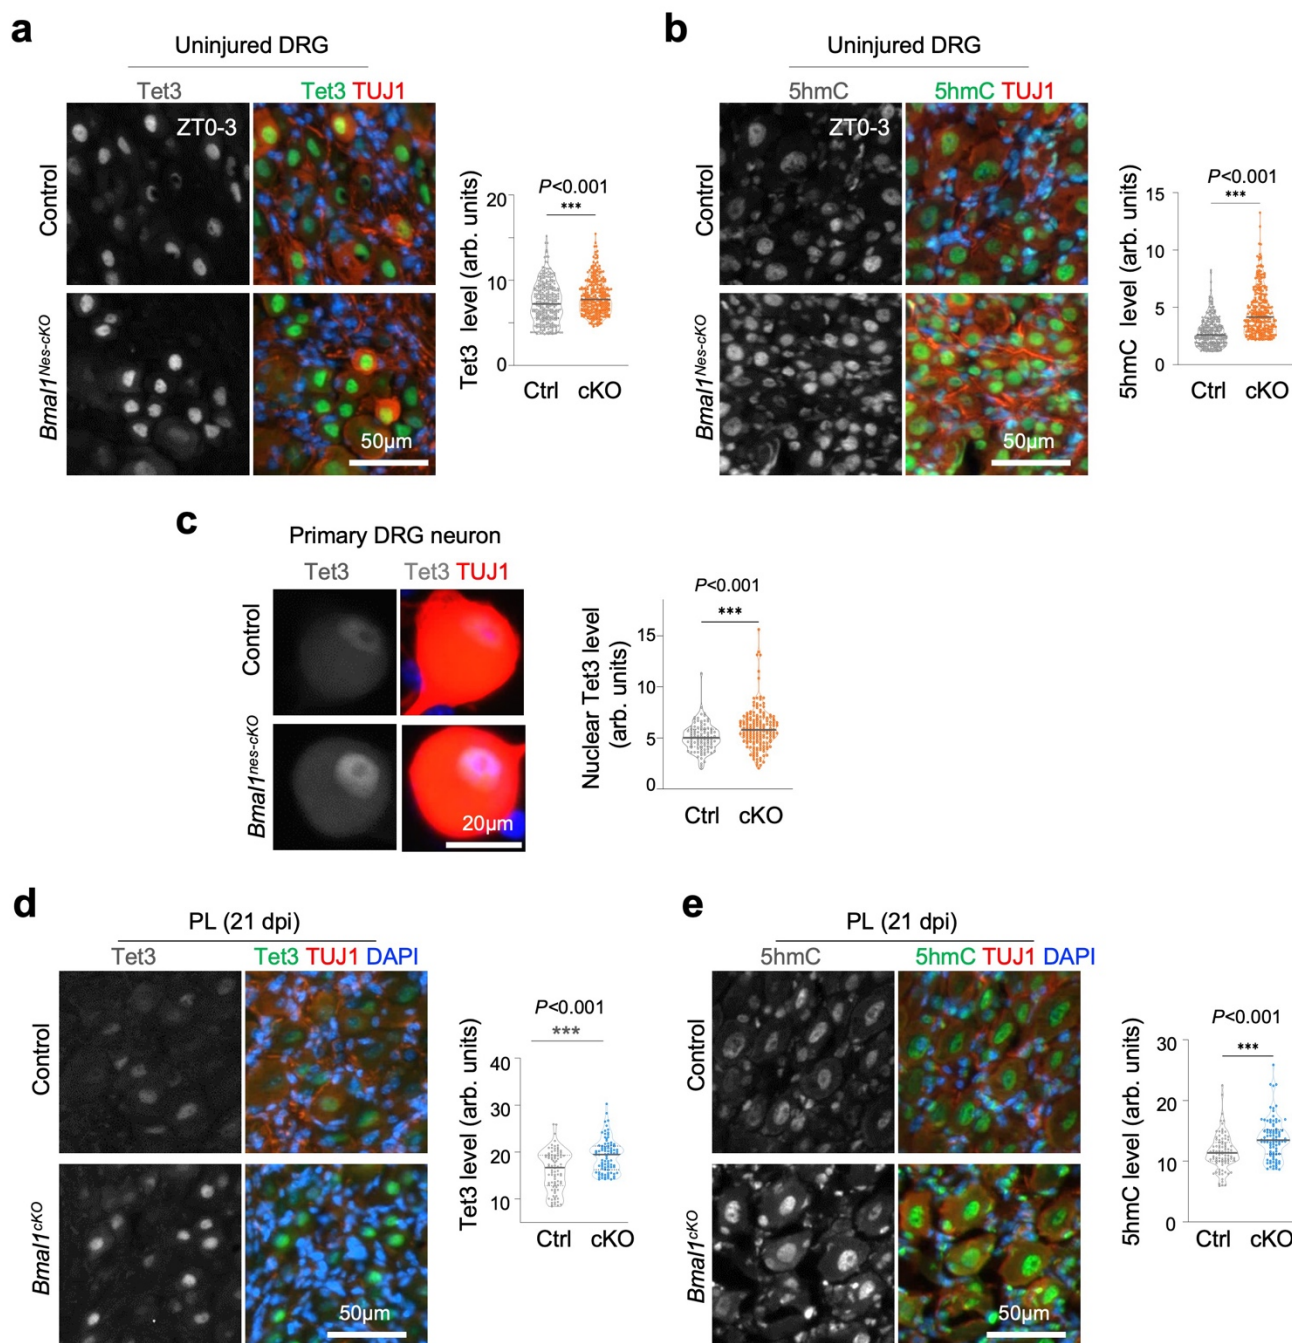

**Figure S7. *Bmal1* deletion enhances Tet3 expression and global DNA hydroxymethylation in DRG neurons.**

**a, b.** Representative IF images and quantifications show higher levels of Tet3 and 5hmC in uninjured DRG neurons from *Bmal1<sup>Nes-ckO</sup>* compared to controls. Violin plots of  $n=300$  neurons from L5 DRGs isolated from  $n=3$  mice per group. Black lines represent median. Mann-Whitney test.

**c.** IF images of primary DRG neurons cultured for 22 hr in vitro show higher Tet3 nuclear immunosignal in neurons from *Bmal1<sup>Nes-ckO</sup>* mice than from controls. Violin plot with mean median value (black line) of  $n \sim 100$  neurons isolated from  $n=3$  mice per group. Black lines represent median. Mann-Whitney test.

**d, e.** Representative IF images and quantifications show sustained elevation of Tet3 (d) and 5hmC (e) levels in axotomized lumbar DRGs at 21 dpi. 90 DRG neurons were quantified from  $n=9$  L4-6 DRGs of  $n=3$  mice per genotype. Black lines represent median. Mann-Whitney test.

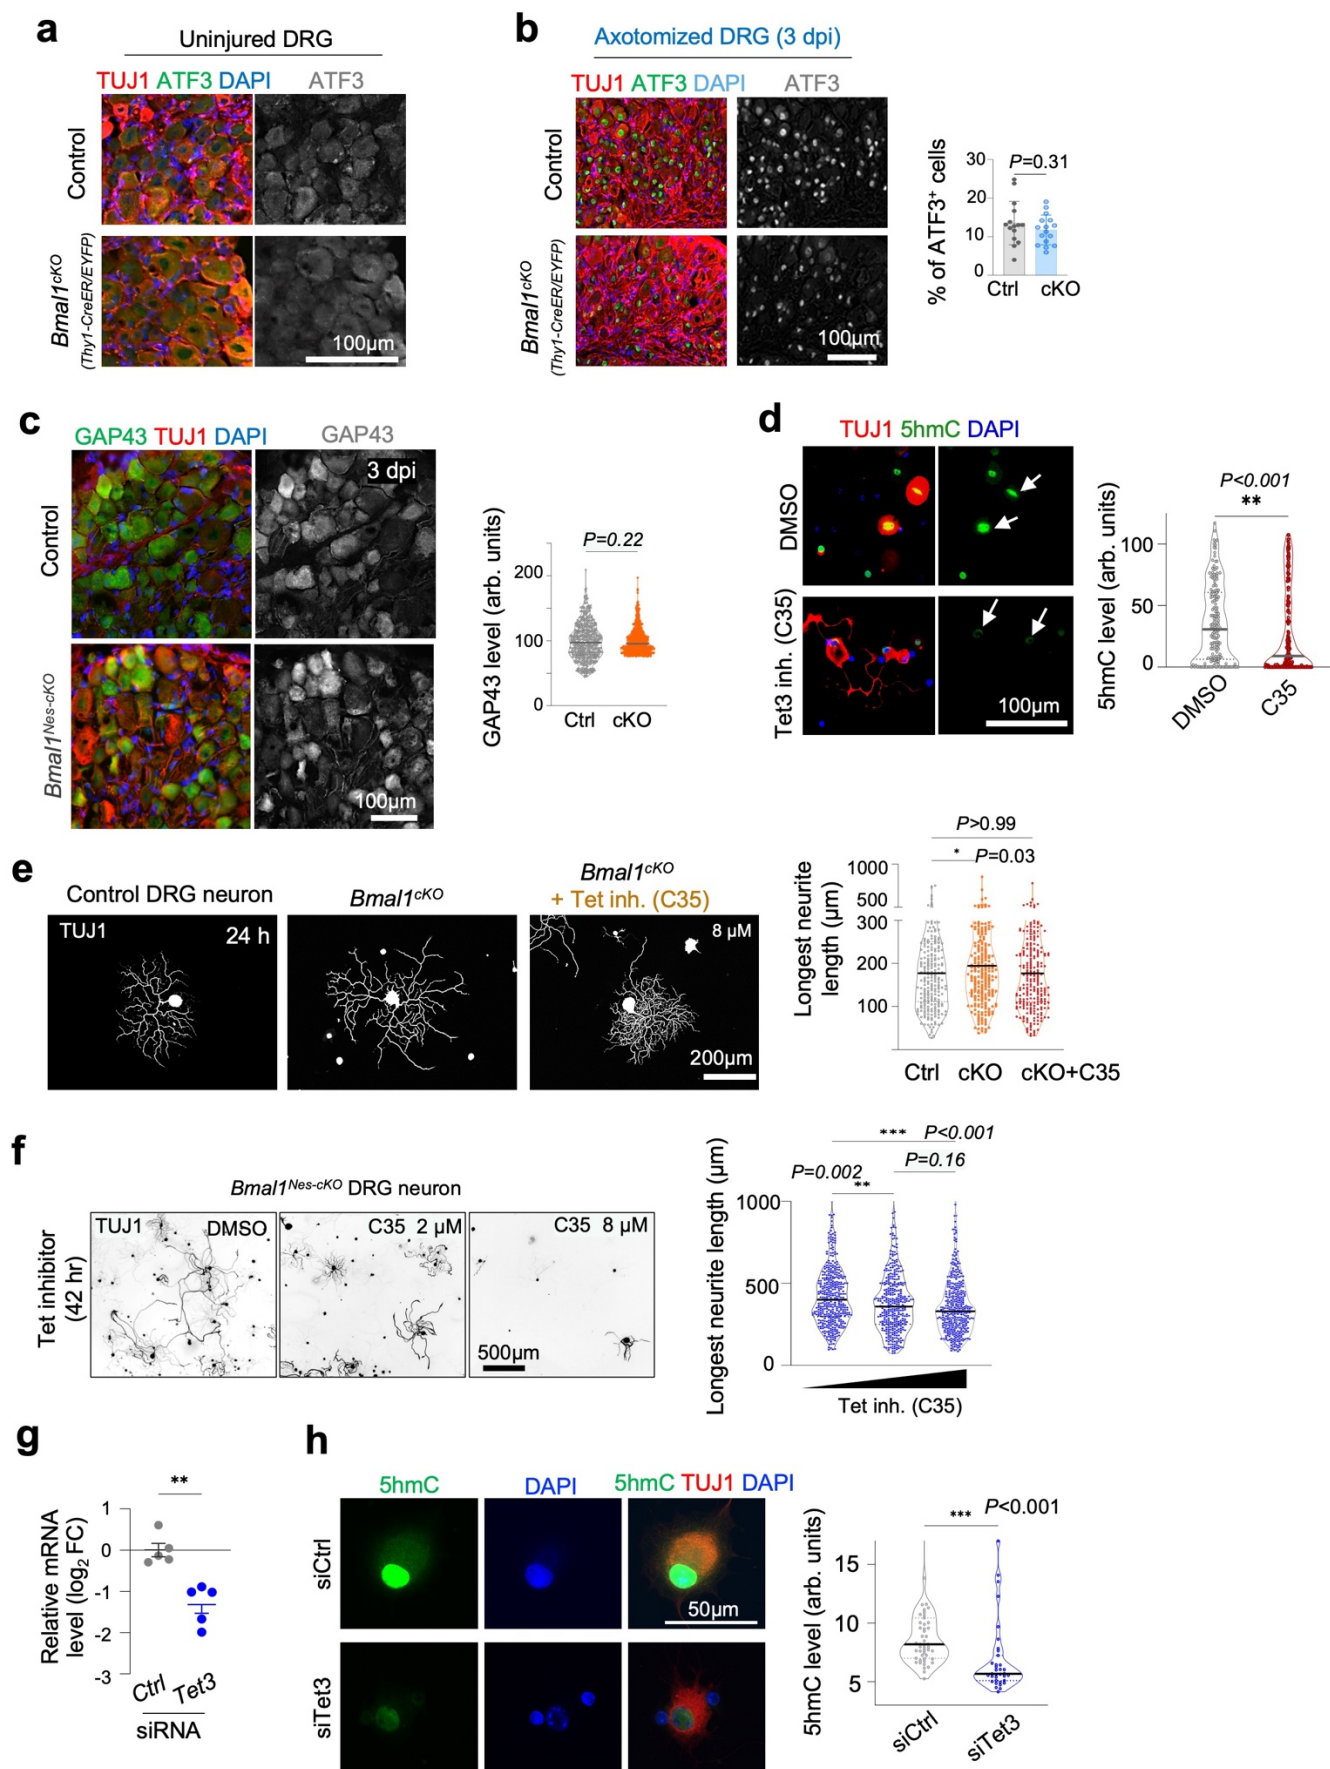

**Figure S8. Effect of *Bmal1* deletion on RAGs expression in DRG neurons.**

**a, b.** Representative IF images show low baseline levels of ATF3 expression in uninjured DRGs (a), but robust induction after peripheral injury in either control or *Bmal1*<sup>CKO</sup> mice (b). Similar IF results were found in n=3 pairs of mice. Quantification of n=16 axotomized DRGs from 6 mice per group. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

**c.** IF images and quantification of axotomized L4-L6 DRGs at 3 dpi show no change in GAP43 expression in *Bmal1*<sup>Nes-CKO</sup> mice compared to control. Violin plots of n= 650 neurons from n=9 DRGs collected from n=3 mice per genotype. Black lines represent median. Mann-Whitney test.

**d.** IF images and quantification show reduced levels of 5hmC in individual DRG neurons upon treatment with pan-TET inhibitor C35 (8.0  $\mu$ M). Violin plots of n=170-195 L4-6 DRG neurons for each condition pooled from n=2 mice per group. Black lines represent median. Mann-Whitney test.

**e.** IF images and quantification of neurite outgrowth at 24 h after plating. Pan-TET inhibitor C35 (8.0  $\mu$ M) reversed the growth promoting effect of *Bmal1* deletion. n= 245-272 neurons for each condition from n=3 mice. Median is shown by black line. Kruskal-Wallis with Dunn's multiple comparison test.

**f.** IF images and quantification show dose-dependent suppression of neurite length of *Bmal1* cKO DRG neurons upon treatment with pan-TET inhibitor C35. Violin plots of n=373-435 DRG neurons for each condition pooled from n=2 mice. Black lines represent median. Kruskal-Wallis with Dunn's multiple comparison test.

**g.** qRT-PCR analysis of *Tet3* level in Neuro-2a cells confirms *Tet3* knockdown by siRNA treatment. Data represent mean  $\pm$  SEM. n=5 independent studies. Unpaired two-tailed Student's *t*-test.

**h.** IF images and quantification show reduced levels of 5hmC in individual DRG neurons upon siRNA-mediated knockdown of *Tet3*. Violin plots of n=35-51 DRG neurons from L4-6 for each condition. Black lines represent median. Mann-Whitney test.

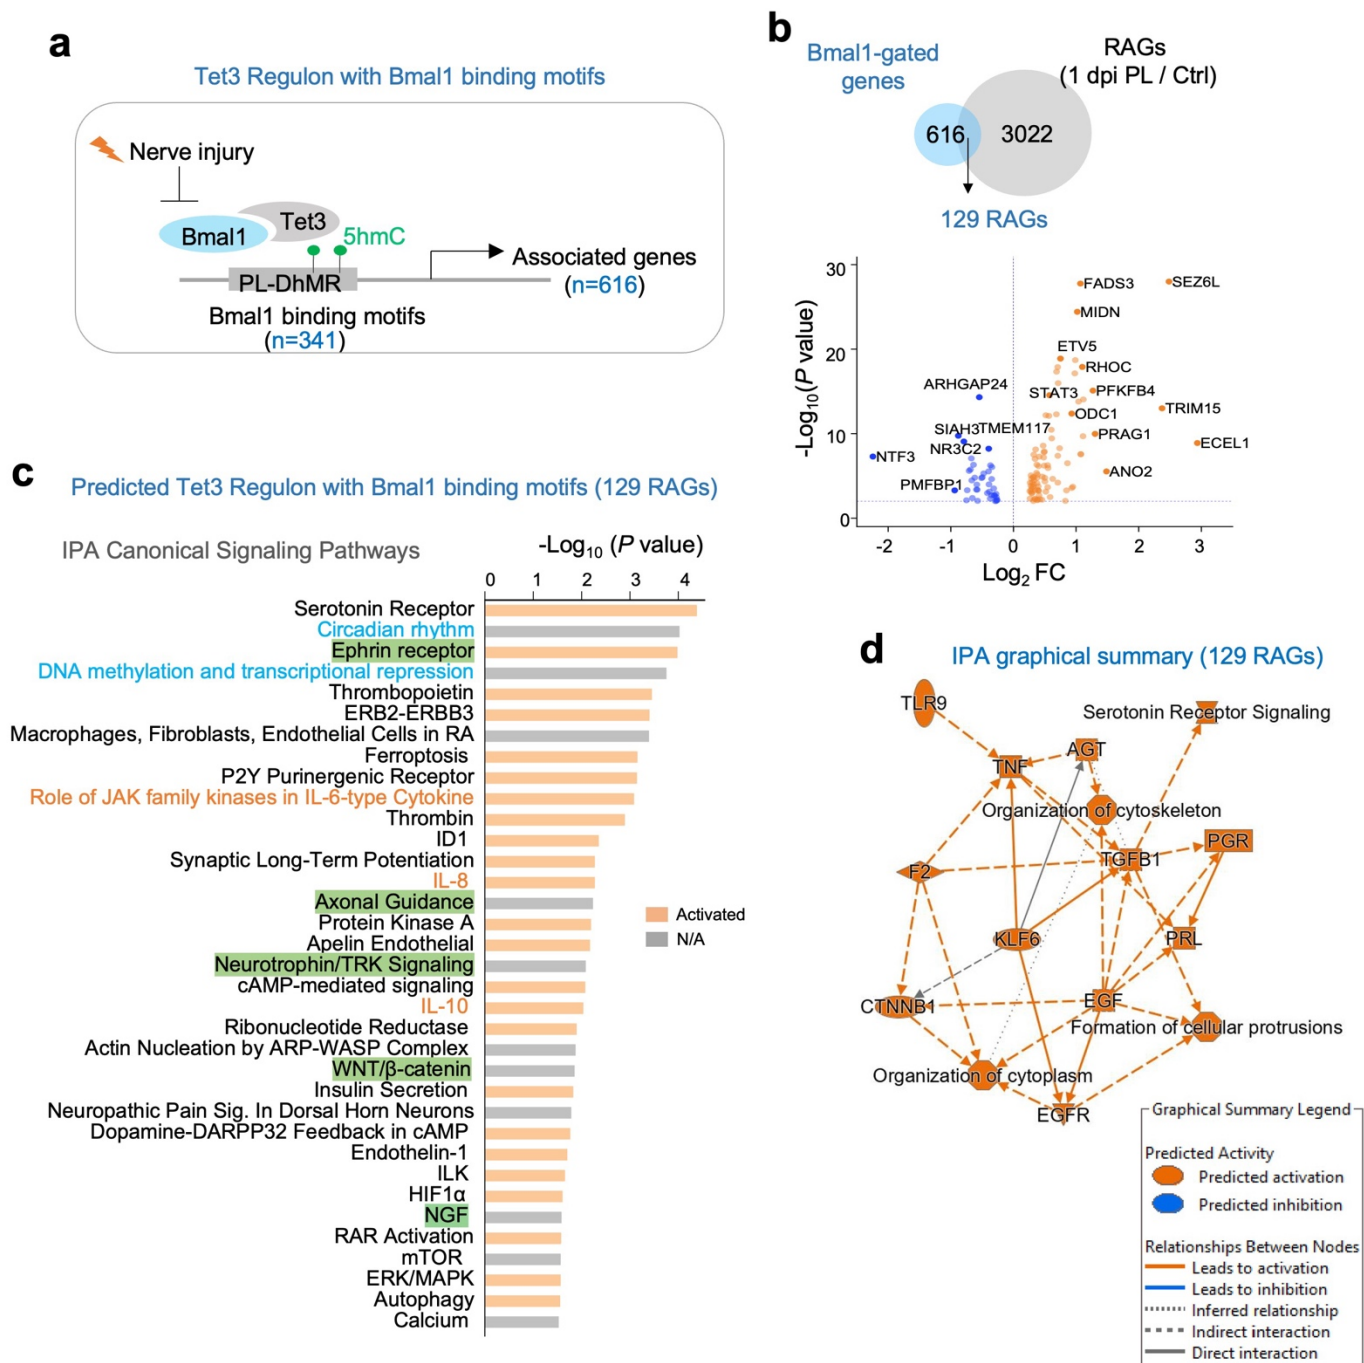

**Figure S9. Tet3 regulon containing Bmal1 binding motif in PL-DhMRs is enriched for pathways implicated in axon growth, immune response, and circadian rhythm.**

**a.** Diagram of Tet3-regulon with Bmal1 binding motif within PL-DhMRs and associated genes.

**b.** Top, Venn diagram shows intersection of RAGs identified by RNA-seq in DRGs at 1 d after PL relative to no injury with genes associated with PL-DhMRs harboring Bmal1 binding motif ( $n=616$ ). Bottom, volcano plot of the 129 overlapping RAGs, with labeled top DEGs.

**c.** IPA analysis for the top enriched canonical pathways of the 129 RAGs harboring Bmal1 binding motif in PL-DhMRs. Circadian rhythm, DNA methylation, neurotrophin and cAMP signaling, axon guidance, immune response, Wnt/ $\beta$ -catenin, and HIF1A signaling pathways are involved. Orange bars: enriched pathways with activation; grey bars: insufficient evidence for prediction of activation state. Right-tailed Fisher's exact test.

**d.** IPA graphical summary of top enriched signaling pathways and major biological themes of the 129 overlapping RAGs.

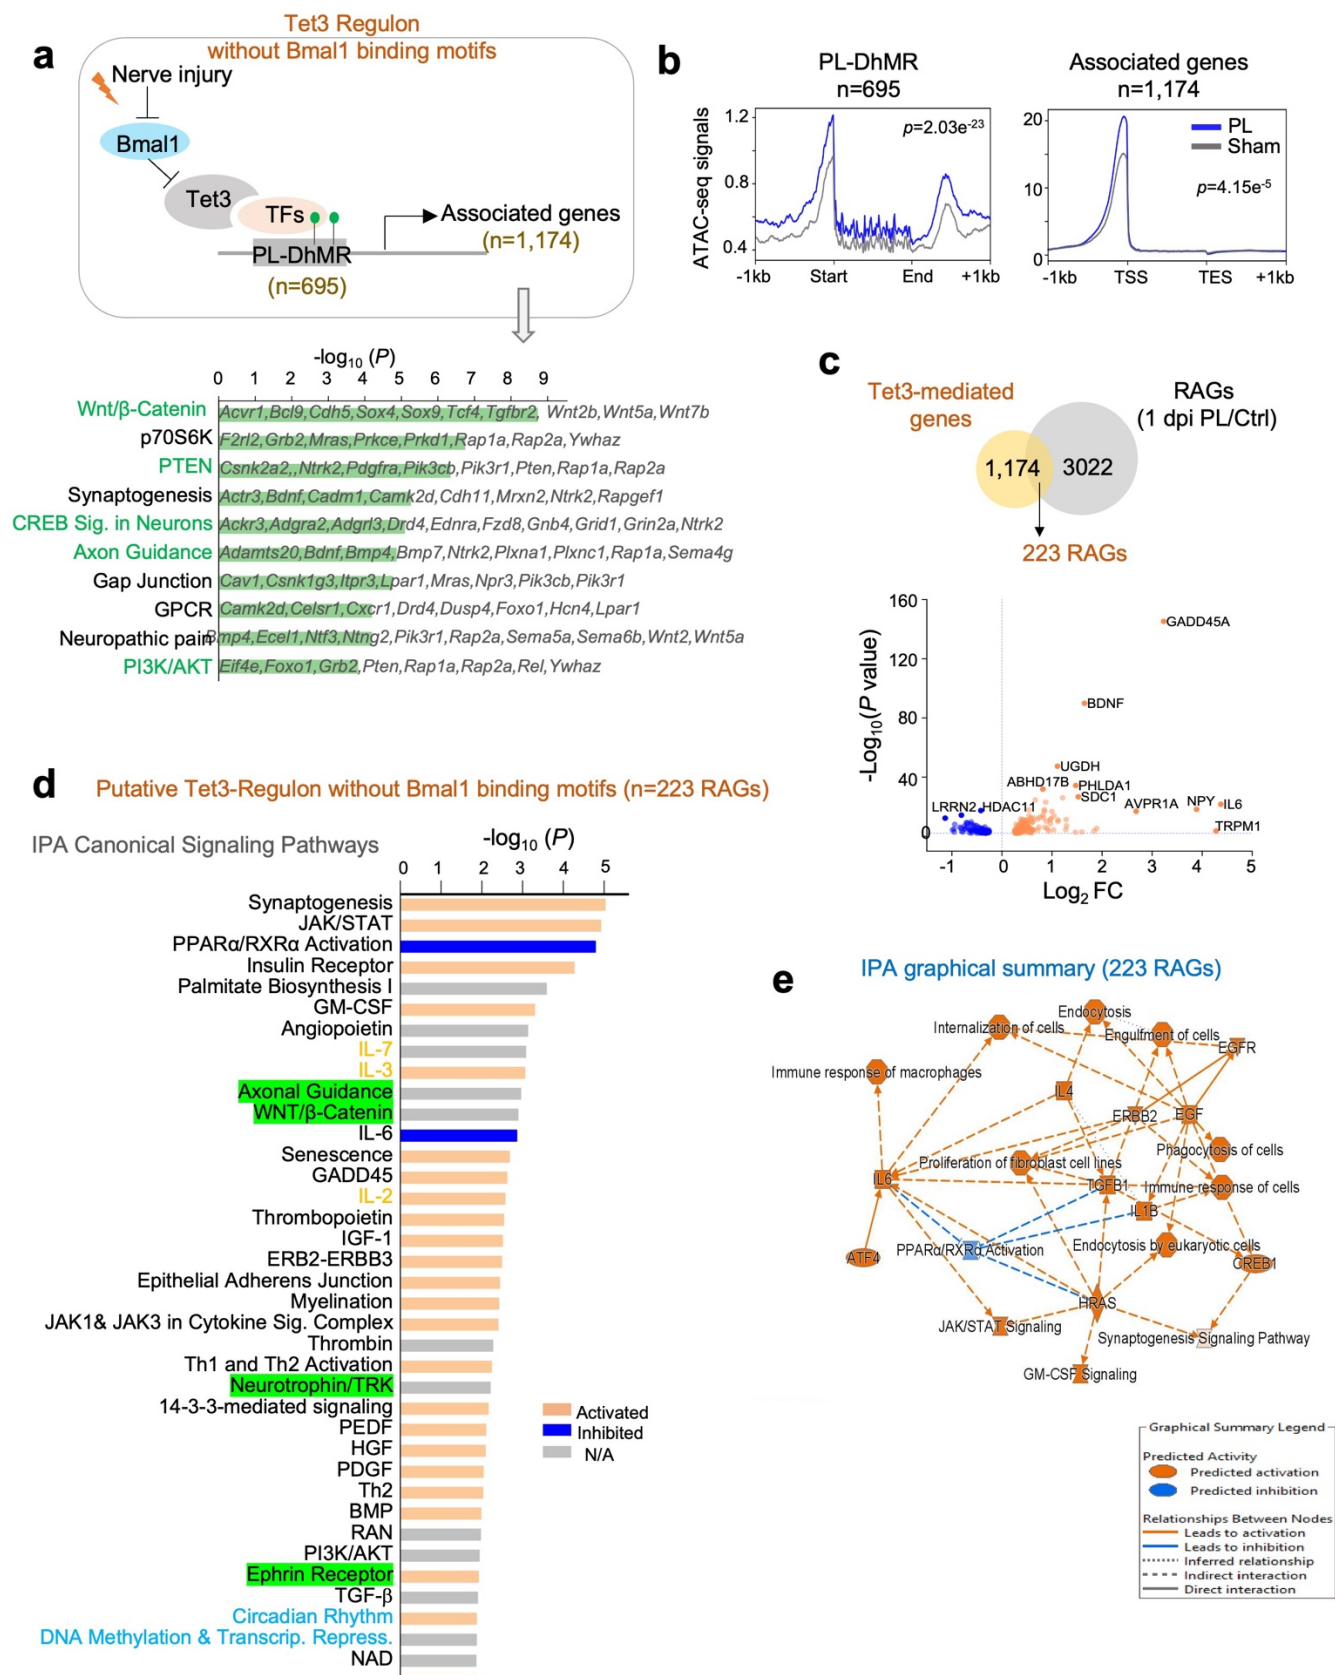

(n=1,174). Bottom, top enriched signaling pathways in the 1,174 genes harboring PL-DhMRs without Bmal1 binding motif by IPA. Right-tailed Fisher's exact test.

**b.** Analysis of ATAC-seq signals from PL-DhMRs (left) and at the TSS of the associated genes (right) shows increased chromatin accessibility after PL at 1 dpi compared to sham surgery. TSS, transcription start site; TES, transcription end site. Original ATAC-seq data from Palmisano et al., 2019. Welch's two-sample t-test.

**c.** Top, Venn diagram shows intersection of RAGs identified by RNA-seq in DRGs at 1 d after PL relative to no injury with the PL-DhMRs associated genes without Bmal1 binding motif (n=1,174). Bottom, volcano plot of 223 overlapping RAGs, with labeled top DEGs.

**d.** IPA for the top enriched canonical pathways of the 223 overlapping RAGs associated with PL-DhMRs demonstrates enrichment of immune response and growth factor signaling. Orange and blue bars depict pathway activation and inhibition, respectively, and grey bars indicate insufficient evidence for prediction of activation state. Right-tailed Fisher's exact test.

**e.** IPA graphical summary analysis of the 223 overlapping RAGs associated with PL-DhMRs highlights immune response, phagocytosis/endocytosis, and CREB1 signaling as major biological themes.

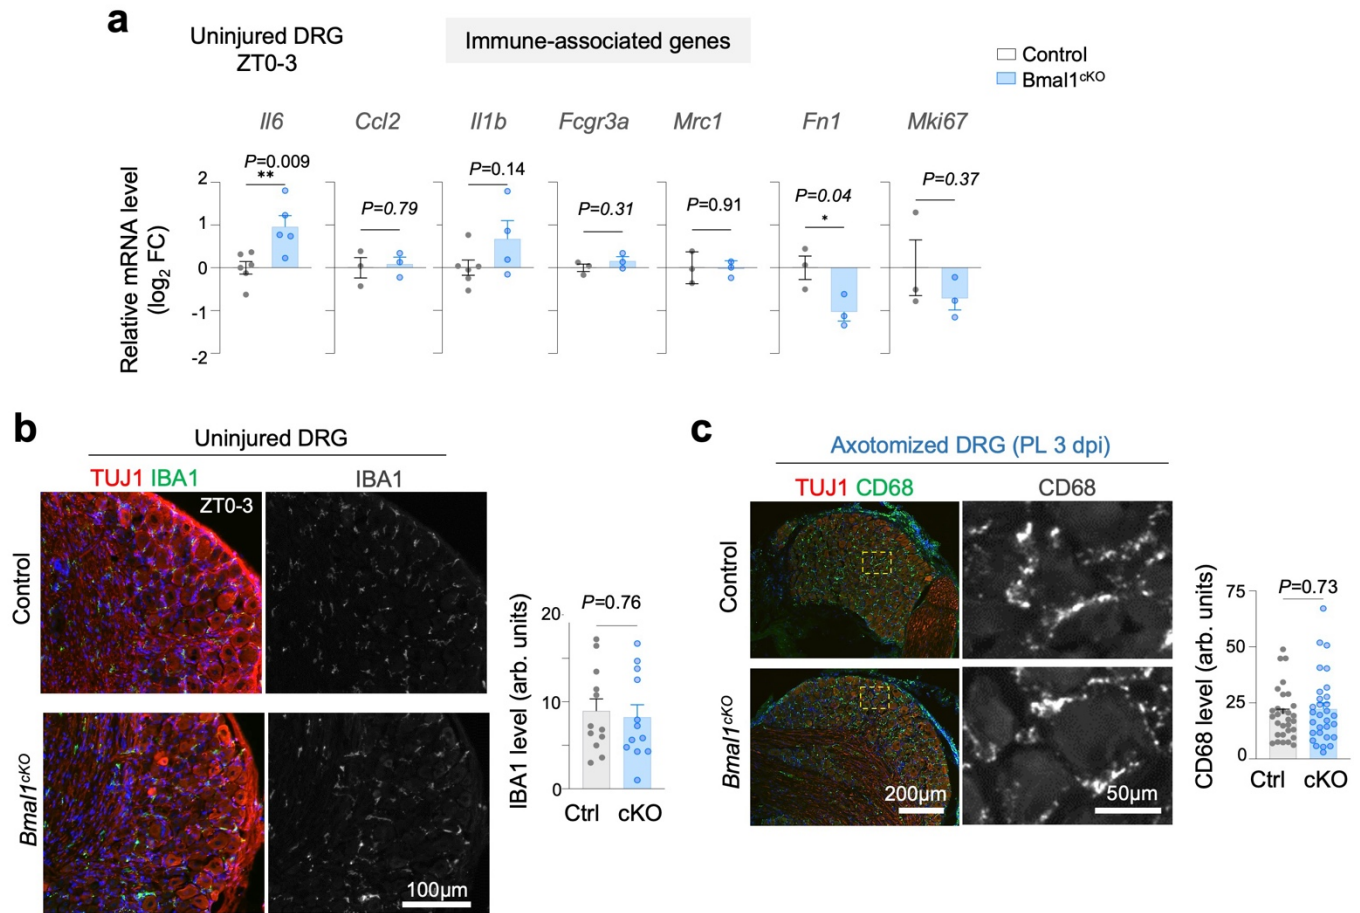

**Figure S11. Neuron-specific *Bmal1* cKO does not significantly affect immune genes in uninjured DRGs.**

**a.** qRT-PCR results show comparable mRNA levels of immune related genes in uninjured DRGs from *Bmal1* cKO mice vs. littermate controls collected at ZT0-3. Data represent mean  $\pm$  SEM.  $n=3-5$  mice per genotype, with 6-9 DRGs pooled per mouse. Unpaired two-tailed Student's *t*-test.

**b.** IF images and quantifications show no significant changes of Iba1 expression in uninjured DRGs between genotypes. Bars represent mean  $\pm$  SEM. Quantifications from 2 randomly selected areas per DRG,  $n=6$  DRGs collected from 3 mice per group at ZT0-3. Unpaired two-tailed Student's *t*-test.

**c.** IF images and quantification show no significant changes of CD68 expression in axotomized DRGs at 3 d after PL. Quantification from 2 randomly selected areas per DRG,  $n=15-16$  DRGs pooled from 6 mice per group with 3 collected at ZT0-3 and remaining at ZT12-15. Bars represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

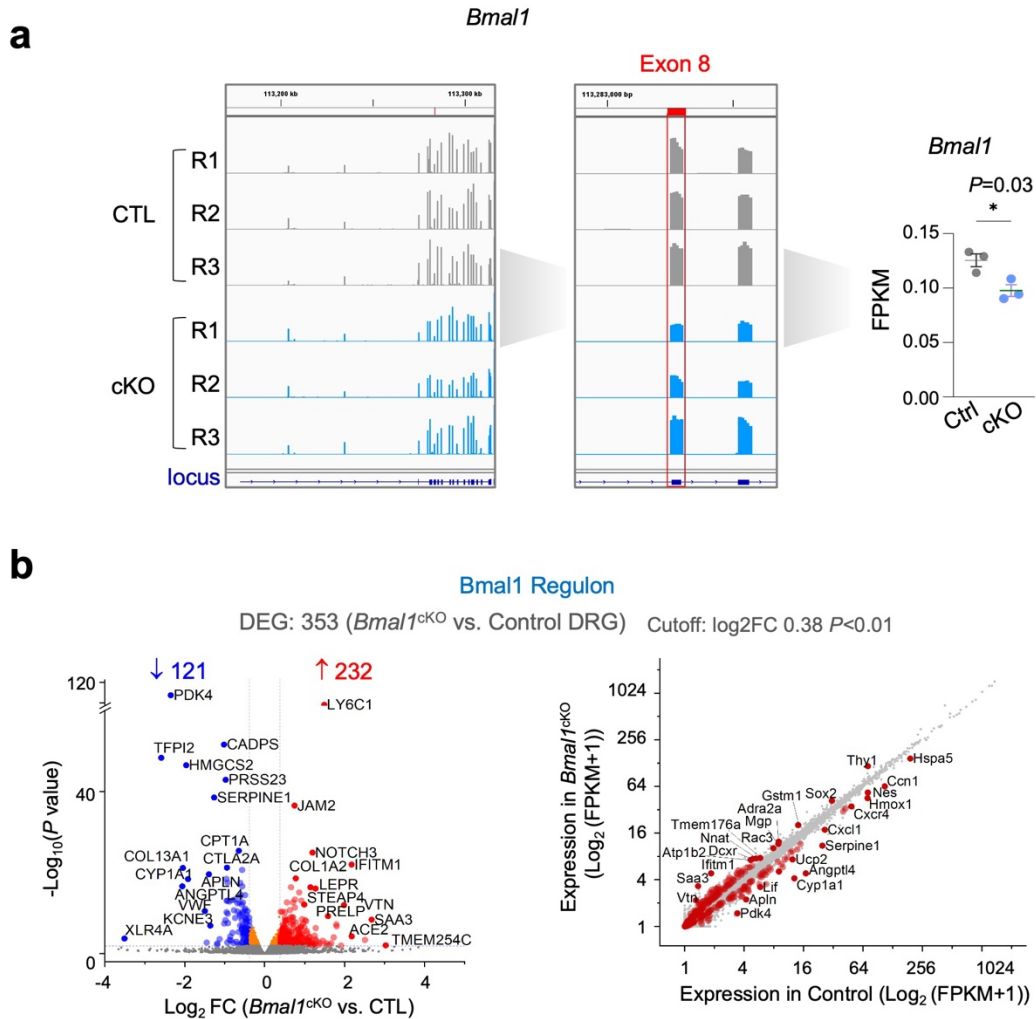

**Figure S12. *Bmal1*-dependent genes in regenerating DRG neurons after peripheral axotomy.**

**a.** Left, RNA-seq coverage tracks for *Bmal1* from primary DRG neurons at 28 hours-post seeding. Floxed exon 8 is highlighted (red box) showing reduced coverage in *Bmal1* cKO compared to control. 

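The deposited FPKM values are the counts divided by a gene length and by the sample's total count, so they carry no information beyond the counts. *Bmal1* was at 0.116, 0.131 and 0.136 FPKM in control replicates 1, 2 and 3, and at 0.0956, 0.0933 and 0.109 FPKM in cKO replicates 1, 2 and 3. The means were 0.128 ± 0.0104 FPKM (SD, n = 3) and 0.0993 ± 0.0085 FPKM (SD, n = 3), which is 22.4% lower in cKO cultures (exact permutation test, two-sided, p = 0.1, the smallest p for 3 against 3).

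**Figure D3:**
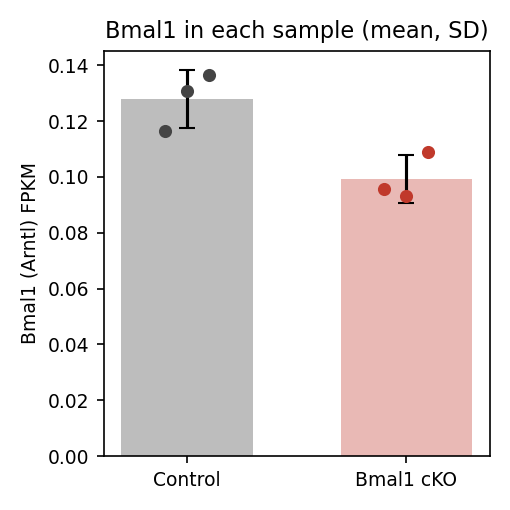
*Bmal1* FPKM (vertical axis) in control and *Bmal1* cKO cultures (horizontal axis). Bars show means, error bars SD and points the 3 samples per group, with means of 0.128 and 0.0993 FPKM.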

Right, absolute expression level of *Bmal1* as FPKM. Data represent mean  $\pm$  SEM.  $n=3$  samples each. Unpaired two-tailed Student's t-test.

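Of the genes labelled in the volcano plot, 26 were tested and all 26 were called here, with 25 at adjusted P below 0.05 by edgeR's quasi-likelihood test, and 11 were higher and 15 lower. *Angptl4* (log2 fold change -2.06, adjusted p = 0.000809) fell together with *Cpt1a* (-0.64, adjusted p = 0.000529). *Cyp1a1* fell from 186 ± 21.9 to 49.4 ± 11.6 CPM (SD, n = 3 each; log2 fold change -1.91, adjusted p = 0.000998 from the same test). *Vwf*, a marker of endothelial cells, fell from 104 ± 21.4 to 37 ± 6.23 CPM (SD, n = 3 each; log2 fold change -1.49, adjusted p = 0.004 from the same test). *Ly6c1*, which has close paralogs that can share its reads, rose from 21.5 ± 1.64 to 60.6 ± 0.875 CPM (SD, n = 3 each; log2 fold change 1.50, adjusted p = 1.75e-05 from the same test). *Ifitm1* (2.19, adjusted p = 0.004) and *Vtn* (1.99, adjusted p = 0.00436) rose from low levels of 2.15 and 0.937 CPM.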

**b.** Left, volcano plot of DEGs in *Bmal1* cKO DRG neurons vs. control reveals nearly twice as many upregulated than downregulated genes, cutoffs:  $0.38 \log_2FC$  and  $P < 0.01$ . Top DEGs are labeled. Right, scatter plot of genes by absolute expression levels in control (x-axis) versus *Bmal1* cKO DRG neurons (y-axis) at 1-day post-axotomy. DEGs are indicated in red.

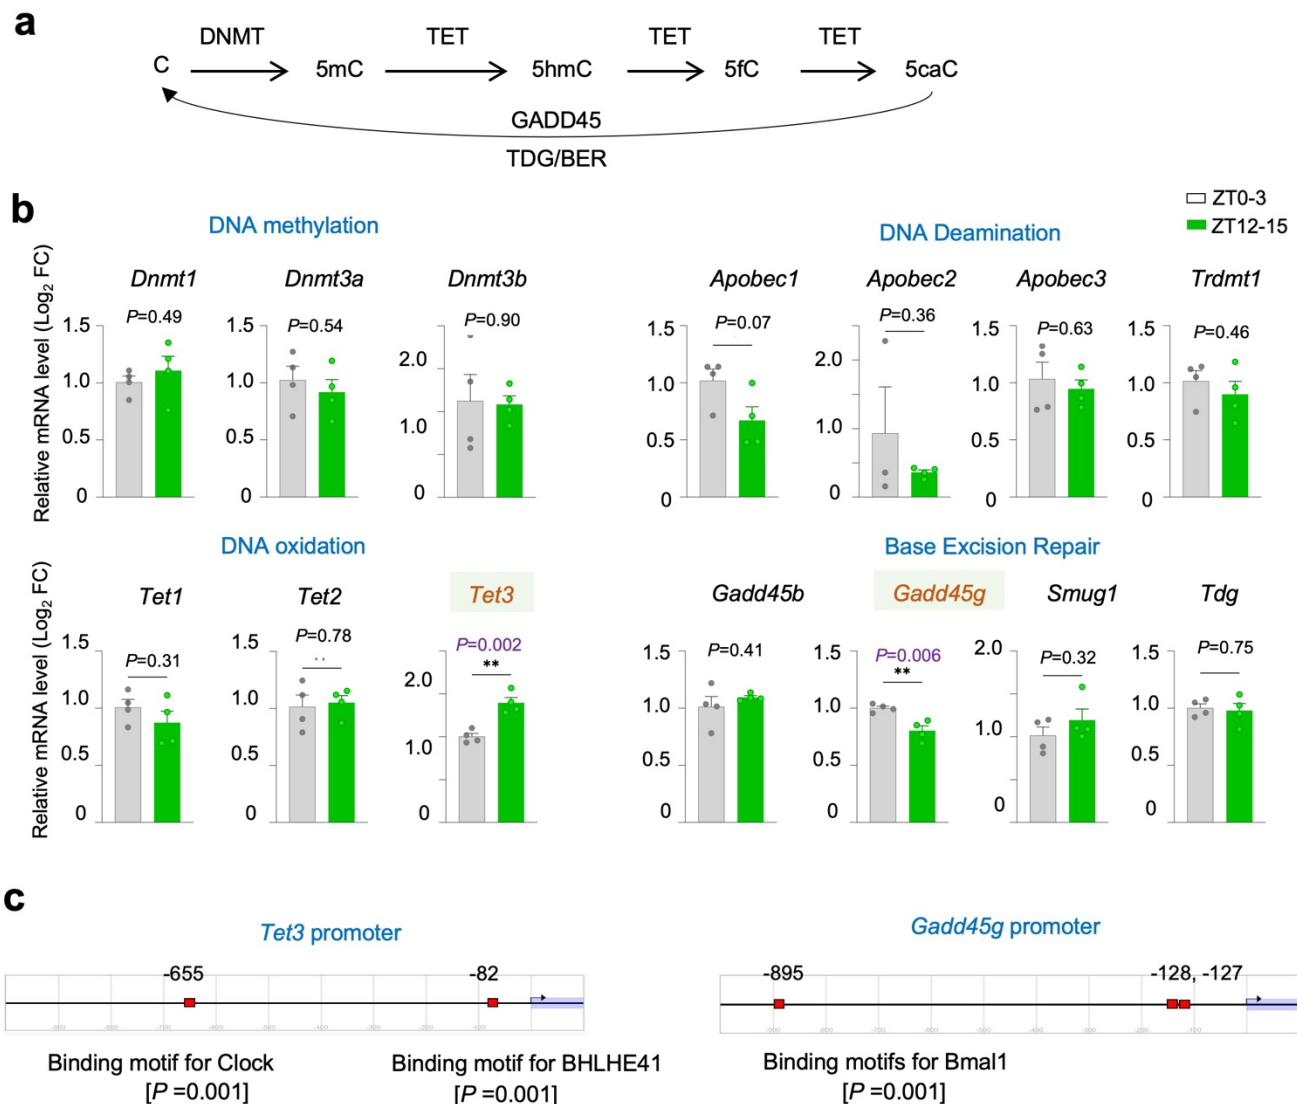

**Figure S13. Expression of genes involved in DNA (de) methylation pathways at different ZTs.**

**a.** Schematic of DNA methylation/demethylation pathway. Cytosine (C) methylation is mediated by DNA methyltransferase (DNMT). Methylated cytosine (5mC) is converted to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) by iterative oxidation catalyzed by TETs. Complete demethylation is mediated by the thymine-DNA glycosylase (TDG) / Base Excision Repair pathway (BER), which recognizes either 5fC or 5caC as substrates. GADD45 interacts with TDG to promote cytosine demethylation.

**b.** qRT-PCR results of DNA (de)methylation pathway genes in uninjured DRGs isolated at ZT0-3 or ZT12-15 show that only *Tet3* and *Gadd45g* exhibit diurnal transcriptional changes in DRGs. Data represent mean  $\pm$  SEM.  $n=7-9$  DRGs isolated from 3-4 mice per group. Unpaired two-tailed Student's *t*-test.

**c.** Analysis for transcription factor binding sites in *Tet3* and *Gadd45g* promoter regions, performed with Eukaryotic Promoter Database (EPD) platform of ExPasy (SIB Swiss Institute of Bioinformatics).

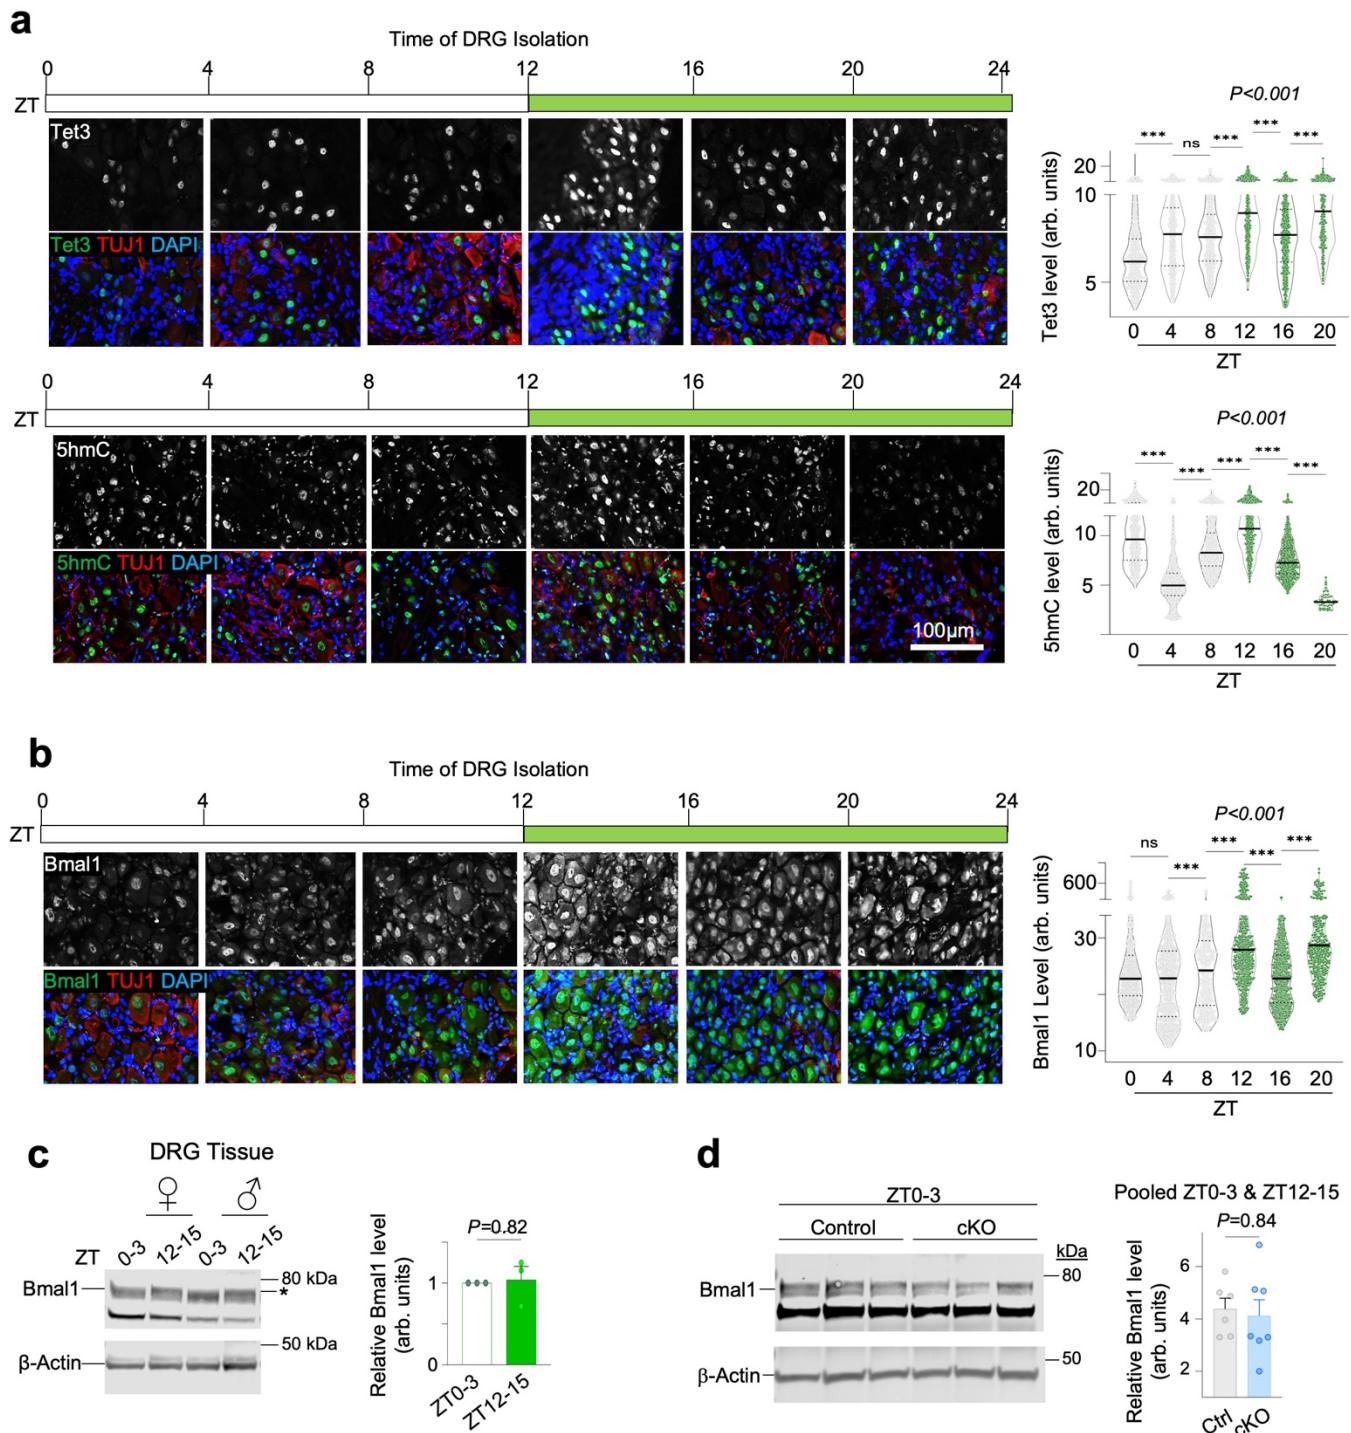

**Figure S14. Analysis of peak time-of-day expression of Bmal1 and Tet3-5hmC in DRGs.**

**a, b.** Representative IF images and quantifications of Tet3 and 5hmC levels (a) and Bmal1 (b) in uninjured DRG neurons at 4-hour intervals over 24 hrs. Note lag time of Bmal1 protein level relative to mRNA as previously reported (Lee et al., 2001; Tamaru et al., 2003). Median is shown by black line.  $n=9$  DRGs isolated from 3 mice per condition. Two-way ANOVA followed by Bonferroni's multiple comparison test.  $P$  values  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ , and ns, nonsignificant.

**c.** Immunoblot analysis and quantification of Bmal1 protein levels in lumbar DRG tissue lysates (from male or female) show comparable levels at different ZT. Note post-translational modification of Bmal1 reproducibly observed at ZT12-15 (asterisk).  $n=3$  independent experiments. Data represent mean  $\pm$  SEM. Unpaired two-

tailed Student's *t*-test.

**d.** Immunoblotting and quantification show no significant reduction of Bmal1 protein level in DRG tissues from cKO mice relative to controls. Pooled quantification of n=6-7 mice per group. Data represent mean  $\pm$  SEM. Mann-Whitney test.

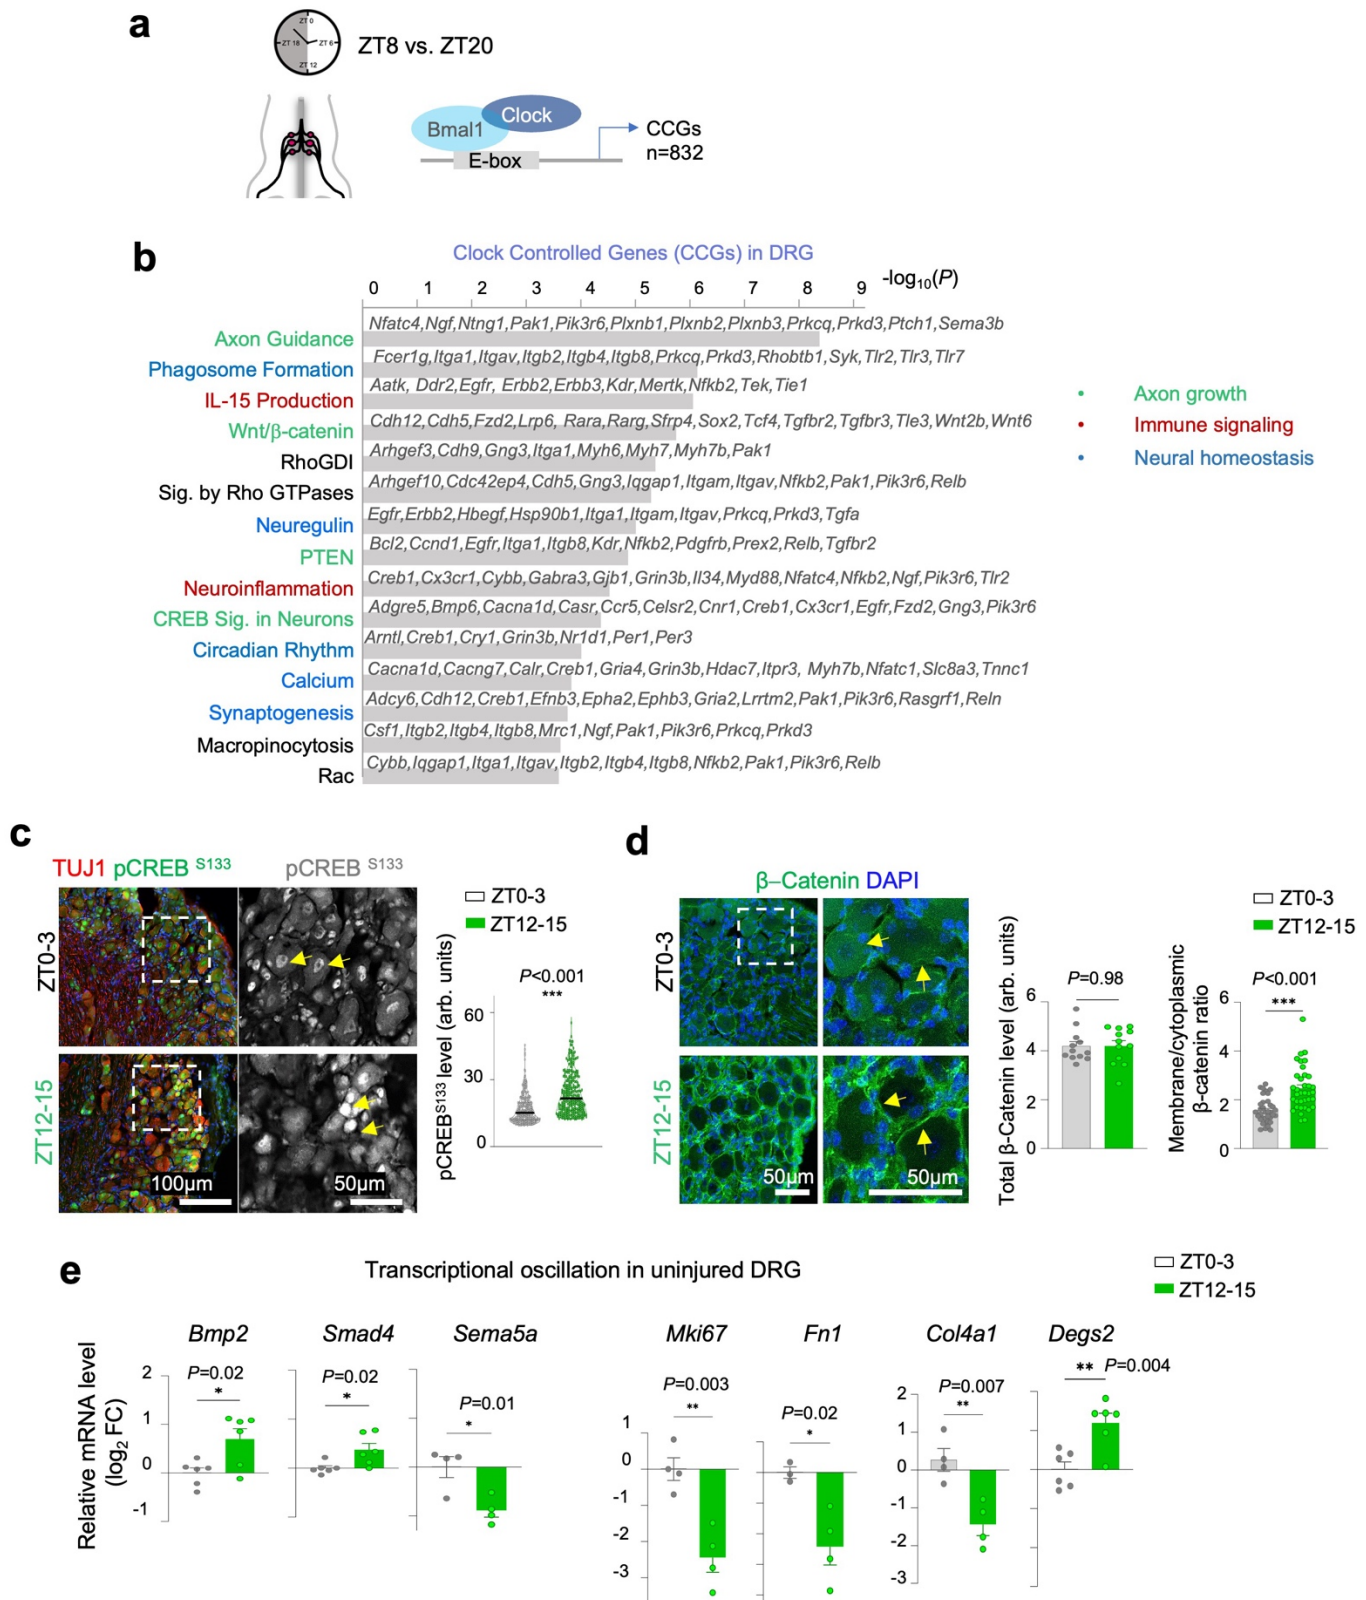

**Figure S15. DRG clock-controlled genes are implicated in pathways concerning axon growth, immune signaling, and neural homeostasis.**

**a.** Schematic diagram: RNA-seq study of lumbar DRGs at ZT8 vs. ZT20 identified 832 clock-controlled genes (CCGs) (Kim et al., 2020).

**b.** IPA of DRG CCGs (n=832) show the top 15 enriched pathways (individual CCGs indicated on the right).

Right-tailed Fisher's exact test.

**c.** Validation study by IF images and quantification verified higher nuclear pCreb<sup>S133</sup> levels in uninjured DRG neurons (TUJ1<sup>+</sup>) at ZT12-15 than ZT0-3. Violin plots of top 300 neurons from 6 lumbar DRGs dissected from n=4 pairs of mice. Median is shown by black line. Mann-Whitney test.

**d.** Representative IF images and quantification show higher membrane  $\beta$ -catenin levels in uninjured DRG neurons (TUJ1<sup>+</sup>) at ZT12-15 than ZT0-3. Total  $\beta$ -catenin data from n=2-3 randomly selected areas of lumbar DRGs from n=4 mice per group. Ratio of membrane to cytoplasmic  $\beta$ -catenin data from 9 random areas of lumbar DRGs from n=4 pairs of mice. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

**e.** qRT-PCR survey of transcription levels of selected CCGs in DRGs at ZT0-3 and ZT12-15 confirmed diurnal changes. 6-9 pooled DRGs per mouse, n=3-6 mice per group. Data represent mean  $\pm$  SEM. Unpaired two-tailed Student's *t*-test.

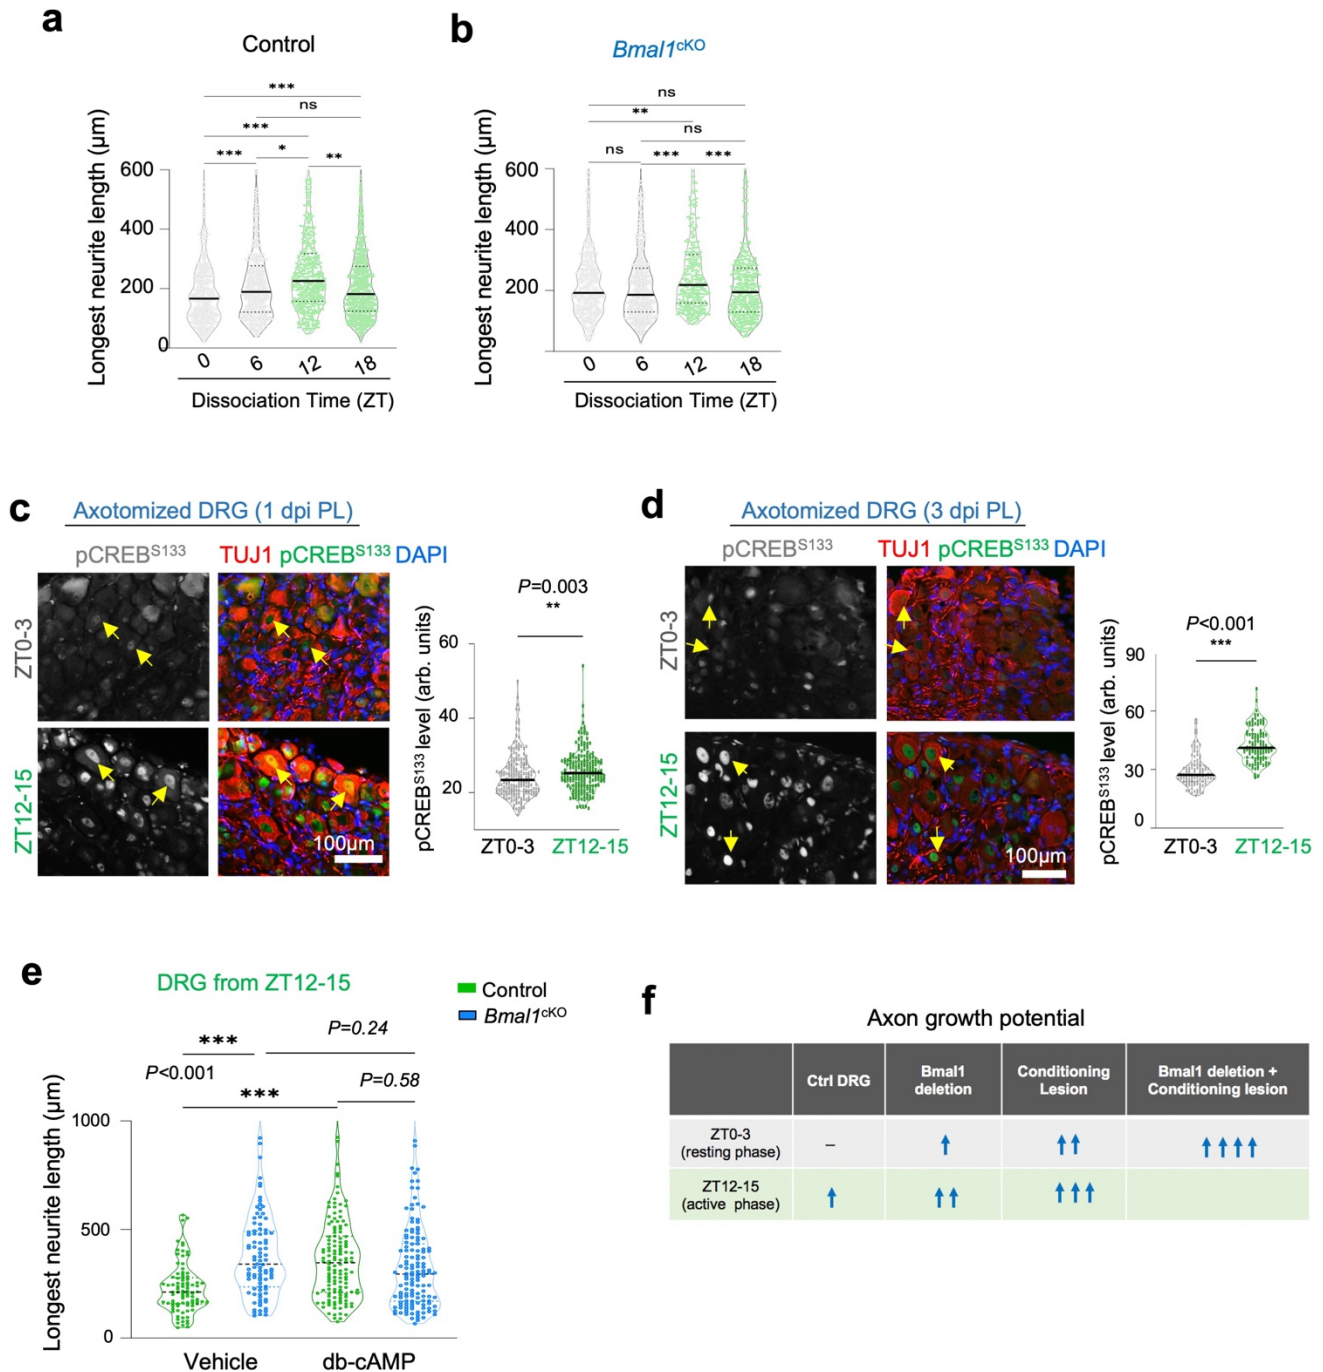

**Figure S16. Time of day effect of *Bmal1* deletion on neurite outgrowth and cAMP-CREB pathway activation after PL.**

**a, b.** Quantifications on time-of day effect on neurite outgrowth capacity shows sustained diurnal rhythmicity of control (a) and *Bmal1* cKO neurons (b). For each ZT, at least  $n=300$  DRG neurons were quantified from  $n=2-3$  mice per group. Median is shown by black line. Two-way ANOVA followed by Bonferroni's multiple comparison test.  $P$  values \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ , and ns, nonsignificant.

**c, d.** IF images and quantifications show higher nuclear pCreb<sup>S133</sup> levels in axotomized DRG neurons (TUJ1<sup>+</sup>) at 1 or 3 dpi when injury had occurred at ZT12-15 than at ZT0-3. Violin plots of  $n=190$  neurons (1 dpi) or 100 neurons (3 dpi) from L5 lumbar DRG dissected from  $n=4$  pairs of mice. Median is shown by black line. Mann-Whitney test.

**e.** Quantification of neurite outgrowth from DRG neurons isolated at ZT12-15 from *Bmal1* cKO or control

mice and treated with vehicle or 1 mM db-cAMP (vehicle data also shown in Fig. 10D). Note that db-cAMP treatment did not further augment the enhanced neurite outgrowth capacity of *Bmal1* cKO neurons. n=88-136 neurons per genotype. Median is shown by black line. Two-way ANOVA followed by Bonferroni's multiple comparison test.

**f.** Tabular summary of the effects of *Bmal1* deletion and conditioning lesion on axon regeneration. *Bmal1* deletion mimics but does not match the conditioning lesion, which likely operates through other pro-regenerative mechanisms. Remarkably, *Bmal1* deletion can further augment the conditioning effect, which only causes a transient downregulation of *Bmal1*.

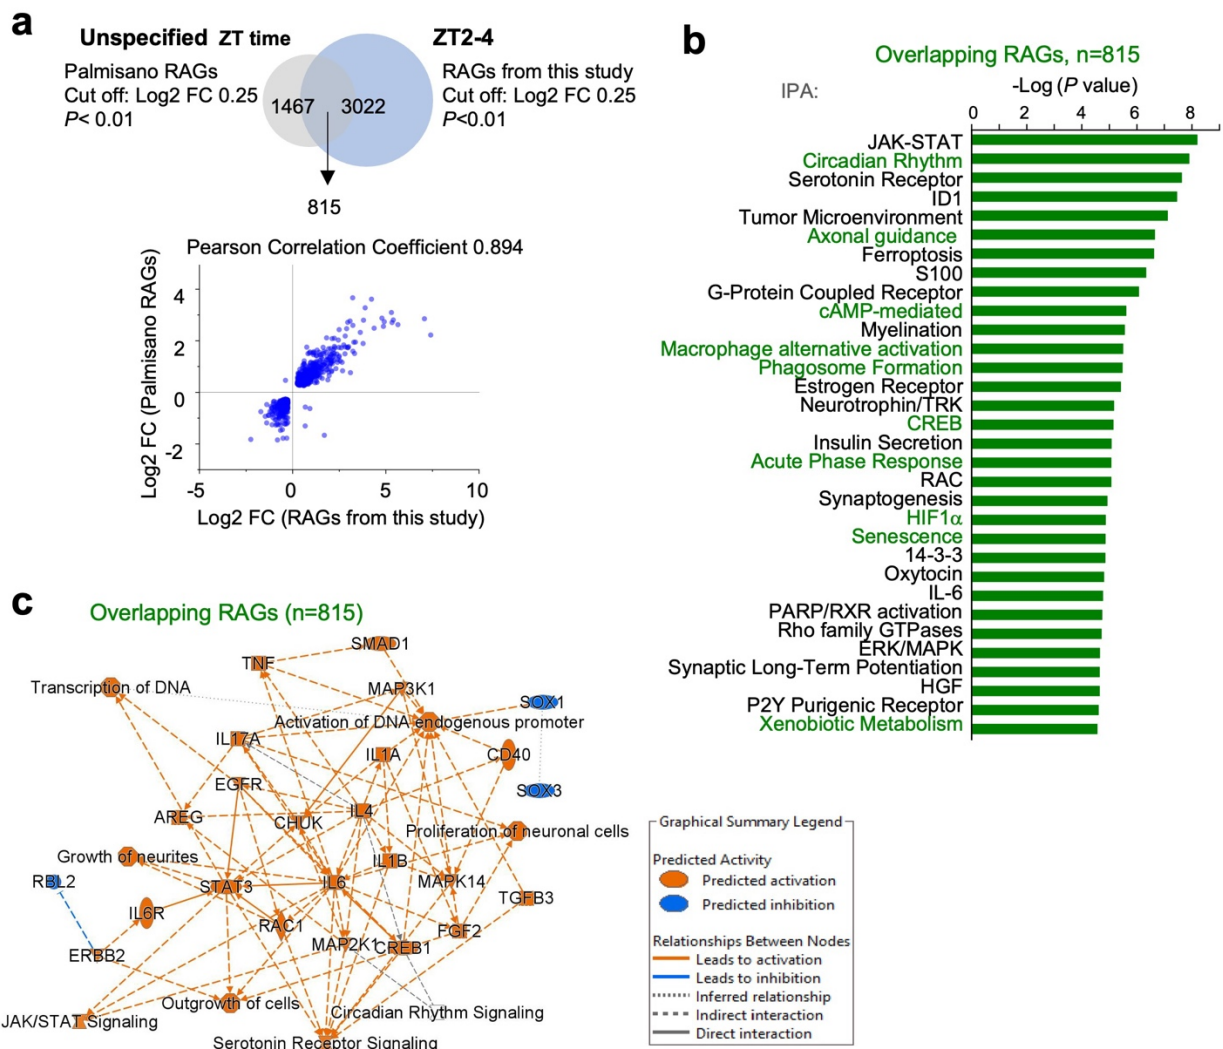

**Figure S17. Time-of-day effect on regeneration-associated genes in axotomized DRG after PL**

**a.** Top, Venn diagram shows intersection of RAGs identified by our study ( $n=3,022$ ) versus Palmisano et al. dataset ( $n=1,467$ ). Bottom, volcano plot of 815 overlapping RAGs, with labeled top differentially regulated genes.

**b.** IPA for canonical pathways of the 815 overlapping RAGs demonstrate top enrichment of pathway activated in *Bmal1* cKO mice (refer to main Fig. 7d, f, g). Highlighted pathways in green are shared with *Bmal1* cKO canonical pathway enrichment results. Right-tailed Fisher's exact test.

**c.** IPA graphical summary of the 815 overlapping RAGs highlights circadian rhythm, neurite growth, transcriptional activation, and immune response as top relevant pathways.

## Uncropped Western blots of Supplementary Figures

Figure S2a

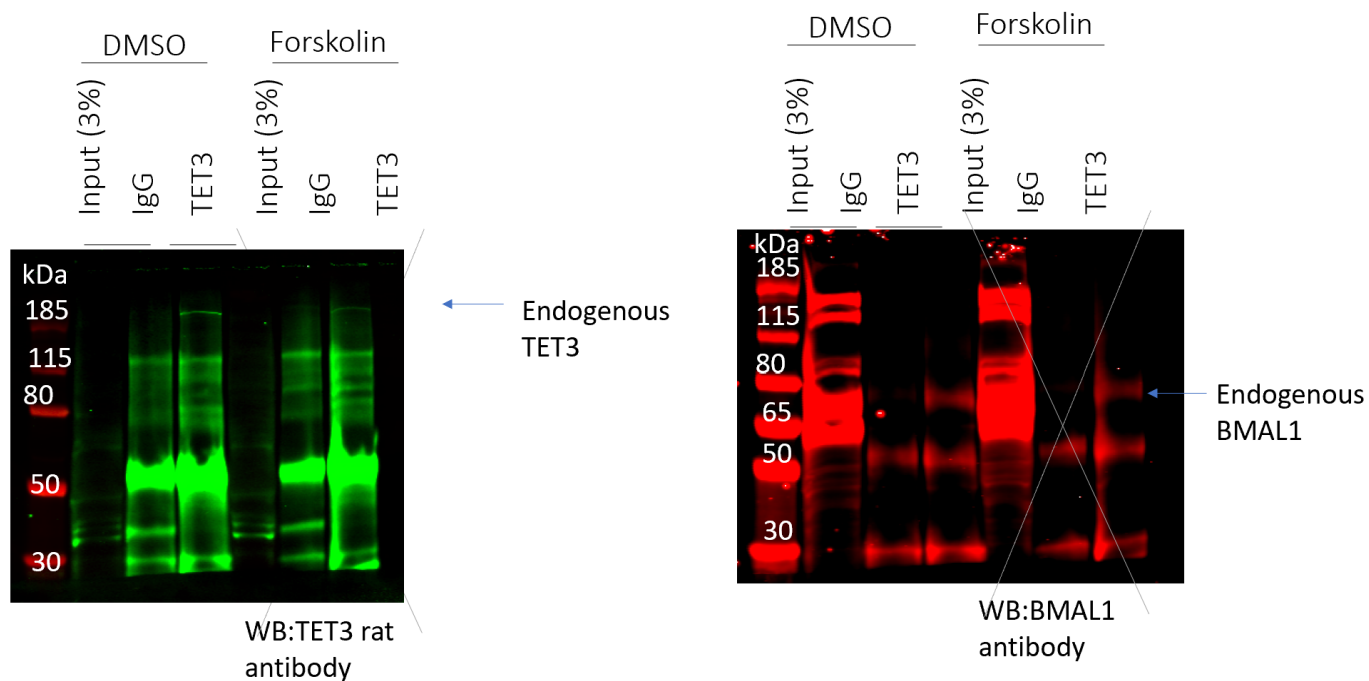

Figure S2b

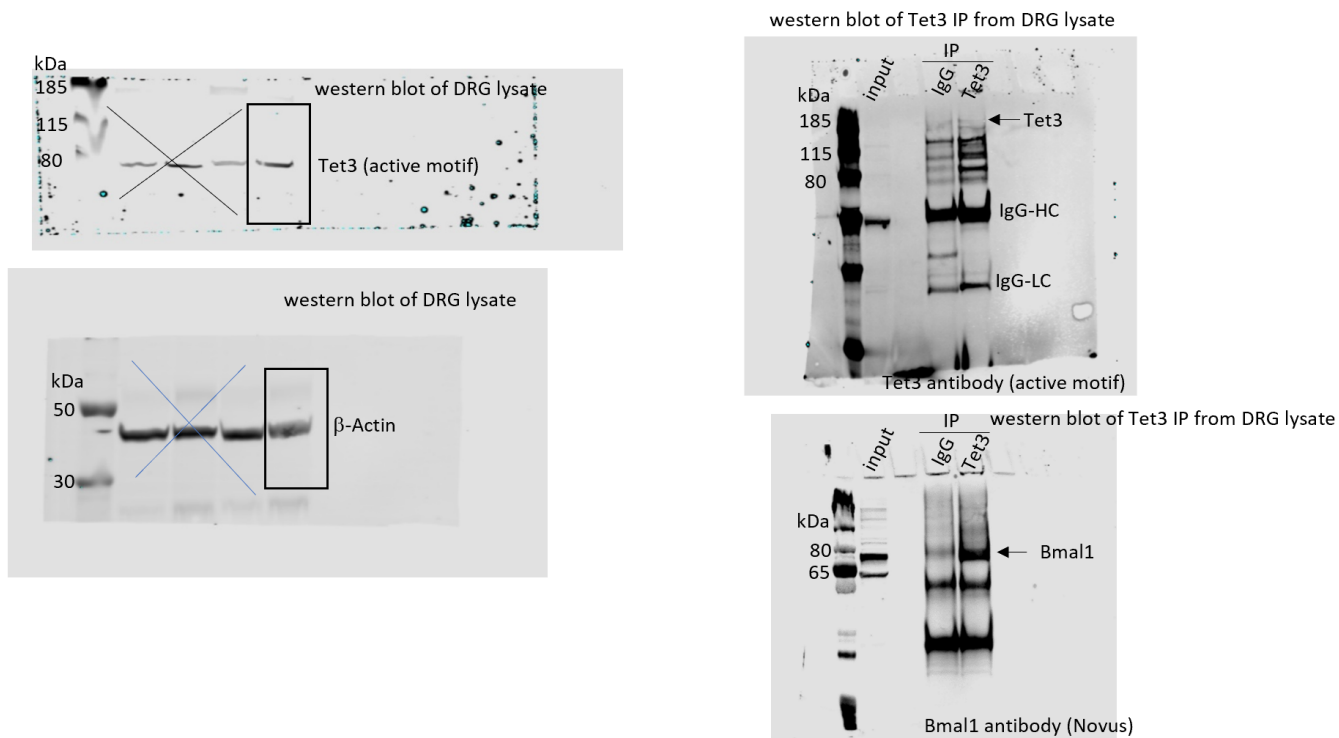

Figure S2c

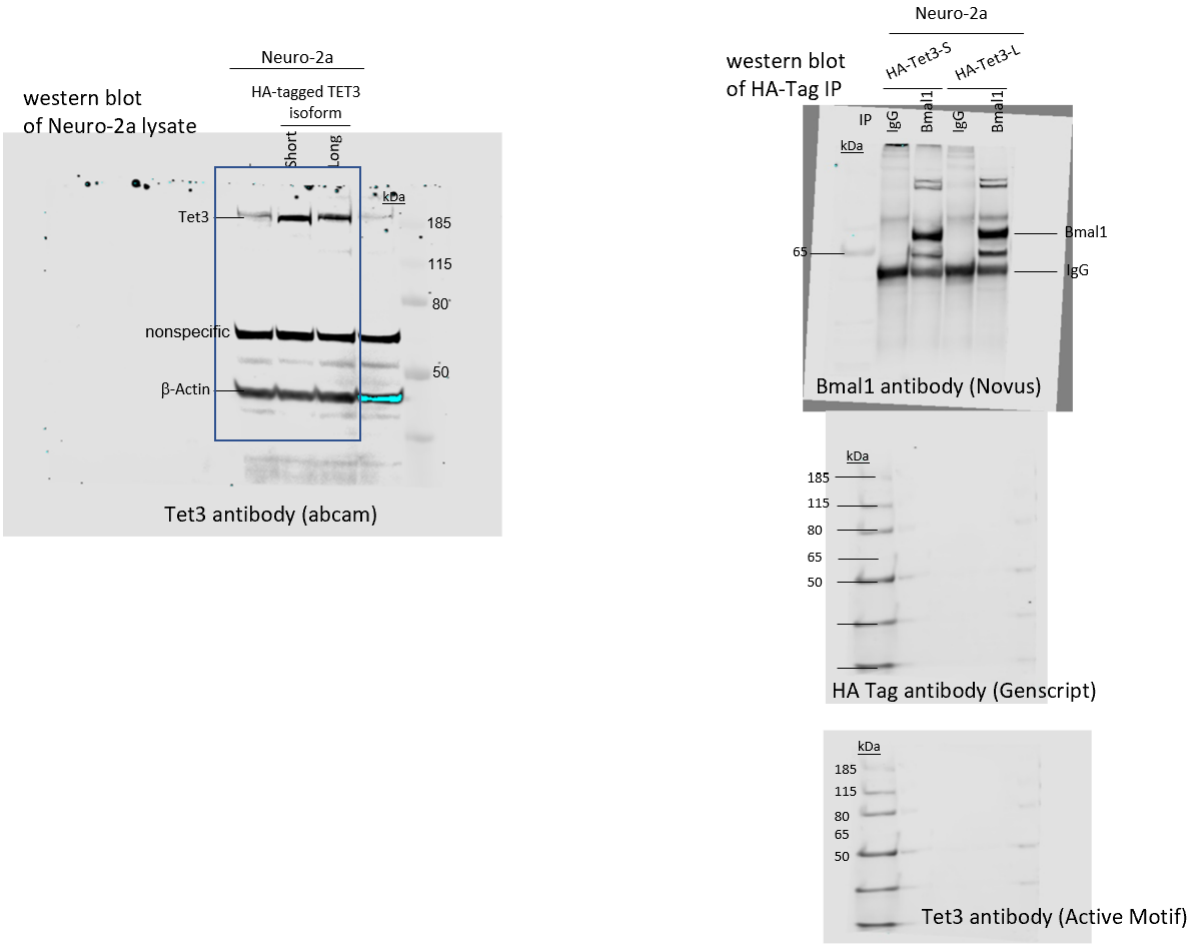

Figure S3b

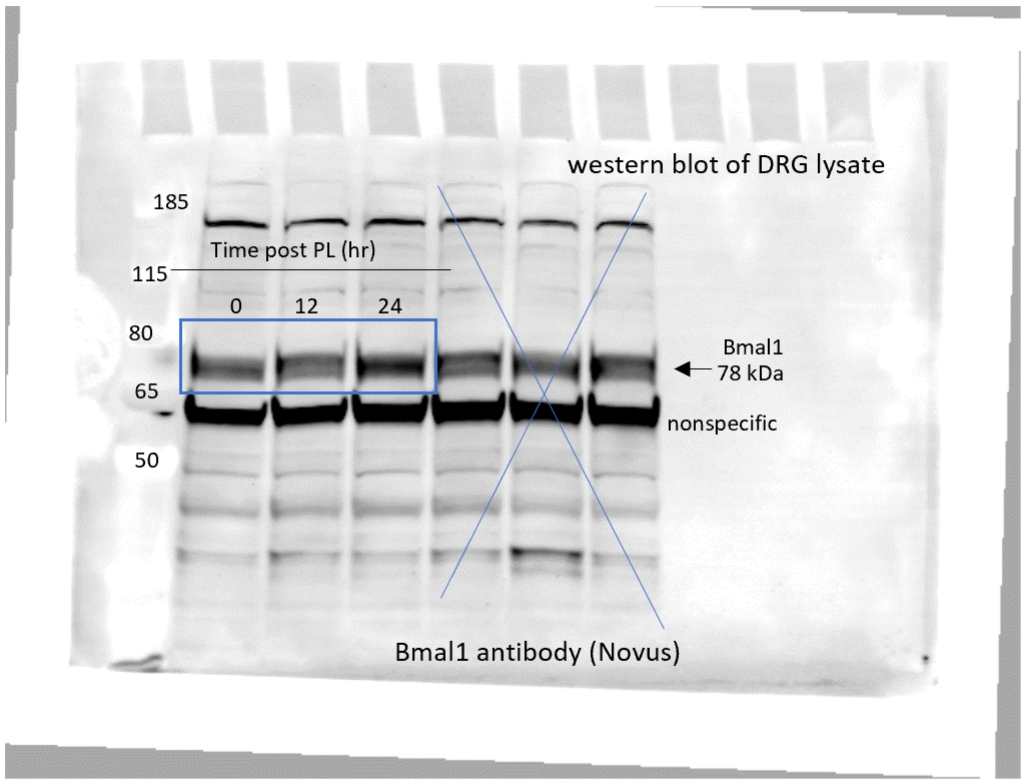

Figure S4d

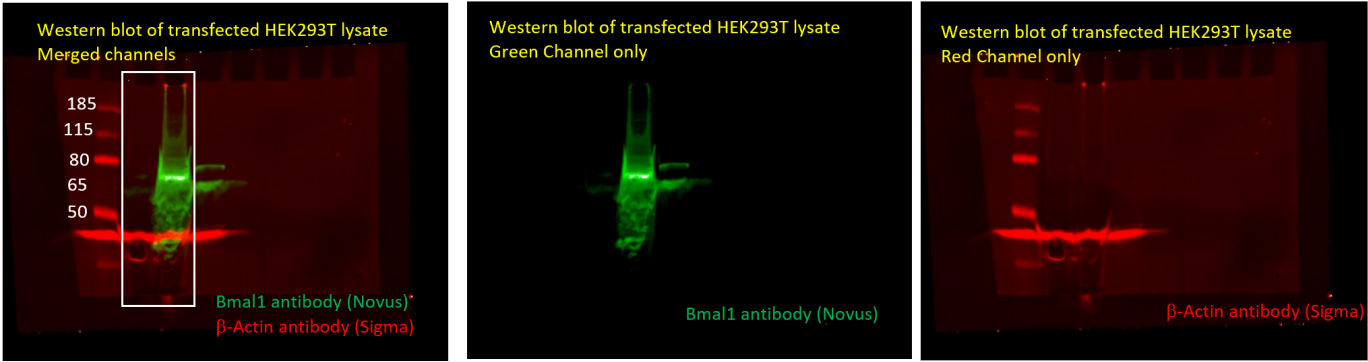

Figure S14c

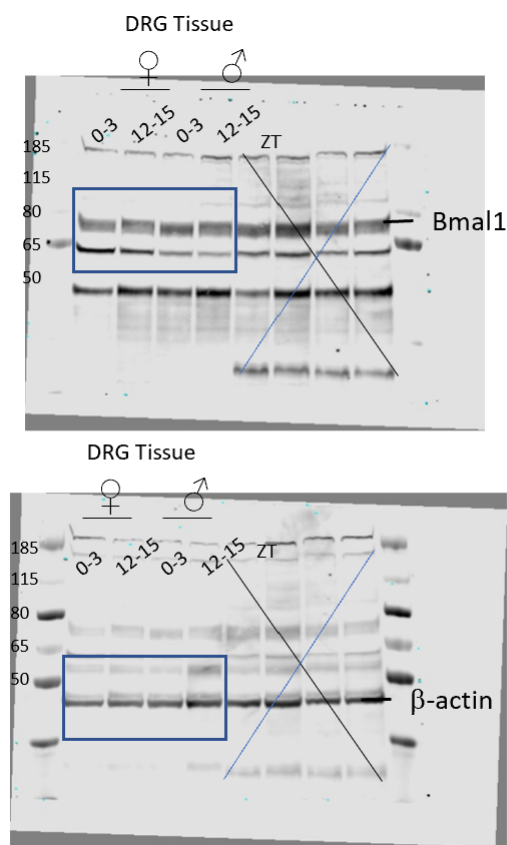

Figure S14d

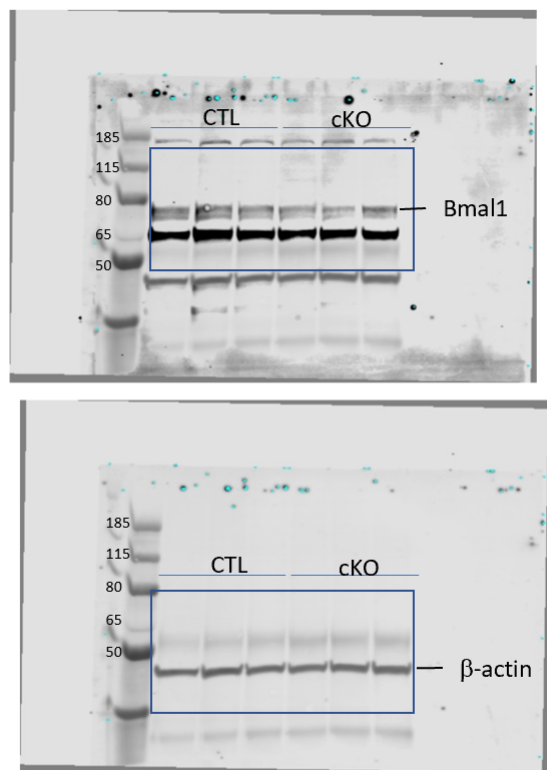

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Circadian clock regulator Bmal1 gates axon regeneration via Tet3 epigenetics in mouse sensory neurons
**Source:** Nat Commun. 2023 Aug 24;14:5165. doi: 10.1038/s41467-023-40816-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files Document

### **Description of Additional Supplementary Files**

**Supplementary Data 1.** Transcription factor binding motif enrichment in PL-DhMRs.

**Supplementary Data 2.** Genomic coordinates of PL-DhMRs with 5hmC gain or loss and associated genes.

**Supplementary Data 3.** Genomic coordinates of PL-DhMRs with Bmal1 binding motif and associated genes.

**Supplementary Data 4.** RAGs (PL vs. no injury, ZT2-4) at 1 dpi (cutoff 0.25 log<sub>2</sub>FC, P<0.01, n=3,022) based on RNA-seq. P value determined by Welch's two-sample t-test.

**Supplementary Data 5.** Intersection of RAGs with genes associated with PL-DhMRs (n=346).

**Supplementary Data 6.** RAGs with Bmal1 binding motif within PL-DhMRs (n=129).

**Supplementary Data 7.** RAGs without Bmal1-motif within in PL-DhMRs (n=223).

**Supplementary Data 8.** Genomic coordinates of PL-DhMRs without Bmal1 binding motif and associated genes.

**Supplementary Data 9.** Bmal1 regulon in DRG neurons (Bmal1cKO vs. control) at 28 hr postseeding (cutoff of 0.25 log<sub>2</sub> FC, P<0.01, n=625 DEGs). P value determined by Welch's twosample t-test.

**Supplementary Data 10.** Bmal1-regulated genes with PL-DhMRs (n=85 genes). P value determined by Welch's two-sample t-test.

**Supplementary Data 11.** Bmal1-regulated genes with Bmal1 binding motif within PL-DhMRs (n=36 genes). P-value determined by Welch's two-sample t-test.

**Supplementary Data 12.** Clock controlled genes in DRGs (from Kim et al. 2020, n=832).

**Supplementary Data 13.** Shared RAGs in axotomized DRG at 1 dpi after PL conducted at ZT2-4 vs. unspecified ZT (Palmisano et al 2019) (n=815 genes). P value determined by Welch's twosample t-test.

**Supplementary Data 14.** qRT-PCR primers.

# Supplementary material for: Circadian clock regulator Bmal1 gates axon regeneration via Tet3 epigenetics in mouse sensory neurons
**Source:** Nat Commun. 2023 Aug 24;14:5165. doi: 10.1038/s41467-023-40816-7
**Supplement:** Supplementary file 18 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zeiss AxioVision Rel 4.8 (fluorescent microscopy images); Zeiss Zen (Confocal images); Olympus cellSense Entry (Brightfield microscopy images); LI-COR Odyssey Classic system (western blotting); ABI Prism 7900HT Sequence Detection instrument (qRT-PCR); Illumina NovaSeq platform (RNA-seq).

Data analysis

Software used: GraphPad Prism 8.0 and Origin 2020b (plotting, statistical analysis); Fiji (image quantifications); Adobe Illustrator CS5 (illustration preparation); Microsoft Powerpoint and Microsoft Paint (figure preparation); Microsoft Excel (data handling); Ingenuity Pathway Analysis; GREAT 4.0 (<http://great.stanford.edu/public/html/index.php>); HOMER (Perl script findMotifsGenome.pl); deepTools software (Chromatin Accessibility Analysis); Eukaryotic Promoter Database platform (<https://epd.epfl.ch/index.php>); SDS 2.4 (qRT-PCR analysis); String DB (<https://string-db.org/cgi/network.pl>); NGS-Data-Charmer pipeline ; Trim-Galore tool (v0.6.5); Bowtie2 (v2.4.1); SAMtools120 (v1.10)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data has been deposited at the NCBI GEO database under accession number GSE233367 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233367>]. Mouse genome mm9 and mm10. DRG 5hmC sequencing dataset17 is available under accession code: GSE85972. [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85972>]. Published RNA-seq and ATAC-seq datasets14 are available at the GEO under accession codes: GSE97090 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97090>] and GSE132382 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132382>].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                |
|-----------------------------|----------------|
| Reporting on sex and gender | Not applicable |
| Population characteristics  | Not applicable |
| Recruitment                 | Not applicable |
| Ethics oversight            | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of mice, DRGs, and cells used for all experiments is indicated clearly in the figure legends and was determined based on previous experience and consistent with publications from our group and other labs the field (please see references below).<br>DOI: <a href="https://doi.org/10.1523/JNEUROSCI.5397-08.2009">https://doi.org/10.1523/JNEUROSCI.5397-08.2009</a><br>DOI: <a href="https://doi.org/10.1073/pnas.1100426108">10.1073/pnas.1100426108</a><br>DOI: <a href="https://doi.org/10.1016/j.neuron.2015.09.050">10.1016/j.neuron.2015.09.050</a><br>DOI: <a href="https://doi.org/10.1016/j.neuron.2017.03.034">10.1016/j.neuron.2017.03.034</a><br>DOI: <a href="https://doi.org/10.1523/JNEUROSCI.0589-13.2013">10.1523/JNEUROSCI.0589-13.2013</a><br>In vivo analysis of nerve regeneration utilized 5 to 9 mice per group. In vitro DRG neuron culture and qRT-PCR analysis utilized the indicated number of DRGs obtained from a minimum of 3 mice per group unless otherwise indicated. N2a coimmunoprecipitation experiments were performed 3 independent times on different days. siRNA treatment of N2a and qRT-PCR analysis were performed on 2-and 5 different passages, respectively. qRT-PCR analyses of H9 stem cells, NPC, and cortical neurons, were performed in 3 independent conditions. Drug treatment of induced cortical neurons was performed on 3 independently derived cultures. DRG explants were obtained from 2 mice per group and at least 2 DRGs per mouse were used for analysis. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | For all in vivo studies, individual animals were used as replicates. Experiments were repeated a minimum of 3 times and up to 6 times in different mice. In vitro experiments were replicated a minimum of 3 times as indicated. We observed that baseline 5hmC levels in DRG neurons can be affected by stress in mice caused by fighting or if analyzed immediately after 5 consecutive tamoxifen injections (once daily by IP). In the early phase of the study, we optimized to wait at least 2 weeks after last injection before conducting experiments on Bmal1cKO mice. Mice with prior history of fighting were excluded from experiment. These observations are consistent with reported effects of stress and activity level on circadian clock (reference: doi: <a href="https://doi.org/10.1016/j.ynstr.2016.09.001">10.1016/j.ynstr.2016.09.001</a> ) All other attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | For all experimental groups, group allocation was randomized by age and sex. Littermates were assigned as controls and sex matched when possible.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | The investigators were not fully blinded during experiments and data collection, while data analyses were performed in a blinded manner                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

wherever possible, frequently involving two experimenters independently participating in quantifications.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies used were as follows:  
 anti- Bmal1 (Novus, NB100-2288, 1:250),  
 TET3 (Active Motif, #61744, 1:300),  
 ShmC (Active Motif, #39769, 1:500),  
 pCREBS133(Cell Signaling, #9198, 1:300),  
 $\beta$ -catenin (BD Biosciences, #610153, 1:200),  
 TUJ1/ $\beta$ 3 tubulin (Biolegend, #801202, 1:1000; Cell Signaling, #5568, 1:300),  
 SCG10 (Novus, NBP1-49461, 1:1000),  
 CD206 (R&D systems, AF2535, 1:200),  
 CD68 (Bio-Rad, MCA1957GA, 1:200),  
 IBA1 (Wako, #019-19741, 1:2000),  
 ATF3 (Santa Cruz, sc-188, 1:300),  
 PGP9.5 (Neuromics, RA12103),  
 NFH (EMD Millipore, AB5539),  
 GFP (AVES, AB5541, 1:1000)  
 GAP43 (Millipore, AB5220, 1:300)  
 NPY (Santa Cruz, sc-133080, 1:100)  
 $\beta$ -Actin (Sigma, A1978, 1:10,000)  
 mcherry (Invitrogen, M11240, 1:500)  
 Secondary cross-adsorbed and Alexa-coupled donkey anti-IgG antibodies (Jackson ImmunoResearch) were used at a dilution of 1:300.

### Validation

All antibodies used in this study have been validated by the companies from which they were purchased. Details about validation statements of the antibody manufacturers, relevant citations and antibody profiles can be found on the manufacturer's website.  
 anti- Bmal1 (Novus, NB100-2288, 1:250), [https://www.novusbio.com/products/bmal1-antibody\\_nb100-2288](https://www.novusbio.com/products/bmal1-antibody_nb100-2288)  
 TET3 (Active Motif, #61744, 1:300), <https://www.activemotif.com/catalog/details/61743/tet3-antibody-mab-clone-23b9>  
 ShmC (Active Motif, #39769, 1:500), <https://www.activemotif.com/catalog/details/39769.html>  
 pCREBS133(Cell Signaling, #9198, 1:300), <https://www.cellsignal.com/products/primary-antibodies/phospho-creb-ser133-87g3-rabbit-mab/9198>  
 $\beta$ -catenin (BD Biosciences, #610153, 1:200), <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-catenin.610153>  
 TUJ1/ $\beta$ 3 tubulin (Biolegend, #801202, 1:1000; Cell Signaling, #5568, 1:300), <https://www.biolegend.com/fr-fr/products/purified-anti-tubulin-beta-3-tubb3-antibody-11580?GroupID=GROUP686> and <https://www.cellsignal.com/products/primary-antibodies/b3-tubulin-d71g9-xp-rabbit-mab/5568>  
 SCG10 (Novus, NBP1-49461, 1:1000) [https://www.novusbio.com/products/stathmin-2-stmn2-antibody\\_nbp1-49461](https://www.novusbio.com/products/stathmin-2-stmn2-antibody_nbp1-49461)  
 CD206 (R&D systems, AF2535, 1:200), [https://www.bio-technie.com/p/antibodies/mouse-mmr-cd206-antibody\\_af2535](https://www.bio-technie.com/p/antibodies/mouse-mmr-cd206-antibody_af2535)  
 CD68 (Bio-Rad, MCA1957GA, 1:200), [https://www.scbt.com/p/cd68-antibody-kp1?gclid=CjwKCAjw8ZKmBhArEiwAspcJ7s1PchRm8dWX5dXjo3nqdKUqPvVlle2MYziquwwux3HE0rL1V5m3nRoCwZQQAvD\\_BwE](https://www.scbt.com/p/cd68-antibody-kp1?gclid=CjwKCAjw8ZKmBhArEiwAspcJ7s1PchRm8dWX5dXjo3nqdKUqPvVlle2MYziquwwux3HE0rL1V5m3nRoCwZQQAvD_BwE)

IBA1 (Wako, #019-19741, 1:2000), <https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html>

ATF3 (Santa Cruz, sc-188, 1:300), <https://www.scbt.com/p/atf-3-antibody-c-19>

PGP9.5 (Neuromics, RA12103), <https://www.neuromics.com/RA12103>

NFH (EMD Millipore, AB5539), [https://www.emdmillipore.com/US/en/product/Anti-Neurofilament-H-Antibody,MM\\_NF-AB5539?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.emdmillipore.com/US/en/product/Anti-Neurofilament-H-Antibody,MM_NF-AB5539?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)

GFP (AVES, AB5541, 1:1000) [https://www.scbt.com/p/gfp-antibody-b-2?gclid=CjwKCAjw8ZKmBhArEiwAspcJ7k-CdaFI7w2FnykEb86liZ65lpVmtDwmvCs9fl66ZtvS0h2MOQZjhoCZ7MQAvD\\_BwE](https://www.scbt.com/p/gfp-antibody-b-2?gclid=CjwKCAjw8ZKmBhArEiwAspcJ7k-CdaFI7w2FnykEb86liZ65lpVmtDwmvCs9fl66ZtvS0h2MOQZjhoCZ7MQAvD_BwE)

GAP43 (Millipore, AB5220, 1:300) [https://www.emdmillipore.com/US/en/product/Anti-Growth-Associated-Protein-43-GAP-43-Antibody,MM\\_NF-AB5220?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.emdmillipore.com/US/en/product/Anti-Growth-Associated-Protein-43-GAP-43-Antibody,MM_NF-AB5220?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

NPY (Santa Cruz, sc-133080, 1:100) <https://www.scbt.com/p/npv-antibody-f-6>

$\beta$ -Actin (Sigma, A1978, 1:10,000) <https://www.sigmaaldrich.com/US/en/product/sigma/a1978>

mcherry (Invitrogen, M11240, 1:500) <https://www.thermofisher.com/antibody/product/mCherry-Antibody-clone-16D7-Monoclonal/M11240>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                           |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Neuro2a ATCC CCL-131, H9 hESC ()                                     |
| Authentication                                                    | Cell-lines were obtained directly from source and were not further validated in the lab.  |
| Mycoplasma contamination                                          | Cell lines was tested negative for mycoplasma contamination by using IDEXX RADIL service. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this work.                              |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse strains were obtained from The Jackson Laboratory (C57BL/6J-stock #000664), Tg(Thy1-cre/ERT2,-EYFP)HGfng (also known as SLICK-H-stock #012708), B6.Cg-Tg(Nes-cre)1Kln/J (stock #003771), Bmal1/fl (stock #007668); or Charles River CD-1 mice. Animal procedures were conducted according to a protocol (IPROTO202200000184) approved by the Institutional Animal Care and Use Committee (IACUC) at Mount Sinai. All mice were bred onto C57BL/6J genetic background for at least three generations. Animals were housed under 12:12 hr light:dark cycle with ad libitum access to food and water and were habituated to the facility for at least 2 weeks prior to conducting experiments. Facility temperature is estimated at 18-23°C with 40-60% humidity. Animals were housed in groups of 5 in pathogen free barrier facility, in corn bedding lined cages, with pellet chow and water bottles. All mice used in the study were used as young adults of less than 16 week of age. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | We used mixed sex for all experiments. We considered the effect of sex in Figure 9C and found no apparent effect on neurite outgrowth of DRG neurons.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | This study does not involve field work.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal procedures complied with ethical regulations for animal testing and research and were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) at Icahn School of Medicine at Mount Sinai (approved protocol# IPROTO202200000184). H9 human embryonic stem (hES) cells studies were approved by the Embryonic Stem Cell Research Oversight Committee (ESCRO) at Icahn School of Medicine at Mount Sinai.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

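RNA-seq of DRG neuron cultures from 3 control and 3 *Bmal1* cKO mice at 28 h after seeding was used. All 6 samples were mapped from the sample labels and the paper. The authors trimmed adapters with Trim-Galore, aligned reads to mm10 with Bowtie2, removed duplicate pairs with SAMtools and counted reads over gene bodies with featureCounts on the GENCODE annotation. The deposited counts are whole numbers per gene, not normalized, although the option for fractional counting is named in the methods. The authors also deposited FPKM values; in all 24903 genes with a count in every sample these equal the count over 1 length per gene and the sample total, so they are not independent of the counts.

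From the counts, log2 fold changes, p-values and adjusted p-values were computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, no covariate), over genes with at least 2 counts in at least 5 samples. The cutoffs were the paper's, a log2 fold change beyond 0.25 or 0.38 with unadjusted P below 0.01, and adjusted P below 0.05 was reported beside them. DESeq2 1.42.0 and limma 3.58.1 on log2(FPKM + 0.1) were alternatives. The paper names DESeq2 in its methods and Welch's test in the legend of Supplementary Data 9. Further alternatives were DESeq2's size factors in edgeR, other filters, a replicate block, other pseudocounts and leaving out each sample in turn. Alternatives chosen after the data were seen were protein-coding genes only and the 500 genes of highest variance after a variance-stabilizing transformation.

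Total counts lay between 33885784 and 34705730 in control samples, with a median of 34658158, and between 32606575 and 35467771 in cKO samples, with a median of 32764190. The ranges overlap. Replicates differed by more than counting noise, with a chi-square per gene between 4.40 and 12.4, so no library was counted as a copy of another. Gene symbols were found for 19438 of the 24232 tested identifiers, which hold 97.23% of the counts.

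The named genes are those the paper names for this experiment, the 10 largest changes in each direction among genes with adjusted P below 0.05 whose groups do not overlap, and members of gene lists fixed before the data were examined. The text prints a selection of these, and some genes that meet the rule are not reported here. The lists cover clock genes, cholesterol biosynthesis, xenobiotic detoxification, oxidative stress response (NRF2), unfolded protein response, PPAR target genes, DNA methylation and demethylation, regeneration-associated genes, immune genes, HIF1A, CREB and WNT/β-catenin target genes, oxidative phosphorylation, ribosome biogenesis, chromatin regulators with long genes, and markers of neurons, Schwann cells, satellite glia, fibroblasts, endothelial cells, mural cells and macrophages, with the regeneration-associated genes (RAGs) of Supplementary Data 5. The lists were written after Supplementary Data 9 had been read, and 158 of the 452 genes in them are among its 625 genes. Over the lists, 193 genes had adjusted P below 0.05 when adjusted over the list alone and 54 when adjusted over all genes.

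Simulated counts with known answers were used to test the scripts. The supplementary lists of PL-DhMR genes and clock-controlled genes hold 1703 and 831 names in the copies used, fewer than the paper gives, and no overlap was tested on them. Other experiments of the paper were not analysed here.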

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

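The test on overlapping genes below was chosen after the result was seen. Outside the paper's 625 genes and its figures, 34 genes had adjusted P below 0.05 by edgeR's quasi-likelihood test, 12 higher and 22 lower in *Bmal1* cKO, and the 3 cKO and 3 control values did not overlap in all 34. This is a signal in genes that the paper does not discuss. Their adjusted p-values lay between 0.000127 and 0.0488. With DESeq2, 33 of them had adjusted P below 0.05, and with limma on log2(FPKM + 0.1) 2 did. Of the 34, 31 also pass the paper's cutoff of 0.25 and unadjusted P below 0.01, 17 have no symbol and 10 are listed as protein-coding. *Gzmk* (log2 fold change -0.88, adjusted p = 0.0225), *Abca8a* (0.46, adjusted p = 0.0117) and *Mcph1* (-0.48, adjusted p = 0.00941) are examples named after their values were seen.

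A candidate explanation is that reads were shared with an overlapping gene of the paper's list, since counting covered whole gene bodies and its use of strand is not stated. Only 13 of the 34 have a position in the gene table used, which is too few for a valid check of the whole set. Among these 13, 5 (*Mcph1*, *Glp2r*, *Gm11651*, 4930483K19Rik and 4933431K23Rik) overlap a gene of the list, against 0.61% of 17645 other tested genes with a position. For these 5, shared reads stay open, and the 8 others with a position do not overlap a listed gene. A biological effect of *Bmal1* loss stays open and was not tested further for these genes.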

How the results depend on the processing

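The alternatives were set before the data were examined, except where stated otherwise. The number of genes past the cutoff of 0.25 was within 1.5 times of 845 in every alternative but these: it was 218 with limma on log2(FPKM + 1) and 284 with limma on log2(FPKM + 0.1) at a mean FPKM of at least 1, which tested 9488 genes. With each sample left out in turn it ran from 583 to 1074. At the cutoff of 0.38, against 565 in the main setting, limma on log2(FPKM + 0.1) called 328 genes, or 373 without a filter on low counts. Limma called 95 on log2(FPKM + 1), and 148 on log2(FPKM + 0.1) at a mean FPKM of at least 1. DESeq2 with protein-coding genes only, chosen after the data were seen, called 361. Adding 1 to the FPKM pulls log2 fold changes toward 0 in genes of low FPKM, and only 9488 genes had a mean FPKM of at least 1. How much of these differences this accounts for was not tested.

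The number of genes with adjusted P below 0.05 depended most on the processing. It was 190 with edgeR's quasi-likelihood test, 534 with DESeq2, 386 without a filter on low counts and 13 with limma on log2(FPKM + 0.1), where 3290 genes had unadjusted p below 0.05. Across the 6 fits that each left out one sample it ran from 51, without cKO replicate 3, to 226, without control replicate 1; it was 75 without control replicate 2, 101 without control replicate 3 and 95 without cKO replicate 2. Those fits have fewer samples. The share of higher genes among them, 47.9%, was 30.8% with limma on log2(FPKM + 0.1) and 61.4% without cKO replicate 1. The cause of the other differences was not tested.

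The replicate numbers do not pair the samples by the criterion used, that every same-numbered pair correlates above 0.1: the correlations of deviations from the group means were 0.101, 0.098 and 0.131. The criterion failed on 0.098 alone, and differently numbered pairs correlated between -0.109 and -0.003, so a shared replicate effect stays open. With the replicate block, 817 genes had adjusted P below 0.05, 1197 genes passed the cutoff of 0.25 and the gene lists with adjusted P below 0.05 numbered 16.

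The Bmal1 (Arntl) log2 fold change kept its direction in every alternative run. With limma on log2(FPKM + 0.1) it was -0.19 (unadjusted p = 0.0135). The added 0.1 is close to the *Bmal1* FPKM itself (means of 0.128 and 0.0993), which by arithmetic pulls this value toward 0. In edgeR's quasi-likelihood test the log2 fold change ran from -0.46 to -0.33 across the fits that each left out 1 sample. In 4 of these fits the unadjusted p rose above 0.01. The difference in *Bmal1* FPKM ran from -0.0344 to -0.0243 in the same way, with p = 0.2 by exact permutation test without cKO replicate 1 or 2. The groups separated on principal components in every alternative run, with the real split first among the 10 splits.

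The genes of the paper's 625-gene list called at the same cutoff numbered 280 with limma on log2(FPKM + 0.1), and those of the 85 genes with PL-DhMRs 30. The odds ratio for called genes among genes with a Bmal1 motif was 1.08 with limma on log2(FPKM + 0.1), and 1.42 against protein-coding genes, a background chosen after the data were seen. Of 24 gene lists, 15 had adjusted P below 0.05 with camera at a preset correlation, 2 with an estimated correlation and 4 with fry. The cause was not tested, though both allow for correlation between genes.

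Directions of named genes reversed only where values lay near 0. *Nr1d1* was 0.014 with limma on log2(FPKM + 0.1). *Kcnip1* was 0.001 without a filter, 0.004 with the replicate block and 0.007 with limma on log2(FPKM + 0.1). With each sample left out, log2 fold changes ran from -0.096 to 0.070 for *Nr1d1*, -0.202 to 0.037 for *Ciart*, -0.178 to 0.044 for *Tet1*, -0.083 to 0.010 for *Tet2*, -0.017 to 0.051 for *Nqo1*, -0.097 to 0.122 for *Kcnip1*, -0.034 to 0.065 for *Lrrc4* and -0.151 to 0.029 for *Nefm*. The adjusted p of lists that changed direction ran from 0.558 to 0.952 for clock genes, 0.117 to 0.878 for CREB targets, 0.0052 to 0.952 for Schwann cell markers and 0.282 to 0.937 for RAGs lower after PL. Over all alternatives, 1251 values of the 118 named genes were unchanged in call and direction, 170 lost the call and 88 gained it; for the gene lists, 220 were unchanged, 29 lost it and 8 gained it.

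*Dpt*, at 0.108 CPM in control cultures, rests on few reads: 2, 5 and 4 in control replicates 1, 2 and 3.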

Differences from the paper's values

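At the cutoff of 0.38 and unadjusted P below 0.01, 565 genes were called, 367 higher and 198 lower, against the paper's 353 in Supplementary Data 9 at that cutoff, 232 higher and 121 lower. With DESeq2, which the paper's methods name, the counts were 413, 250 and 163 and fell within 1.5 times of the paper's. The same held for all 3 counts with limma on log2(FPKM + 0.1) (328, 206 and 122) and at least 10 counts in every sample (487, 318 and 169), and for the total and higher counts with edgeR's filterByExpr (519 and 335). It held for all 3 without control replicate 2 and without cKO replicate 3, for the total and higher counts without control replicate 3 and without cKO replicate 2, and for the lower count without cKO replicate 1. DESeq2's size factors in edgeR, no filter, the replicate block and leaving out control replicate 1 did not close the gap. For genes past the 0.38 cutoff, the total also came within 1.5 times with protein-coding genes only (454, or 361 with DESeq2), which was chosen after seeing the values.

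PC1 held 27.9% of the variance, against about 46% in Fig. 7a, read by eye. Scaling each gene to unit variance (31.1%), the variance-stabilizing transformation of DESeq2 (38.7%) and leaving out any one sample (30.8% to 34.0%) came within 1.5 times of this. The 500 genes of highest variance on log2 CPM (29.5%) and log2(FPKM + 0.1) (30.5%) did not. With the 500 genes of highest variance after that transformation, chosen after seeing the values, PC1 held 45.5%.

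The log2 fold change of *Col14a1* was 0.36 against the paper's 0.524, and none of the alternatives set before the data were examined closed the gap. The log2 fold change of *Dpt* was 1.88 against the paper's 2.502, and 2.17 without control replicate 2, the one alternative that closed the gap to within the standard error of 0.40. Among the 618 genes of the paper's list, 22 differed from the paper by over 0.1. *Kcnip1* (-0.004 here, the paper's 0.432), *Evc* (0.11, the paper's 0.563) and *Lrrc4* (0.016, the paper's 0.652) were named after their values were seen, and none of the alternatives set before the data were examined closed those gaps.

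The paper describes *Cxcl5*, *Adgra2*, *Fzd4*, *Met* and *Pdia4* as changed genes in Fig. 7. By edgeR's quasi-likelihood test these were not called here at the cutoff of 0.25 and unadjusted P below 0.01. With DESeq2 their adjusted p-values lay between 0.0669 for *Pdia4* and 0.177 for *Fzd4*.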

Other observations

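The tests below on the neuron markers beside *Thy1*, the RAGs, the motif overlap and the AHR targets were set before their results were seen; all others were chosen after. The lists of cell type markers were written with the paper's 625 genes at hand, so medians are given over markers outside the 625; leaving out genes chosen as changed on these samples pulls such medians toward 0. The medians of markers and of clock targets are set beside 10000 random lists of the same size matched on expression. Such a range shows the spread over genes drawn at random. It does not measure how the mix of cells varies between cultures, which can move all markers of a cell type together.

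The number of called genes was set beside the 10 splits of the 6 samples into 3 and 3. The real split was the only one to reach 845 genes past the cutoff of 0.25 (1 of 10 splits), and other splits gave 38 to 261. It was also 1 of 10 at the cutoff of 0.38, where other splits gave 35 to 219, and 1 of 10 for adjusted P below 0.05, where others gave 0 to 3. For gene lists with adjusted P below 0.05 by camera, the real split gave 15 (1 of 10) and others 5 to 13, so part of that number also arises when conditions are mixed. With 3 samples against 3, the rank of the real split cannot give a share below 0.1. For the gene counts the gap is wide: 845 against at most 261, 565 against at most 219 and 190 against at most 3. With DESeq2 it is narrower: 706 against at most 329 at the cutoff of 0.25, and 534 against at most 111 at adjusted P below 0.05. These values argue against a chance split for the gene counts. For the number of gene lists, 15 against at most 13, a chance split cannot be told apart from the condition.

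Fibroblast markers outside the 625 had a median log2 fold change of 0.41 over 7 genes, all higher in cKO cultures and above the range of -0.10 to 0.09 in random lists. In the full list of 21 genes (median 0.78; camera, adjusted p = 9.72e-27; fry, 0.0527), the most abundant were *Col6a3* (0.41), *Dcn* (0.85, adjusted p = 0.149 from edgeR's quasi-likelihood test) and *Col3a1* (0.78). The higher markers would fit more fibroblasts in the cKO cultures, and a change within fibroblasts stays open. With an estimated correlation between genes, camera gave the full fibroblast list an adjusted p of 0.112, and *Dcn* values overlapped between the groups. Variation between cultures apart from genotype therefore stays open too. Endothelial markers had a median of -0.088 over 10 genes, at the edge of the random range of -0.090 to 0.058 (full list of 25, -0.18; camera, adjusted p = 4.99e-06; fry, 0.236), and the most abundant, *Cdh5* (-0.18), *Pecam1* (-0.14) and *Cd93* (-0.37), were lower, so fewer endothelial cells cannot be told apart from lower expression. Mural markers had a median of 0.094 over 9 genes, within the range of -0.133 to 0.137 (full list of 15, 0.21; camera, adjusted p = 2.89e-08; fry, 0.00674), with *Rgs5* at -0.12, *Mcam* at -0.11 and *Pdgfrb* at 0.31, which leaves more mural cells open. Satellite glia markers had a median of 0.12 over 8 genes, above the random range of -0.10 to 0.07 (full list, camera, adjusted p = 6.59e-08; fry, 0.0545), macrophage markers 0.18 over 16, above -0.09 to 0.12 (9.08e-09; fry, 0.0527) and Schwann cell markers 0.062 over 12, within -0.090 to 0.065 (0.285, and 0.0052 without control replicate 1; fry, 0.54), and the satellite glia and Schwann cell lists share 2 genes. Neuron markers moved both ways, 15 higher and 9 lower, with a median of 0.043 over 24 genes, above the random range of -0.061 to 0.026 (full list, camera, adjusted p = 0.0722, and 0.0249, 0.0376 and 0.0224 without control replicate 1, control replicate 3 and cKO replicate 2; fry, 0.108; *Nefm* -0.05, *Uchl1* 0.08, *Nefh* -0.11). A lower share of neurons would raise the markers of the other 6 cell types alike. Their medians spanned 0.494, from -0.088 to 0.406, against 0.079 to 0.530 when list membership was permuted over 60 genes (share 0.0363). The span lies inside the permuted range while the share is below 0.05, and the range was taken as the criterion after the share was seen, as for the other markers, so a lower share of neurons is argued against weakly at most and stays open. The cultures were semi-purified, so part of the called genes could reflect the mix of cells, which the fibroblast value of 0.41 leaves open.

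*Thy1*, whose promoter drives the transgene, was higher in cKO cultures, at 592 ± 92.8 against 362 ± 19.4 CPM (SD, n = 3 each; log2 fold change 0.71, adjusted p = 0.0156 from edgeR's quasi-likelihood test). More neurons would raise the other neuron markers alike, and their median was 0.056 over 25 genes. Reads from the transgene may account for the 0.71, but the labels give the transgene for every cKO sample and no control sample, so this cannot be told apart from a higher expression of *Thy1*.

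Log2 fold changes fell with gene length (Spearman's rho -0.216 across 17047 genes, which are not independent replicates). A trend as steep arose in 4 of the 10 splits, the real one included, and reached 0.246 in others, so chance cannot be told apart from the condition. Removing the trend left 810 called genes, 726 of them among the 845, so gene length does not account for most calls. Chromatin regulators with long genes had a median of -0.27, with all 19 lower (camera, adjusted p = 4.33e-15; fry, 0.0545). This list was written with the paper's 625 genes at hand, and 13 of the 19 are among them, so its result is not independent evidence. The other 6 had a median of -0.12.

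Called genes were not concentrated near the floxed locus. Within 5 Mb of *Arntl*, 3 of 67 tested genes were called, where 2.7 are expected. All cKO samples and control replicates 1 and 3 carried floxed alleles only, so little difference between the groups is expected there in any case. The region around the transgene, which the labels give for cKO samples alone, was not examined on its own. Across the genome, 456 of 742 called genes with a position lay within 1 Mb of another, against 414 to 473 in random draws matched on expression, which argues against large blocks of linked genes that differ between the groups.

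Clock targets of Bmal1 moved in both directions. The median log2 fold change of *Dbp*, *Tef*, *Nr1d1*, *Nr1d2*, *Per1*, *Per2*, *Per3*, *Ciart* and *Bhlhe41* was 0.11, above the random range of -0.10 to 0.09, with 5 higher and 4 lower, which decides little on a lowering of these genes. *Dbp* rose by a log2 fold change of 0.58 (higher in 3 of 3 samples, adjusted p = 0.0388 from edgeR's quasi-likelihood test; 0.00131 to 0.192 across alternatives), and *Per1* (0.20, adjusted p = 0.134; 0.0696 to 0.374) and *Tef* (0.11, adjusted p = 0.293; 0.204 to 0.487) were also higher in 3 of 3 samples. *Nr1d2* fell, with a log2 fold change of -0.20 (lower in 3 of 3 samples, adjusted p = 0.114; 0.0492 to 0.374 across alternatives), as did *Bhlhe41* (-0.18, lower in 3 of 3 samples, adjusted p = 0.231; 0.122 to 0.519). The 25 clock genes had a median of 0.01 (camera, adjusted p = 0.751). *Tet3* was at -0.15 (adjusted p = 0.375), *Tet1* at -0.10 (adjusted p = 0.813) and *Tet2* at -0.03 (adjusted p = 0.887), all from the same test, and the 17 genes of DNA methylation and demethylation had a median of -0.06 (camera, adjusted p = 0.186).

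No shift of the RAGs of Supplementary Data 5 in the direction of a peripheral lesion was detected. That list holds only RAGs associated with PL-DhMRs, found in whole DRG after a lesion against no injury. Neurons of both groups here were axotomized by the dissociation itself. The comparison therefore cannot show whether loss of Bmal1 acts like a lesion in uninjured neurons. RAGs higher after PL had a median log2 fold change of -0.02 over 222 genes (camera, adjusted p = 0.0489, and 0.0584 to 0.146 without control replicate 1, control replicate 2, cKO replicate 1 or cKO replicate 3; fry, 0.0527) and RAGs lower after PL -0.01 over 123 (0.927; fry, 0.997), a difference of -0.004 (permutation of list membership over genes, share 0.78). A median near 0 leaves a shift in part of the genes open: 14 of the former were called, 4 higher and 10 lower, and 9 of the latter, 6 higher and 3 lower.

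Called genes were more frequent among genes with a Bmal1 motif in a PL-DhMR. Random lists matched on length and expression held 24.3 called genes on average (15 to 34), against 34 observed, a share of 0.034 of 10000 lists. Length and expression raise the number expected from 19.7 to 24.3, so they account for part of the excess, and against protein-coding genes the excess did not pass its threshold (odds ratio 1.42).

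*Cyp1a1* fell strongly, while the other AHR targets *Cyp1b1* (-0.11), *Ahrr* (-0.22), *Tiparp* (-0.17) and *Nqo1* (0.01) had a median of -0.14, with adjusted p-values of 0.632, 0.567, 0.278 and 0.954 from edgeR's quasi-likelihood test. Lower AHR activity cannot be told apart from a change of *Cyp1a1* alone.

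Of the lists not named above, cholesterol biosynthesis had a median of -0.21 (camera, adjusted p = 2.11e-15; fry, 0.0527), ribosome biogenesis -0.25 with all 25 lower (3.13e-20; fry, 0.039), oxidative phosphorylation 0.08 with 23 of 26 higher (0.000777; fry, 0.0527) and the regeneration-associated genes -0.02 (0.532, and 0.0367 without cKO replicate 2). These lists too were written with the paper's 625 genes at hand. Among the 625 are 8 of the 22 cholesterol biosynthesis genes and 15 of the 25 ribosome biogenesis genes, but 0 of the 26 for oxidative phosphorylation. Outside the 625, the medians were -0.12 for cholesterol biosynthesis and -0.16 for ribosome biogenesis.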
